# Molecular Basis for Vulnerability to Mitochondrial and Oxidative Stress in a Neuroendocrine CRI-G1 Cell Line

**DOI:** 10.1371/journal.pone.0014485

**Published:** 2011-01-04

**Authors:** Natasha Chandiramani, Xianhong Wang, Marta Margeta

## Abstract

**Background:**

Many age-associated disorders (including diabetes, cancer, and neurodegenerative diseases) are linked to mitochondrial dysfunction, which leads to impaired cellular bioenergetics and increased oxidative stress. However, it is not known what genetic and molecular pathways underlie differential vulnerability to mitochondrial dysfunction observed among different cell types.

**Methodology/Principal Findings:**

Starting with an insulinoma cell line as a model for a neuronal/endocrine cell type, we isolated a novel subclonal line (named CRI-G1-RS) that was more susceptible to cell death induced by mitochondrial respiratory chain inhibitors than the parental CRI-G1 line (renamed CRI-G1-RR for clarity). Compared to parental RR cells, RS cells were also more vulnerable to direct oxidative stress, but equally vulnerable to mitochondrial uncoupling and less vulnerable to protein kinase inhibition-induced apoptosis. Thus, differential vulnerability to mitochondrial toxins between these two cell types likely reflects differences in their ability to handle metabolically generated reactive oxygen species rather than differences in ATP production/utilization or in downstream apoptotic machinery. Genome-wide gene expression analysis and follow-up biochemical studies revealed that, in this experimental system, increased vulnerability to mitochondrial and oxidative stress was associated with (1) inhibition of ARE/Nrf2/Keap1 antioxidant pathway; (2) decreased expression of antioxidant and phase I/II conjugation enzymes, most of which are Nrf2 transcriptional targets; (3) increased expression of molecular chaperones, many of which are also considered Nrf2 transcriptional targets; (4) increased expression of β cell-specific genes and transcription factors that specify/maintain β cell fate; and (5) reconstitution of glucose-stimulated insulin secretion.

**Conclusions/Significance:**

The molecular profile presented here will enable identification of individual genes or gene clusters that shape vulnerability to mitochondrial dysfunction and thus represent potential therapeutic targets for diabetes and neurodegenerative diseases. In addition, the newly identified CRI-G1-RS cell line represents a new experimental model for investigating how endogenous antioxidants affect glucose sensing and insulin release by pancreatic β cells.

## Introduction

Mitochondrial dysfunction has multifactorial etiology. In rare but severe inherited mitochondrial disorders (which typically present in childhood or early adulthood and affect metabolically active organs such as the brain, heart, liver, and skeletal muscle), mitochondrial dysfunction is a result of germline mutations in nuclear or mitochondrial DNA. In contrast, accumulation of somatic mitochondrial DNA mutations that accompanies aging or an impairment in mitochondrial function caused by metabolic and environmental factors are thought to contribute to the pathogenesis of many common age-associated disorders including diabetes, cancer, and neurodegeneration [1]. In diabetes, impaired mitochondrial metabolism contributes to insulin resistance observed in peripheral tissues [2], [3], in part through increase in the level of reactive oxygen species (ROS) [4]. There is also accumulating evidence that mitochondrial dysfunction blunts glucose-stimulated insulin secretion (GSIS) in pancreatic β cells. In a β cell line, for example, GSIS is inhibited following depletion of native mitochondrial DNA and can be restored by repopulation of cybrid cells with foreign mitochondrial DNA [5]. Similarly, GSIS impairment caused by a partial loss of the pancreatic transcription factor PDX-1 (heterozygosity of which leads to a form of the maturity-onset diabetes of the young) is mediated by changes in the mitochondrial gene expression [6], [7]. While it is currently not understood how mitochondrial dysfunction leads to the GSIS impairment, changes in the ROS metabolism are an important candidate because mitochondrially produced ROS act as a signal both in the hypothalamic glucose sensing [8] and the β cell GSIS [9].

Given that mitochondrial dysfunction plays an important role in the pathogenesis of both diabetes and neurodegeneration, it is perhaps not surprising that epidemiologic studies have shown a link between the two [10]. For example, it is well established that patients with diabetes have an increased risk of dementia and/or Alzheimer's disease (reviewed in [11]). To further dissect the relationship between these disorders, recent studies have stratified patients into subcategories depending on the severity and duration of diabetes on one hand and the subtype of dementia on the other. In one such prospective cohort study, diabetes overall was associated with increased risk of vascular dementia, while borderline and undiagnosed diabetes were associated with increased risk of Alzheimer's disease [12]. In another prospective study, higher risk of Alzheimer's disease was associated not with low insulin sensitivity but with low early insulin response to oral glucose challenge, a measure of insulin release [13]; this finding, in particular, raises the possibility that the link between the two diseases reflects an intracellular signaling defect in a pathway common to neurons and pancreatic β cells. A link between diabetes and Parkinson's disease is also suggested by the epidemiologic literature, but its nature is currently unclear: case control studies performed thus far mostly showed that diabetes was associated with a decreased risk of Parkinson's disease, while prospective cohort studies either showed that diabetes was associated with an increased risk of Parkinson's disease or that there was no association between the two diseases ([14]; [15] and references therein). The discrepancy between these results raises the possibility that – like Alzheimer's disease – Parkinson's disease is not associated with the diabetic state per se, but with some underlying metabolic or signaling abnormality that is shared between neurons and β cells. While additional epidemiologic studies with better patient stratification are required to clarify the connections between diabetes and Parkinson's disease, together these studies underscore the underlying biological similarities between neurons and β cells and highlight the importance of identifying shared signaling pathways that modulate susceptibility to mitochondrial dysfunction in neuroendocrine cells.

Here, two subclones of an insulinoma cell line that differ in the susceptibility to mitochondrial and oxidative stressors were used to identify gene expression changes associated with vulnerability to mitochondrial dysfunction in the neuronal/endocrine cell type.

## Results

### Isolation of a CRI-G1 cell line subclone that shows increased vulnerability to mitochondrial and oxidative stress

CRI-G1 is one of four cell lines isolated from a transplantable Cambridge Rat Islet cell tumor in 1985 [16]. CRI-G1 cells are rounded, have slender processes, and grow in clumps and ribbons rather than forming an epithelial monolayer ([16] and Fig. 1A). When maintained in culture for extended periods of time, however, CRI-G1 cells flatten and become more epithelioid in appearance (Fig. 1B); this transition is stochastic in nature, but can be facilitated by growing cells at high densities. The differences between the two CRI-G1 cell subtypes are not restricted to morphology, however: compared to the parental clone, which is resistant to cell death induced by mitochondrial complex I inhibitor rotenone, the novel CRI-G1 cell subclone (which we cryopreserved as a separate cell line after one of the stochastic transition events) is highly susceptible to this mitochondrial toxin, with 51.4±3.6% loss of viability and ∼3 fold increase in release of an intracellular protease (marker of cell death) following an overnight treatment with a 1 µM rotenone (Figs. 2A and B). [In this and all subsequent figures, the original clone is termed CRI-G1-RR (for Rotenone-Resistant) and the novel subclone CRI-G1-RS (for Rotenone-Susceptible).] Similar results were seen with longer treatments (up to 5 days) and higher doses of rotenone (up to 10 µM; not shown).

**Figure 1:**
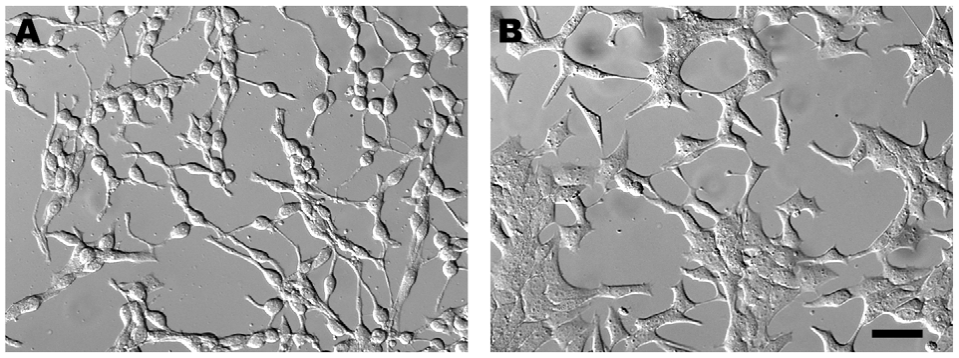
Morphology of CRI-G1 cell lines. **A**. Parental CRI-G1 cells are rounded, have slender processes, and grow in clumps and ribbons rather than forming an epithelial monolayer. In subsequent text and figures, this phenotype is termed CRI-G1-RR (for explanation of the nomenclature, see *Results* section.) **B**. Prolonged culturing at high density conditions leads to a preponderance of cells with surface-adherent, epithelioid appearance that grow in clusters or islands. In subsequent text and figures, this phenotype is termed CRI-G1-RS. Images were acquired by differential interference contrast (DIC) microscopy of living cultures; scale bar, 50 µM.

**Figure 2:**
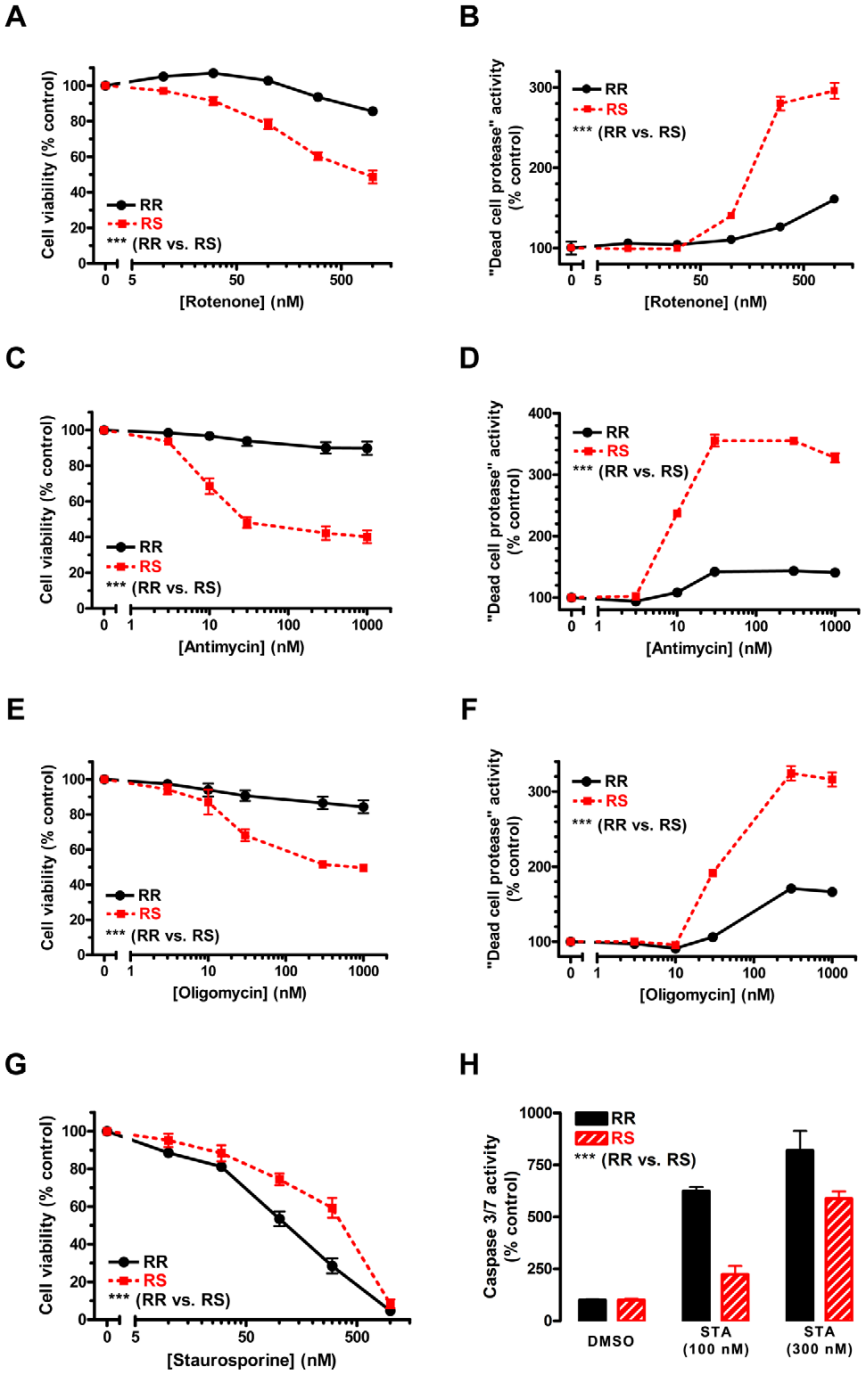
Differential vulnerability to mitochondrial inhibition and staurosporine-induced apoptosis. CRI-G1-RS cells are more vulnerable to cell death induced by mitochondrial respiratory chain inhibitors rotenone (panels A and B), antimycin (panels C and D), and oligomycin (panels E and F), but less vulnerable to apoptosis induced by protein kinase inhibitor staurosporine (panels G and H). Cell viability (panels A, C, E and G) was measured by CellTiter 96 AQ_ueous_ One Solution Cell Proliferation Assay (“MTS assay”), a variant of the classic MTT assay; averaged data from 3–6 repeat experiments are shown in each panel. Cell death (panels B, D, and F) was determined by CytoTox-Glo™ Assay, which measures the activity of a “dead-cell” protease released into the media from membrane-compromised cells; a representative of at least 3 repeat experiments is shown in each panel (n = 4 in each experiment). Caspase 3/7 activity, an indicator of apoptosis, was measured by Caspase-Glo™ 3/7 Assay (panel H); a representative of 3 repeat experiments is shown (n = 4 in each experiment). Although MTS assay is based on mitochondrial metabolism and thus could be directly affected by mitochondrial inhibitors, there was a good correspondence between viability and cell death assay results for all compounds tested. Statistical significance was determined by two-way ANOVA, which showed highly significant effect of both treatment and cell type in all conditions tested. Data are plotted as mean ± S.E.M.; ***, p<0.001.

To determine whether CRI-G1-RS cell line is more susceptible to cell death in general, we tested two additional mitochondrial toxins (complex III inhibitor antimycin and complex V inhibitor oligomycin) as well as staurosporine, a protein kinase inhibitor and potent apoptosis inducer. Interestingly, CRI-G1-RS cells were more susceptible to both antimycin- (Figs. 2C and D) and oligomycin-induced cell death (Figs. 2E and 2F), but less susceptible to staurosporine-induced apoptosis (Figs. 2G and H). Of the three mitochondrial inhibitors tested, antimycin was most toxic to CRI-G1-RS cells (maximal viability loss of 59.9±3.7%), but no mitochondrial toxin led to 100% CRI-G1-RS cell loss regardless of the length of the treatment (up to 5 days) or the dose used (data not shown). In contrast, the maximal dose of staurosporine (1 µM) was completely toxic to both cell types, with lower susceptibility of CRI-G1-RS cells apparent only in the mid-range part of the dose-response curve (Fig. 2G). Consistent with the cell viability data, the increase in caspase 3/7 activity was greater in CRI-G1-RR than in CRI-G1-RS cells at these mid-range doses (100 and 300 nM; Fig. 2H). The three mitochondrial inhibitors led to only minimal activation of caspase 3/7 in both cell types (data not shown), suggesting that in this experimental system cell death induced by mitochondrial inhibition is largely non-apoptotic in nature.

In general, mitochondrial inhibition leads to (1) a decrease in ATP synthesis, eventually resulting in ATP depletion and (2) an increase in production of ROS, which are the byproduct of the respiratory chain activity; the relative magnitude of each effect depends on the specific respiratory chain complex targeted by the inhibitor and the inhibitor concentration used [17]. To determine whether increased vulnerability to mitochondrial inhibition seen in CRI-G1-RS cell line is due to a diminished ability to cope with ATP depletion or to increased vulnerability to oxidative stress, we examined the susceptibility of both cell types to cell death induced by mitochondrial uncoupler FCCP (which leads to mitochondrial depolarization and ATP depletion in the absence of significant ROS production [18], [19]) or by ROS-generating hypoxanthine/xanthine oxidase (HX/XO) system (which results in oxidative stress with no direct effect on ATP production [20]). FCCP was equally toxic to both cell types at all doses tested (Fig. 3A), suggesting that there was no difference between the two cell lines in their ability to produce (or use) ATP. Consistent with this finding, the total mitochondrial mass (determined by immunoblotting for mitochondrial proteins Tom20 and cytochrome c; Supplemental Figs. S1-A and S1-B) did not differ between CRI-G1-RR and -RS cells. (Interestingly, the level of CoxIV – a subunit of mitochondrial complex IV – was 2.24 fold higher in RS cells relative to RR cells [n = 8, p<0.0001], suggesting an increase in expression of respiratory chain proteins without change in the overall number of mitochondria in this cell type; Supplemental Fig. S1-C.) In contrast, CRI-G1-RS cells were significantly more susceptible to oxidative stress generated by HX/XO treatment (Fig 3B). This effect was dose dependent, with the greatest difference observed at 16 U/L of XO (in the presence of 0.5 mM HX): following overnight treatment, the residual viability at this dose – the second largest tested – was 84.6±12.0% for RR cells but only 14.1±3.9% for RS cells.

**Figure 3:**
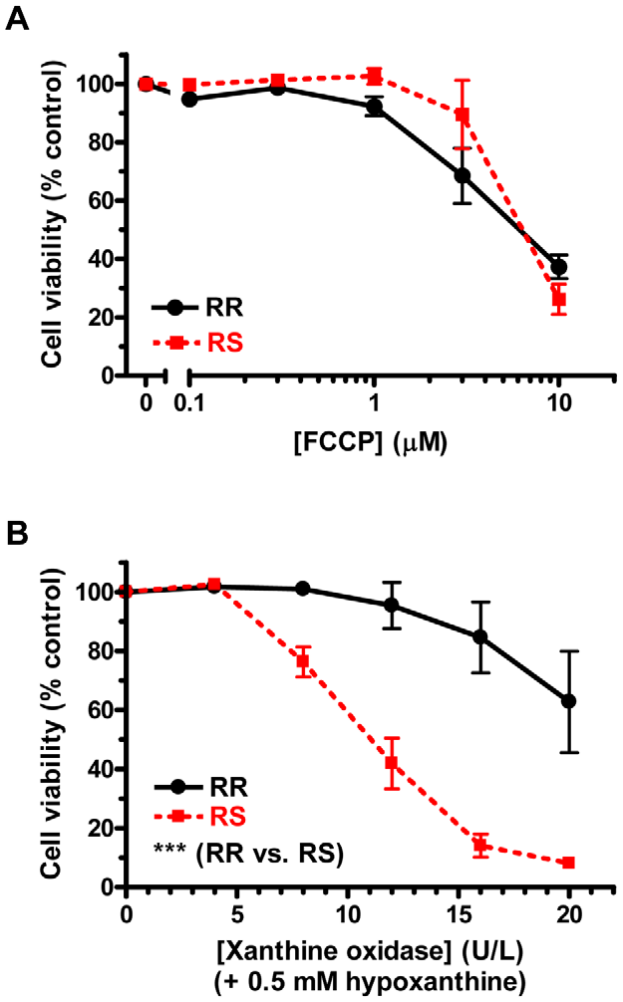
Differential vulnerability to ATP depletion and oxidative stress. **A**. CRI-G1-RR and RS cells are equally vulnerable to mitochondrial uncoupler FCCP, which leads to ATP depletion. **B**. CRI-G1-RS cells are more vulnerable than RR cells to oxidative stress induced by co-application of hypoxanthine and xanthine oxidase. Cell viability was measured by CellTiter 96 AQ_ueous_ One Solution Cell Proliferation Assay, a variant of the classic MTT assay; an average of 3 repeat experiments is shown in each panel. Statistical significance was determined by two-way ANOVA; all data are plotted as mean ± S.E.M. ***, p<0.001.

To further evaluate the differences in susceptibility to oxidative stress between RR and RS cells, 1 h treatment with 0.5 mM HX/16 U/L of XO (or vehicle) was followed by immunostaining for 4-hydroxynonenal (4-HNE), a lipid peroxidation product and a marker of the oxidative stress ([21]; Fig. 4A), or by measurement of glutathione (GSH) and glutathione disulfide (GSSG) levels (Figs. 4B, 4C and S2). RR cells showed significant 4-HNE immunoreactivity at baseline (Fig. 4A-a), but no increase in staining following the HX/XO treatment (Fig. 4A-b). In contrast, baseline 4-HNE immunoreactivity in RS cells was barely detectable (Fig. 4A-c), but staining intensity strongly increased following 1 h exposure to HX/XO (Fig. 4A-d). The concentration of total GSH (Fig. 4B) was higher in RR than in RS cells both at baseline (9.6±1.4 vs. 2.8±0.5 nmol/mg protein; n = 4, p<0.001) and after HX/XO treatment (6.0±0.3 vs. 2.1±0.7 nmol/mg protein; n = 3, p<0.05; Fig. 4B); interestingly, oxidant treatment resulted in a statistically significant decrease in the total GSH concentration in RR cells only (p<0.001). The GSH/GSSG ratio, which is an indicator of the cellular redox potential, did not significantly differ between RR and RS cells at baseline (2.7±1.0 vs. 4.9±1.5; n = 4). Following the HX/XO treatment, the GSH/GSSG ratio did not significantly change in RS cells (from 4.9±1.5 to 3.6±0.9; n = 3); in RR cells it paradoxically increased (from 2.7±1.0 to 11.6±2.4; n = 4, p<0.01), resulting in a statistically significant difference between the two cell types under oxidizing conditions (p<0.05). The increase in the GSH/GSSG ratio observed in RR cells after oxidant exposure is a result of a decrease in the concentration of GSSG rather than an increase in the concentration of GSH (Supplemental Fig. S2); this is likely due to an increase in the GSSG efflux that can complicate interpretation of GSH/GSSG ratio under oxidizing conditions [22]. Taken together, these results indicate that, compared to the parental CRI-G1-RR cells, CRI-G1-RS cells are in a relatively reduced state at baseline, but are more vulnerable to injury and cell death when exposed to oxidative stress. In addition, the data suggest that increased vulnerability of CRI-G1-RS cells to mitochondrial inhibition is primarily a result of the lesser capacity to handle metabolically generated ROS.

**Figure 4:**
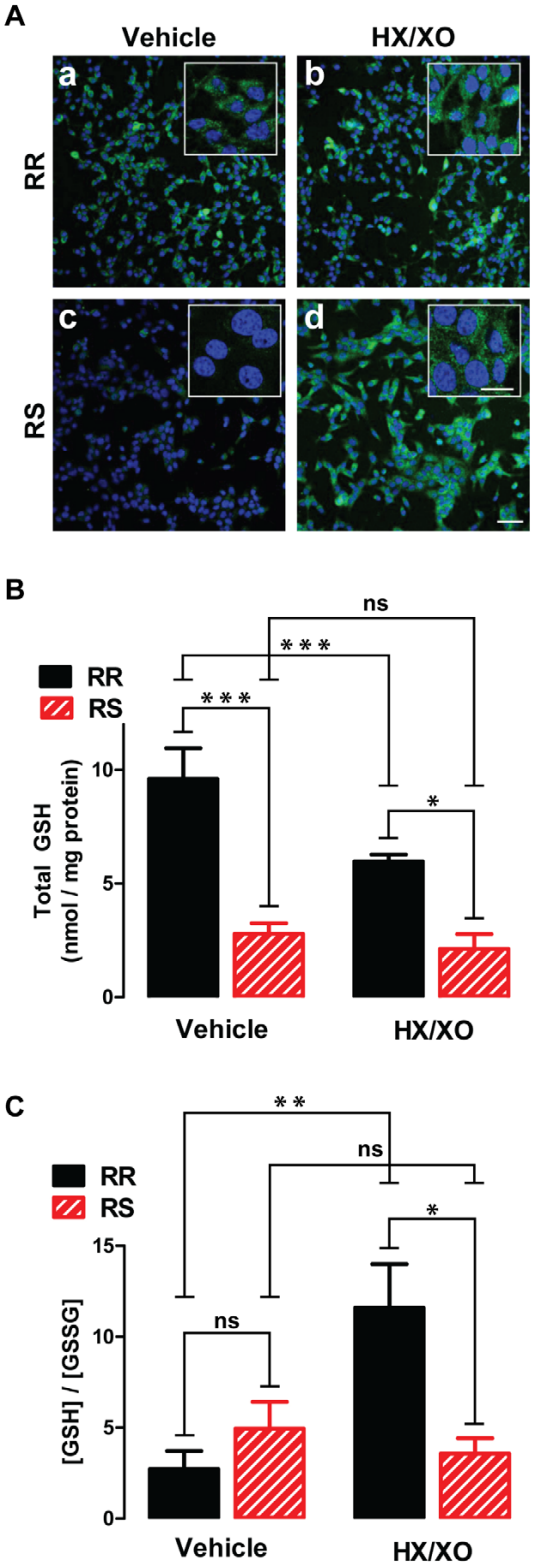
Differential handling of ROS at baseline and following oxidative challenge. **A**. Immunofluorescence staining for lipid peroxidation marker 4-HNE (green) shows that baseline ROS level is higher in RR cells (**a**) than in RS cells (**b**). After treatment with HX/XO, an increase in 4-HNE staining is seen in RS cells (**d**) but not in RR cells (**c**). Nuclei are visualized by DAPI counter stain (blue). Images were acquired by confocal microscopy; scale bars: 50 µm, main panels; 20 µm, insets. A representative of >3 independent experiments is shown. **B**. Total GSH level is higher in RR than RS cells both at baseline and after HX/XO treatment; the oxidative challenge significantly decreased total GSH in RR cells only. **C**. GSH/GSSG ratio is not significantly different between RR and RS cells at baseline. Following HX/XO treatment, it increased in RR cells but did not change in RS cells, resulting in a significant difference between the two cell types. In all experiments, HX/XO treatment consisted of 0.5 mM HX and 16 U/L XO and was applied for 1 h. In B and C, statistical significance was determined by two-way ANOVA followed by ad-hoc Bonferroni post-tests (n = 3–4); all data are plotted as mean ± S.E.M. *, p<0.05; ***, p<0.001.

### Expression profiling

CRI-G1-RR and RS cell lines are closely related, but show large differences in susceptibility to mitochondrial and oxidative stressors; this enabled us to use genome-wide gene expression analysis to uncover a molecular profile associated with vulnerability to mitochondrial dysfunction. 

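CRI-G1 is a rat insulin-secreting tumour cell line. CRI-G1-RR is the original clone and CRI-G1-RS a subclone isolated from it. Total RNA from 6 samples of each line was amplified, labelled and hybridized to 12 Affymetrix Rat 230 2.0 arrays, 1 array per sample. The values used here are linear signals for 31099 probe sets per array, between 0.0271 and 11366.1, and the submitters' processing notes name GCOS 1.4. The mean signal after trimming 2% lay between 250.068 and 250.075 on every array, so the arrays had been scaled to a common level. The Methods describe robust multi-chip averaging on the log2 scale, and the linear signals are not those values. They were quantile normalized between arrays, taken as log2(signal + 16) and fitted by limma with cell type as the only term, and p-values were adjusted by the Benjamini-Hochberg method over all probe sets. A log2 fold change is positive where the signal is higher in CRI-G1-RS cells, and adding 16 understates the changes of genes with low signals. Means and SDs are those of the signals before quantile normalization. Pairs of CRI-G1-RR arrays had Pearson correlations of 0.980 to 0.987, pairs of CRI-G1-RS arrays 0.979 to 0.987, and pairs of 1 array from each line 0.952 to 0.965. Replicate 2 of CRI-G1-RS had a mean correlation of 0.980 with the other arrays of its line, where the other 5 had 0.984 to 0.985. None of the 66 pairs of arrays held identical values. Gene symbols come from the platform annotation of the Gene Expression Omnibus, which gives 1 symbol to 20832 probe sets, several to 436 and none to 9831. Each gene is represented by its probe set with the highest mean signal, except that the genes of Table 1 keep the probe set listed there. For a single gene, the smallest two-sided p that an exact permutation test of 6 arrays against 6 can give is 0.00216.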

Biotinylated cRNA probes (six independent biological replicates for each cell type) were hybridized to rat Affymetrix 230 2.0 arrays, which contain 31100 oligonucleotide probes representing 14318 unique genes. 

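Modest changes were found in genes of very different functions. Psma1, a subunit of the 20S proteasome core, had a signal of 2377 ± 130.4 (SD, n = 6) in RR cells and 3852 ± 201 (SD, n = 6) in RS cells, a log2 fold change of 0.76 (standard error 0.06, adjusted p = 6.91e-07). Slc30a5, a zinc transporter of the secretory pathway, fell from 989 ± 25 (SD, n = 6) in RR cells to 562 ± 37.9 (SD, n = 6) in RS cells, a log2 fold change of -0.81 (standard error 0.05, adjusted p = 1.88e-07). Ndufa6, an accessory subunit of respiratory complex I, had a log2 fold change of -0.64 (adjusted p = 5.94e-07), and Pcsk2, a prohormone convertase, one of 0.97 (adjusted p = 9.17e-08). At an adjusted p under 0.05 from limma, 9860 of 31099 probe sets differed between the lines, 5083 of them higher and 4777 lower in CRI-G1-RS cells. They belong to 6043 of the 14219 genes with a single symbol. All 6 CRI-G1-RS arrays lay on one side of all 6 CRI-G1-RR arrays for 6425 probe sets, and chance gives 0.216% of probe sets. The median log2 fold change over all probe sets was 0.01.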

The statistical analysis showed that 12872 probes, corresponding to 5861 unique genes, showed statistically significant differential expression (FDR adjusted p-values<0.05). A much smaller subset of 999 probes (corresponding to 550 unique genes) showed a large difference in expression (≥2 fold); out of these 550 genes, 216 were upregulated (log_2_fold change from 1 to 4.89) and 334 downregulated (log_2_fold change from −1 to −5.57) in oxidative stress-vulnerable CRI-G1-RS cells (Fig. 5A). 

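With a pseudocount of 16, the lowest log2 fold change was that of Hpx, which encodes the haem-binding plasma protein hemopexin. Its signal fell from 3250.2 ± 298 (SD, n = 6) in RR cells to 74.5 ± 17.7 (SD, n = 6) in RS cells, a log2 fold change of -5.19 (standard error 0.12, adjusted p = 1.39e-11). The 50 genes nearest to Hpx on the GRCr8 assembly with a mean signal of at least 100 had a median of -0.39. The nearest genes given below are likewise only those with at least this signal. Lgals2, a galectin of the gut epithelium, fell from 4262 ± 275 (SD, n = 6) in RR cells to 112 ± 22.9 (SD, n = 6) in RS cells, a log2 fold change of -5.04 (standard error 0.10, adjusted p = 4.38e-12). Sct, the precursor of the gut hormone secretin, had a log2 fold change of -4.50 (adjusted p = 9.02e-11), and its 50 nearest genes a median of -0.44. Lrrn3, a leucine-rich repeat protein of neurons, rose from 16.2 ± 10.8 (SD, n = 6) in RR cells to 746 ± 116 (SD, n = 6) in RS cells, a log2 fold change of 4.62 (standard error 0.18, adjusted p = 1.86e-09). Gnat3, the G protein subunit of taste receptor cells, was near background in RR cells and rose from 4.49 ± 1.74 (SD, n = 6) in RR cells to 404 ± 39 (SD, n = 6) in RS cells, a log2 fold change of 4.35 (standard error 0.08, adjusted p = 1.53e-12). With a pseudocount of 1 the log2 fold changes of Hpx, Lrrn3 and Gnat3 were -5.46, 5.66 and 6.25, so which gene changed most depends on the pseudocount. Tesc, a calcium-binding regulator of sodium-proton exchange, and Ncs1, a neuronal calcium sensor, rose with log2 fold changes of 3.03 (adjusted p = 3.40e-06) and 2.77 (adjusted p = 1.59e-05). In all, 1229 probe sets passed an adjusted p of 0.05 from limma with at least a 2-fold change, 571 higher and 658 lower in RS cells. They represent 789 genes, 382 higher and 407 lower, with no gene in both groups. With a pseudocount of 1, 1965 probe sets passed both thresholds, 939 higher and 1026 lower, and they represent 1164 genes. When the 2-fold threshold was made part of the test itself (limma's treat, pseudocount of 16), 414 probe sets passed.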

Unsupervised hierarchical clustering was performed using 999 probes with differential expression ≥2 fold (Fig. 5B), top 25 genes upregulated in RS cells (by p-value; Fig. 5C), and top 25 genes downregulated in RS cells (also by p-value; Fig. 5D). 

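Of 24 genes of Fig. 5C, among them the one given there as unknown, whose probe set is annotated here as Tbc1d16, 23 were higher in RS cells at an adjusted p under 0.05 from limma. Ppp2r2c, a regulatory subunit of protein phosphatase 2A, was at background, with signals of 4.56 ± 1.1 (SD, n = 6) in RR cells and 4.07 ± 1.32 (SD, n = 6) in RS cells and a log2 fold change of -0.04 (adjusted p = 0.668). The figure marks this symbol as found by sequence search, so its probe set may be another one than that measured here. Ccnd2, a cyclin of the G1 phase, rose from 83.1 ± 13.2 (SD, n = 6) in RR cells to 608 ± 44.4 (SD, n = 6) in RS cells, a log2 fold change of 2.65 (standard error 0.08, adjusted p = 2.35e-10). Ly6e, a GPI-anchored surface protein, had a log2 fold change of 2.59 (adjusted p = 1.16e-09). Of the 24 genes of Fig. 5D with a probe set found here, 23 were lower, and Acot1, an acyl-CoA thioesterase, had a log2 fold change of 0.06 (adjusted p = 0.78) at background signals of 3.64 ± 2.13 (SD, n = 6) in RR cells and 4.53 ± 4.02 (SD, n = 6) in RS cells. Lgals4, an intestinal galectin, fell from 5469 ± 306 (SD, n = 6) in RR cells to 497 ± 82.7 (SD, n = 6) in RS cells, a log2 fold change of -3.40 (standard error 0.10, adjusted p = 1.17e-10). C9, a component of complement, had a log2 fold change of -4.41 (adjusted p = 8.88e-13). Tspan8, Slc16a7, Rassf3, Washc3, Lta4h and Sycp3, 6 of the 24, lie within a single stretch of neighbouring genes on GRCr8, from Fbxo7 to Ptdss1. Its 124 genes with a mean signal of at least 100, which leave out Sycp3, had a median log2 fold change of -0.99, and its 54 genes with a mean signal under 50 one of -0.0293. Clustering on the 1229 probe sets past both thresholds placed 0 of 12 arrays with the other line. Because those probe sets were chosen for their difference between the lines, this separation follows from the choice.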

In all three analyses, independent biological replicates of each cell type clustered together, indicating that phenotypic differences we identified correspond to specific transcriptional profiles. (The same was true when analysis was performed using all probes on the array; data not shown.)

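Over all 31099 probe sets, with no choice made by the difference between the lines, average linkage on 1 minus the Pearson correlation placed 0 of the 12 arrays with the other line. Complete linkage on Euclidean distance gave the same 2 branches of 6 CRI-G1-RR and 6 CRI-G1-RS arrays.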

**Figure 5:**
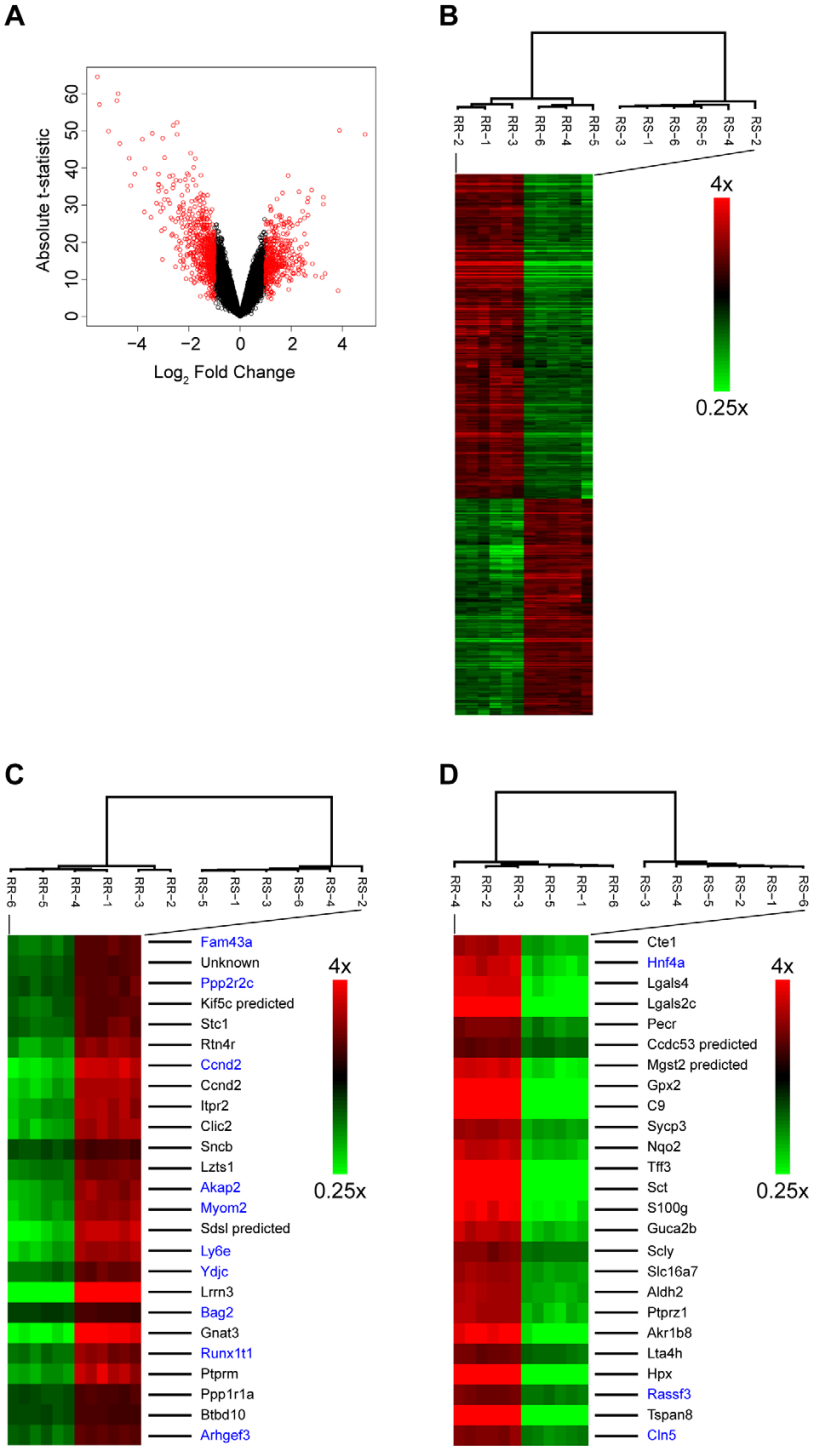
Analysis of gene expression data. **A**. The volcano plot shows that there are many significant genes with high fold change; significant genes (probes with FDR adjusted p-values<0.05) with differential expression ≥2 fold are marked in red. **B–D**. Unsupervised hierarchical clustering shows that independent biological replicates of each cell type group together (high expressing genes, red; low expressing genes, green). The analyses were performed using 999 probesets with differential expression ≥2 fold (panel B), top 25 genes upregulated in RS cells (by p-value; panel C), and top 25 genes downregulated in RS cells (also by p-value; panel D). In panels C and D, black font is used for gene symbols identified by the Affymetrix array profile and blue font for gene symbols identified by manual BLAST search with Affymetrix source sequences. Unknown gene in panel C corresponds to Affymetrix probe 1385716_at (source sequence AW522166).

Twenty genes from biologically interesting pathways (discussed further in the next section) were chosen for validation of microarray data by qRT-PCR; of these 20 genes, 10 were downregulated (log_2_fold change range -0.27 to −5.50) and 8 upregulated (log_2_fold change range 0.40 to 1.26) in RS cells, while 2 showed no statistically significant change in expression between the two cell types (Table 1). 

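Gpx2, Nqo2 and Ephx1 had the lowest array log2 fold changes among the 20 genes, and Pax4, Nkx6-1 and Ins2 the highest. Across the 10 genes that Table 1 lists as lower in RS cells, the array values computed here and the paper's qRT-PCR values had a Pearson r of 0.976 (r squared 0.953, Spearman rho 0.952, two-sided permutation p = 2.0e-05, adjusted over 3 relations 3.0e-05). All 10 had the same sign by both methods. Across the 7 genes listed as higher that have a qRT-PCR value, r was -0.307 (r squared 0.0944, rho -0.107, exact permutation p = 0.499, adjusted 0.499), and 6 of the 7 had the same sign. The exception was Ins1, which encodes insulin 1. Over all 19 genes with both values, r was 0.883 and rho 0.916 (permutation p = 1e-05, the smallest that the permutations can give, adjusted 3.0e-05). These relations are across genes, which are not independent replicates.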

The quantitative correlation between the microarray and qRT-PCR data was much better for downregulated genes (r^2^ = 0.96, p<0.0001; Supplemental Fig. S3-A) than for upregulated genes (r^2^ = 0.11, p = 0.59; Supplemental Fig. S3-B). Given that independent biological replicates were used for each method, these differences could reflect the pathway-specific accumulation of additional gene expression changes. Alternatively, there may be inherent differences between the two methods that are unevenly distributed across the gene expression spectrum. Nonetheless, the overall correspondence between the two methods was good, with 9 of 10 downregulated genes and 8 of 8 upregulated genes showing statistically significant differential expression and the same direction of expression changes in both experimental paradigms (Table 1); this degree of correspondence is within the range generally described in the literature.

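On the arrays, 17 of the 20 genes passed an adjusted p of 0.05 from limma, all 10 of those listed as lower and 7 of the 8 listed as higher. Ucp2, the mitochondrial uncoupling protein 2, fell from 1682 ± 159.8 (SD, n = 6) in RR cells to 737 ± 104 (SD, n = 6) in RS cells, a log2 fold change of -1.18 (standard error 0.09, adjusted p = 8.10e-07), and its 50 nearest measured genes on GRCr8 had a median of -0.36. Txn1, which encodes the cytosolic thioredoxin, had signals of 6025 ± 234 (SD, n = 6) in RR cells and 5921 ± 574 (SD, n = 6) in RS cells, with a log2 fold change of 0.06 (adjusted p = 0.351) after normalization, while the exact permutation p of the normalized values was 0.00433, unadjusted. For Me1, the cytosolic NADP-dependent malic enzyme, the signals were 1176 ± 92.3 (SD, n = 6) in RR cells and 1245 ± 108 (SD, n = 6) in RS cells, with a log2 fold change of 0.08 (adjusted p = 0.462). Over the 20 genes, the log2 fold changes computed here and the paper's array values had a Pearson r of 0.995.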

**Table 1:** qRT-PCR validation of microarray data for selected genes.

Gene Symbol	Gene Name	Array Probe ID	Array log_2_FldChg	Array FDR-adjusted p-value	qRT-PCR log_2_FldChg	qRT-PCR p-value
Gpx2	Glutathione peroxidase 2	1374070_at	−5.4946	4.17E-15	−5.4842	<0.0001
Nqo2	NAD(P)H dehydrogenase, quinone 2	1374959_at	−3.0212	1.87E-14	−3.4518	<0.0001
Ephx1	Epoxide hydrolase 1, microsomal	1387669_a_at	−2.3098	1.29E-11	−3.1377	<0.0001
Txnrd1*	Thioredoxin reductase 1	1386958_at	−1.8186	4.98E-09	−2.1232	<0.0001
Nqo1	NAD(P)H dehydrogenase, quinone 1	1387599_a_at	−1.7330	1.30E-08	−2.0396	<0.0001
Gclc*	Glutamate-cysteine ligase, catalytic subunit	1372523_at	−1.3981	1.75E-10	−1.5696	<0.0001
Ucp2	Uncoupling protein 2 (mitochondrial, proton carrier)	1368669_at	−1.1069	4.75E-09	−0.7164	0.0011
Nfe2l2	Nuclear factor, erythroid derived 2	1367826_at	−0.4808	1.04E-04	−0.2784	0.3640
Park7	Parkinson disease (autosomal recessive, early onset) 7	1368653_a_at	−0.4464	5.87E-07	−0.5447	0.0047
Gclm	Glutamate cysteine ligase, modifier subunit	1370030_at	−0.2666	4.14E-03	−0.5451	0.0035
Nkx6-1	NK6 homeobox 1	1368998_at	1.2551	6.21E-09	3.1688	0.0003
Pax4	Paired box 4	1370140_a_at	1.5244	3.52E-09	1.8654	0.0009
Pdx1	Pancreatic and duodenal homeobox 1	1369516_at	1.1104	9.58E-09	1.0633	0.0019
Ins2	Insulin 2	1370077_at	1.0955	1.51E-06	not detectable in RR samples	n.a.
Neurod1	Neurogenic differentiation 1	1387288_at	0.8884	5.07E-09	1.6602	0.0001
Keap1	Kelch-like ECH-associated protein 1	1370066_at	0.4625	2.46E-07	0.7266	0.0004
Ins1	Insulin 1	1387815_at	0.4069	1.63E-05	3.7082	<0.0001
Gck	Glucokinase	1387312_a_at	0.4007	3.34E-05	4.3504	0.0003
Txn1	Thioredoxin 1	1398839_at	0.0446	0.3041	−0.0122	0.9246
Me1	Malic enzyme 1, NADP(+)-dependent, cytosolic	1370067_at	0.0645	0.4560	0.3880	0.0046

Ins2 mRNA was not detectable in RR samples using qRT-PCR; thus, log_2_fold change and p-value could not be calculated for this gene. For genes marked with *, multiple probes were present on the array; the table lists a probe showing the greatest fold change.

To identify pathways that might underlie increased vulnerability to mitochondrial and oxidative stress in CRI-G1-RS cells, we analyzed gene expression data using GOstat [23] and Ingenuity Pathways Analysis (IPA version 7.6; Ingenuity® Systems, www.ingenuity.com). GOstat analysis, performed on 999 probes that showed ≥2 fold change in expression in either direction, identified 53 significant GO annotations (based on an FDR adjusted p-value cutoff of 0.05; Supplemental Table S1). 

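Among neuronal genes, Sncb, which encodes the presynaptic protein β-synuclein, rose from 308 ± 27.4 (SD, n = 6) in RR cells to 1039 ± 72.6 (SD, n = 6) in RS cells, a log2 fold change of 1.69 (standard error 0.07, adjusted p = 2.44e-09). Elavl2, an RNA-binding protein of neurons, had a log2 fold change of 1.27 (adjusted p = 2.04e-08), and its relative Elavl3 one of 1.62 (adjusted p = 5.51e-05), with a median of 0.40 over its 50 nearest genes on GRCr8. Lower in RS cells were Ncam1, a neural cell adhesion molecule, at -1.16 (adjusted p = 4.02e-06), and Mapt, which encodes tau, at -0.69 (adjusted p = 7.57e-05). Of 41 measured genes of a neuronal list, 19 were higher and 6 lower (19 higher and 6 lower when adjusted over the list alone), and the list as a whole shifted upward (camera, adjusted p = 0.0283; adjusted p = 0.231 with an estimated correlation). In glycolysis, Ldhb, the lactate dehydrogenase B subunit, rose from 332 ± 53.9 (SD, n = 6) in RR cells to 1152 ± 94 (SD, n = 6) in RS cells, a log2 fold change of 1.75 (standard error 0.10, adjusted p = 4.38e-08). Pfkp, a phosphofructokinase, had a log2 fold change of 0.78 (adjusted p = 2.23e-06), and Ldha, the lactate dehydrogenase A subunit, one of -0.65 (adjusted p = 0.0144). Of 30 glycolytic genes, 14 were higher and 4 lower (14 higher and 4 lower when adjusted over the list alone), with an upward shift of the list (camera, adjusted p = 0.0341; adjusted p = 0.231 with an estimated correlation). Both calls were lost when each gene was represented by its probe set with the smallest p, and that of glycolysis also with centring on the median (adjusted p = 0.0601) and with deposited scaling only (adjusted p = 0.0696). The neuronal list holds genes that the study names from these arrays, so its count is not independent evidence.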

While these 53 GO annotations included a number of different biological processes, the two most common categories were cell metabolism (9 of 53 annotations; p-value range 8.18×10^−5^ to 0.04) and neuronal differentiation or function (another 9 of 53 annotations; p-value range 8.87×10^−5^ to 0.03). Other potentially interesting GO annotations included ER-nuclear signaling pathway (GO ID: 0006984; p = 0.01); response to stress (GO ID: 0006950; p = 0.03); and unfolded protein response (GO ID: 0030968; p = 0.03). 

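Ero1b, an oxidase that forms disulfide bonds in the endoplasmic reticulum of β cells, rose from 230.4 ± 57.1 (SD, n = 6) in RR cells to 1069 ± 67.4 (SD, n = 6) in RS cells, a log2 fold change of 2.16 (standard error 0.13, adjusted p = 5.78e-08). Hyou1, an endoplasmic reticulum chaperone of the Hsp70 family, had a log2 fold change of 1.30 (adjusted p = 2.02e-06), Dnajc3, a co-chaperone that inhibits the kinase Perk, one of 1.09 (adjusted p = 4.51e-06), and Creld2, a stress-induced folding factor, one of 1.00 (adjusted p = 2.61e-07). Ddit3, which encodes the stress-induced transcription factor Chop, fell from 520.0 ± 128 (SD, n = 6) in RR cells to 128 ± 51.3 (SD, n = 6) in RS cells, a log2 fold change of -1.93 (standard error 0.20, adjusted p = 8.06e-06), and its 50 nearest genes on GRCr8 had a median of -0.62. Edem2, a factor of endoplasmic reticulum degradation, had a log2 fold change of -0.61 (adjusted p = 1.17e-05). Of 41 genes of endoplasmic reticulum chaperones and the unfolded protein response, 18 were higher and 7 lower (19 higher and 9 lower when adjusted over the list alone). The list did not pass as a whole (camera, adjusted p = 0.0945; adjusted p = 0.56 with an estimated correlation).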

Ingenuity Pathways Analysis was performed on an expanded probe set (3917 probes with FDR-adjusted p-value≤0.001, regardless of the fold change; when multiple probes were present for a single gene, the probe with the smallest p-value was used). The top five *Physiological System Development and Function* gene network clusters identified by this analysis were Endocrine System Development and Function cluster (p-value range 0.0002 to 0.05), Tissue Morphology cluster (p-value range 0.0002 to 0.05), Connective Tissue Development and Function cluster (p-value range 0.002 to 0.05), Nervous System Development and Function cluster (p-value range 0.007 to 0.05), and Skeletal and Muscular System Development and Function cluster (p-value range 0.01 to 0.05). Ingenuity Pathways Analysis can also be used to identify canonical pathways that show statistically significant ratio of differentially expressed genes; the top five *Canonical Pathways* identified by IPA in our dataset were Nrf2-mediated Oxidative Stress Response (p-value = 6.73×10^−5^); FAK (Focal Adhesion Kinase) Signaling (p-value = 2.54×10^−3^); EIF2 (Elongation Initiation Factor 2) Signaling (p-value = 3.84×10^−3^); Integrin Signaling (p-value = 3.94×10^−3^); and Galactose Metabolism (p-value = 4.16×10^−3^). 

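Eif2b5, the catalytic subunit of the exchange factor that recharges EIF2 with GTP, rose from 227 ± 19.8 (SD, n = 6) in RR cells to 433 ± 59 (SD, n = 6) in RS cells, a log2 fold change of 0.87 (standard error 0.09, adjusted p = 5.23e-06). Eif2b2, another subunit of this factor, had a log2 fold change of 0.45 (adjusted p = 4.71e-05), while Eif3f and Eif3a, subunits of the EIF3 complex, had -0.40 (adjusted p = 1.04e-04) and -0.32 (adjusted p = 9.36e-04). Of 39 translation initiation factors, 17 were higher and 7 lower (17 higher and 7 lower when adjusted over the list alone), without a shift of the list past the threshold (camera, adjusted p = 0.248; adjusted p = 0.56 with an estimated correlation). In galactose metabolism, Gaa, the lysosomal α-glucosidase, had a log2 fold change of 0.59 (adjusted p = 3.57e-05), and Ugp2, which makes UDP-glucose, one of 0.33 (adjusted p = 0.00486). Si, the intestinal sucrase-isomaltase, fell from 212 ± 43.3 (SD, n = 6) in RR cells to 63 ± 21.1 (SD, n = 6) in RS cells, a log2 fold change of -1.56 (standard error 0.19, adjusted p = 2.54e-05). Of 18 genes of galactose metabolism, 9 were higher and 3 lower (9 higher and 4 lower when adjusted over the list alone; camera, adjusted p = 0.2; adjusted p = 0.472 with an estimated correlation).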

Taken together, these data show that a relatively large number of genes is differentially expressed between CRI-G1-RR and CRI-G1-RS cells and that these genes are involved in a number of distinct biological pathways; gene expression changes that might underlie differential vulnerability to mitochondrial and oxidative stress are discussed in more detail in the next section.

### Expression changes in antioxidant and detoxifying enzyme genes

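Gpx2, the gastrointestinal glutathione peroxidase, which reduces hydrogen peroxide and lipid hydroperoxides, fell from 4264 ± 246 (SD, n = 6) in RR cells to 100.2 ± 11.2 (SD, n = 6) in RS cells, a log2 fold change of -5.17 (standard error 0.06, adjusted p = 4.79e-14). Mgst2, a microsomal glutathione transferase, fell from 4202 ± 189 (SD, n = 6) in RR cells to 397 ± 28 (SD, n = 6) in RS cells, a log2 fold change of -3.32 (standard error 0.06, adjusted p = 8.88e-13). Of the quinone reductases, Nqo1 fell from 1432 ± 247 (SD, n = 6) in RR cells to 447 ± 40.9 (SD, n = 6) in RS cells, a log2 fold change of -1.64 (standard error 0.12, adjusted p = 4.29e-07), and Nqo2 fell from 294 ± 23.1 (SD, n = 6) in RR cells to 37.3 ± 6.97 (SD, n = 6) in RS cells, a log2 fold change of -2.56 (standard error 0.08, adjusted p = 5.86e-10). Each RS array lay below each RR array for all 4 genes (exact permutation p = 0.00216, two-sided, the smallest possible). The 50 measured genes nearest to Gpx2, Nqo1 and Nqo2 on GRCr8 had medians of -0.0026, 0.03 and 0.03.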

Among top 25 genes downregulated in RS cells (based on p-value; Fig. 5D), three genes (*Gpx2, Mgst2_predicted*, and *Nqo1*) are downstream targets of Nrf2 (nuclear factor-erythroid 2-related factor 2). Nrf2 is a transcription factor that regulates both baseline and inducible expression of a battery of molecular chaperons, antioxidant, and phase I/II conjugation enzymes in a number of organs including the lung, liver and brain [24]; its function in pancreatic β cells, however, is not well understood. 

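Ephx1, the microsomal epoxide hydrolase, fell from 565 ± 98 (SD, n = 6) in RR cells to 93.4 ± 13.6 (SD, n = 6) in RS cells, a log2 fold change of -2.42 (standard error 0.11, adjusted p = 9.34e-09). Gclc, the catalytic subunit of the enzyme that limits glutathione synthesis, fell from 573 ± 29.3 (SD, n = 6) in RR cells to 215 ± 28.1 (SD, n = 6) in RS cells, a log2 fold change of -1.38 (standard error 0.08, adjusted p = 6.24e-08). Its modifier subunit Gclm changed less, from 2534 ± 228 (SD, n = 6) in RR cells to 2098 ± 159 (SD, n = 6) in RS cells, a log2 fold change of -0.23 (standard error 0.08, adjusted p = 0.037), with overlapping arrays (exact permutation p = 0.013). Txnrd1, the cytosolic thioredoxin reductase, fell from 667 ± 81.8 (SD, n = 6) in RR cells to 199.8 ± 29.4 (SD, n = 6) in RS cells, a log2 fold change of -1.68 (standard error 0.11, adjusted p = 1.04e-07), and lies in the stretch from Fbxo7 to Ptdss1, where its 50 nearest measured genes had a median of -1.03. Srxn1, which restores oxidized peroxiredoxins, had a log2 fold change of -1.17 (adjusted p = 9.28e-07), and Cbs, which feeds cysteine synthesis, one of -2.24 (adjusted p = 4.45e-07). Higher in RS cells were Txnrd2, the mitochondrial thioredoxin reductase, at 0.59 (adjusted p = 4.94e-04), and Gpx4, which reduces lipid hydroperoxides in membranes, at 0.19 (adjusted p = 0.0208). Hmox1, the inducible haem oxygenase, had signals of 229 ± 7.89 (SD, n = 6) in RR cells and 229 ± 28.9 (SD, n = 6) in RS cells and a log2 fold change of -0.02 (adjusted p = 0.912). Of 29 antioxidant enzymes, 5 were higher and 9 lower (6 higher and 12 lower when adjusted over the list alone), and the list did not pass as a whole (camera, adjusted p = 0.0878; adjusted p = 0.173 with an estimated correlation). Of 14 genes of glutathione synthesis and cystine supply, 3 were higher and 6 lower (3 higher and 6 lower when adjusted over the list alone; camera, adjusted p = 0.204; adjusted p = 0.477 with an estimated correlation). Both lists hold genes that the study chose on these samples, so the counts are not independent evidence of direction.

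**Figure D1:**
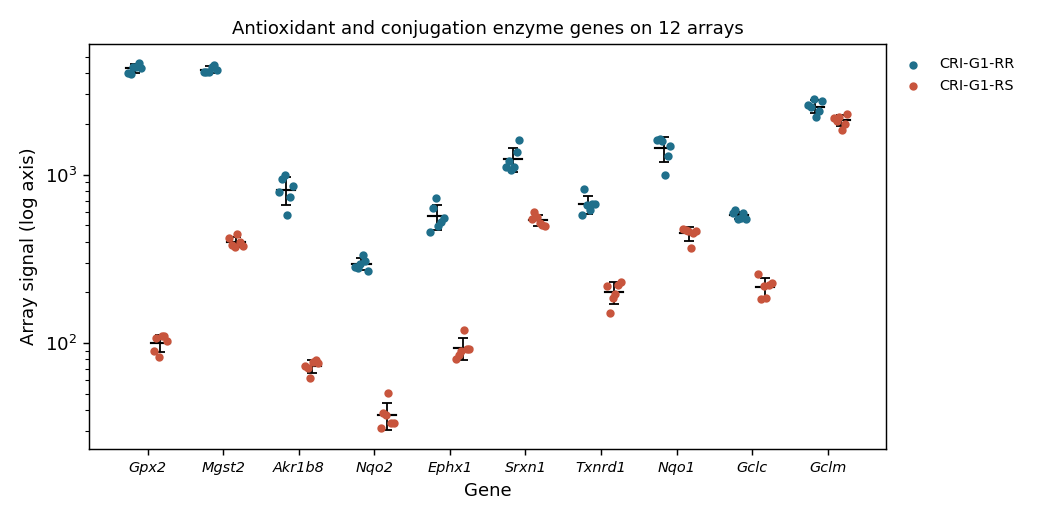
Array signals (vertical axis, log scale, before quantile normalization) of 10 antioxidant and conjugation enzyme genes on 6 CRI-G1-RR and 6 CRI-G1-RS arrays. Points are single arrays, horizontal lines are means and bars are SDs. Gpx2 has means of 4264 in RR and 100.2 in RS cells, and for Gclm alone the arrays of the lines overlap.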

The analysis of gene expression changes for the entire Nrf2 pathway, performed by IPA, showed that many Nrf2 target genes (75 of 185) were differentially expressed between CRI-G1-RR and CRI-G1-RS cells (Fig. 6; larger version is provided as Supplemental Fig. S4); for a subset of these genes (*Gpx2*, *Nqo2*, *Ephx1*, *Txnrd1*, *Nqo1*, *Gclc*, and *Gclm*), we confirmed the microarray-identified expression changes by qRT-PCR (Table 1). 

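Akr1b8, an aldo-keto reductase that detoxifies reactive aldehydes, fell from 815 ± 152 (SD, n = 6) in RR cells to 73 ± 6.32 (SD, n = 6) in RS cells, a log2 fold change of -3.22 (standard error 0.11, adjusted p = 8.82e-10). Against this direction, Gstm4, a cytosolic glutathione transferase, and Mgst3, a microsomal one, had log2 fold changes of 0.47 (adjusted p = 5.44e-04) and 0.58 (adjusted p = 0.00114), with a median of 0.38 over the 50 measured genes nearest to Gstm4 on GRCr8. Of 49 phase I and II conjugation enzymes, 6 were higher and 23 lower (8 higher and 26 lower when adjusted over the list alone), and the list as a whole shifted downward (camera, adjusted p = 4.06e-04; adjusted p = 0.173 with an estimated correlation). It holds genes the study chose on these samples and is not independent evidence. Hspb8, which encodes the small heat shock protein Hsp22, rose from 54 ± 57.2 (SD, n = 6) in RR cells to 674 ± 25.7 (SD, n = 6) in RS cells, a log2 fold change of 3.83 (standard error 0.52, adjusted p = 7.56e-05). Its signals on RR replicates 1 to 6 were 100, 83.2, 130, 2.18, 5.00 and 3.65, so the SD in RR cells is as large as the mean. Dnajb5, an Hsp40 family member, had a log2 fold change of 1.50 (adjusted p = 0.00225), Dnajc15, an Hsp40 protein of mitochondria, one of 0.88 (adjusted p = 6.10e-06), and Chordc1, a co-chaperone of Hsp90, one of 0.97 (adjusted p = 2.04e-05). Bag3, a co-chaperone that binds Hspb8, fell from 241 ± 24.4 (SD, n = 6) in RR cells to 58.1 ± 7.37 (SD, n = 6) in RS cells, a log2 fold change of -1.81 (standard error 0.09, adjusted p = 1.15e-08), with a median of -0.31 over its 50 nearest genes. Cct2, a subunit of the cytosolic chaperonin, had a log2 fold change of -0.95 (adjusted p = 4.90e-08), with a median of -0.89 over its 50 nearest genes. Of 65 cytosolic and mitochondrial chaperones, 24 were higher and 10 lower (25 higher and 12 lower when adjusted over the list alone), and the list did not pass as a whole (camera, adjusted p = 0.0879; adjusted p = 0.472 with an estimated correlation). Markers of duct and intestinal epithelium were lower in the same RS samples, with 1 of 29 higher and 14 lower (1 higher and 15 lower when adjusted over the list alone; camera, adjusted p = 1.19e-05; adjusted p = 0.142 with an estimated correlation). They include Tff3, a secreted mucosal peptide, at -4.04 (adjusted p = 1.17e-10), and Cldn7, a tight junction protein, at -3.91 (adjusted p = 4.95e-09). Tff3 is among the genes of Fig. 5D, picked as lower on these arrays, so this list is not independent evidence.

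**Figure D2:**
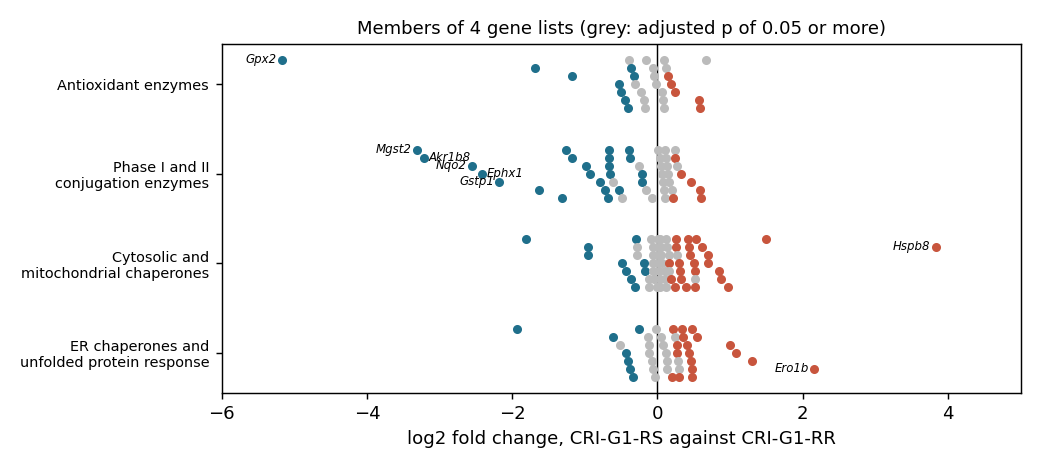
Log2 fold change of RS against RR cells (horizontal axis) for the measured members of 4 gene lists, 1 point per gene. Vertical position within a list has no meaning. Coloured points passed an adjusted p of 0.05 and grey points did not. Among chaperones, 24 of 65 were higher, and among conjugation enzymes 23 of 49 were lower.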

Interestingly, while Nrf2-regulated antioxidant and detoxifying (phase I/II conjugating) enzymes were downregulated in RS cells, Nrf2-regulated molecular chaperones (including members of Hsp22, 40 and 90 families) were largely upregulated in the same cell type; the basis for this differential regulation of distinct subsets of Nrf2 target genes is currently unclear.

**Figure 6:**
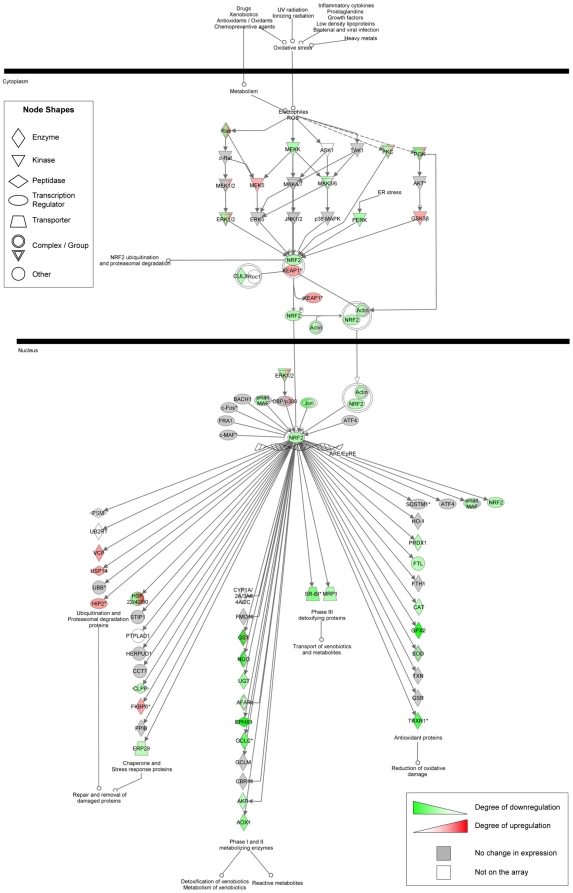
Differential expression of genes in the canonical Nrf2-mediated oxidative stress response pathway. Genes are represented as nodes, biological relationships between two nodes as lines. The intensity of the node color indicates the degree of up- (red) or down- (green) regulation in CRI-G1-RS cells relative to CRI-G1-RR cells; gray node color indicates genes showing no differential expression between RR and RS cells, while white node color marks genes that were not present on the array. Protein complexes/gene groups are indicated by nodes with double outlines; color shading within such a node indicates that genes within the complex/gene group showed different expression changes. The analysis was performed on 3917 probes with FDR-adjusted p-value≤0.001, regardless of the fold change. When multiple probes were present for a single gene, the probe with the smallest p-value was used.

To further delineate differences in Nrf2 pathway regulation between RR and RS cells, we determined the mRNA and protein expression levels of Nrf2 and its regulator Keap1 (Kelch-like ECH-associated protein 1). Under baseline conditions, Nrf2 is bound to actin cytoskeleton by Keap1, which prevents its translocation into the nucleus and targets it for ubiquitination and proteosomal degradation. In response to oxidative stress, kinase activation, or small molecule activators such as *tert*-butylhydroquinone (tBHQ) and sulforaphane (SF), Nrf2 is stabilized and translocates into the nucleus, where it binds the antioxidant response element (ARE) sequences in the promoter of its target genes and activates their transcription (reviewed in [24], [25]). We also determined mRNA and protein expression levels of DJ-1, which regulates Nrf2 stability in fibroblasts and the lung or lung-derived cell lines [26], [27], but not in neurons or astrocytes [28]. DJ-1 is a redox-sensitive protein [29], [30], mutations in which have been linked to an autosomal recessive form of Parkinson's disease [31]; it has recently been shown to protect β cells from various stress conditions [32]. 

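The gene for Nrf2, Nfe2l2, had a signal of 1032 ± 69.2 (SD, n = 6) in RR cells and 782 ± 77.6 (SD, n = 6) in RS cells. This is a log2 fold change of -0.40 (standard error 0.07, adjusted p = 8.25e-04), and every RS array lay below every RR array (exact permutation p = 0.00216, two-sided). The 50 measured genes nearest to it on GRCr8 had a median log2 fold change of 0.10.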

The microarray data showed a modest but statistically significant decrease in expression of Nrf2 mRNA (*Nfe2l2*; log_2_fold change = −0.48, p-value = 0.0001); however, this finding was not confirmed by qRT-PCR (log_2_fold change = −0.28, p-value = 0.36; Table 1). Nonetheless, the expression of transcriptionally-active Nrf2 protein (assessed by immunoblotting of nuclear fractions with anti-Nrf2 antibody; Fig. 7A) was significantly lower in RS than in RR cells (53% or ∼2 fold decrease; n = 8, p<0.0001). In cytoplasmic fractions, Nrf2 protein level was below detection threshold in either cell type (data not shown). Significant differences in protein expression without major changes in mRNA expression suggest that regulation primarily occurs on the post-translational level. Consistent with this possibility, we found that RR and RS cells expressed different levels of Keap1 and DJ-1. Specifically, Keap1 was significantly upregulated in RS cells both on mRNA (microarray: log_2_fold change = 0.46, p-value = 2.46×10^−7^; qRT-PCR: log_2_fold change = 0.73, p-value = 0.0004; Table 1) and protein levels (35.6% or 1.36 fold increase; n = 10, p<0.05; Fig. 7B). In contrast, the expression of DJ-1/*Park7* mRNA (microarray: log_2_fold change = −0.45, p-value = 5.87×10^−7^; qRT-PCR: log_2_fold change = 0.54, p-value = 0.005; Table 1) and protein (31.5% or 1.46 fold decrease; n = 7, p = 0.0002; Fig. 7C) was significantly decreased in RS cells. 

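On the arrays, the signal of Keap1, the adaptor that presents Nrf2 for ubiquitination, rose from 241 ± 22.8 (SD, n = 6) in RR cells to 338 ± 29.7 (SD, n = 6) in RS cells, a log2 fold change of 0.45 (standard error 0.07, adjusted p = 4.39e-04). A dimmer second probe set of Keap1 had a log2 fold change of 0.22 (adjusted p = 0.377). Of the 50 measured genes nearest to Keap1 on GRCr8, 35 were higher and 4 lower in RS cells, with a median of 0.39.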

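Park7, which encodes DJ-1, had an array signal of 2242 ± 158 (SD, n = 6) in RR cells and 1850.0 ± 96.4 (SD, n = 6) in RS cells. This is a log2 fold change of -0.25 (standard error 0.06, adjusted p = 0.00541), with every RS array below every RR array (exact permutation p = 0.00216, two-sided). Its 50 nearest measured genes on GRCr8 had a median of 0.17.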

Given the reciprocal functions of Keap1 and DJ-1 in the regulation of Nrf2 pathway, both of these changes would be expected to result in destabilization of Nrf2 protein and subsequent downregulation of Nrf2 target genes in RS cells, as observed in the microarray and qRT-PCR datasets. 

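Other regulators of Nrf2 went both ways. Rbx1, the RING subunit of the ubiquitin ligase that Keap1 recruits, rose from 1003 ± 75.7 (SD, n = 6) in RR cells to 1585 ± 73 (SD, n = 6) in RS cells, a log2 fold change of 0.65 (standard error 0.07, adjusted p = 5.86e-06). Gsk3b, a kinase that promotes degradation and nuclear export of Nrf2, had a log2 fold change of 0.44 (adjusted p = 7.67e-05). Mafk, a small Maf partner that binds DNA with Nrf2, had one of -0.39 (adjusted p = 7.94e-04). Syvn1, an endoplasmic reticulum ubiquitin ligase that acts on Nrf2, had one of -0.26 (adjusted p = 0.00161), with a median of -0.41 over its 50 nearest genes on GRCr8. Cul3, the scaffold of the Keap1 ligase, had 0.16 (adjusted p = 0.0352) at its brightest probe set, while the probe set with its smallest p gave -0.39. For Nfe2l1 these probe sets likewise gave 0.38 (adjusted p = 0.0389) and -0.43. The direction of both genes thus depends on the probe set. Of 15 Nrf2 regulators, 5 were higher and 5 lower (5 higher and 5 lower when adjusted over the list alone; camera, adjusted p = 0.939; adjusted p = 0.952 with an estimated correlation). This list holds Nfe2l2, Keap1 and Park7, which the study chose on these samples.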

Interestingly, treatment with 5 µM SF or 10 µM tBHQ for either 8 h (Fig. 7D) or 16 h (Fig. 7E) upregulated nuclear Nrf2 expression to the same extent in both RR and RS cells despite the baseline differences in Nrf2 pathway activity between the two cell types. (Visualizing low basal levels of nuclear Nrf2 protein in both cell types required long film exposures, raising a concern that much higher Nrf2 levels in SF- or tBHQ-treated samples were not accurately quantified. To address this possibility, band densitometry was also performed on short exposure films from the same experiments and showed essentially the same results [Supplemental Fig. S5].) Interestingly, tBHQ-induced activation of Nrf2 pathway was comparable to SF-induced activation following 8 h treatment (Figs. 7D and S5-A), but less strong following 16 h treatment (Figs. 7E and S5-B) in both cell types. Taken together, the data indicate that both the overall activity of Nrf2 pathway and expression level of many Nrf2-regulated antioxidant and detoxifying enzymes are decreased in CRI-G1-RS cells; these genetic changes are likely to mediate (or at least contribute to) increased vulnerability to mitochondrial and oxidative stress seen in these cells.

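Idh1, the cytosolic NADP-dependent isocitrate dehydrogenase, fell from 3769 ± 323 (SD, n = 6) in RR cells to 1672 ± 117 (SD, n = 6) in RS cells, a log2 fold change of -1.13 (standard error 0.07, adjusted p = 5.44e-08). Taldo1, transaldolase of the pentose phosphate pathway, had a log2 fold change of -0.84 (adjusted p = 1.33e-06), and Nnt, the mitochondrial transhydrogenase, one of -0.46 (adjusted p = 4.27e-05). The 50 measured genes nearest to Idh1 and to Taldo1 on GRCr8 had medians of -0.36 and -0.42. Idh2, the mitochondrial isoform, was higher in RS cells at 0.20 (adjusted p = 0.00881). Of 13 NADPH-generating enzymes, 1 was higher and 6 were lower (1 higher and 6 lower when adjusted over the list alone; camera, adjusted p = 0.0878; adjusted p = 0.355 with an estimated correlation). The lists of antioxidant enzymes, glutathione synthesis, conjugation enzymes and NADPH-generating enzymes hold 105 different measured genes. Of these, 44 were lower and 15 higher in RS cells at an adjusted p under 0.05 from limma, and 46 did not pass. At least a 2-fold change was found for 15 of the lower and 0 of the higher genes. Among the 105 are genes that the study chose on these samples, so the tally is not independent evidence of direction. Of the 4 lists, only conjugation enzymes passed as a whole (camera, adjusted p = 4.06e-04), and not with an estimated correlation (adjusted p = 0.173). The paper reports lower nuclear Nrf2 protein in RS cells and expects the opposite changes of Keap1 and DJ-1 to destabilize Nrf2. It concludes that the Nrf2 pathway is less active in RS cells and that many enzymes under its control are expressed less. It proposes that these changes likely contribute to the vulnerability of RS cells to mitochondrial and oxidative stress.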

**Figure 7:**
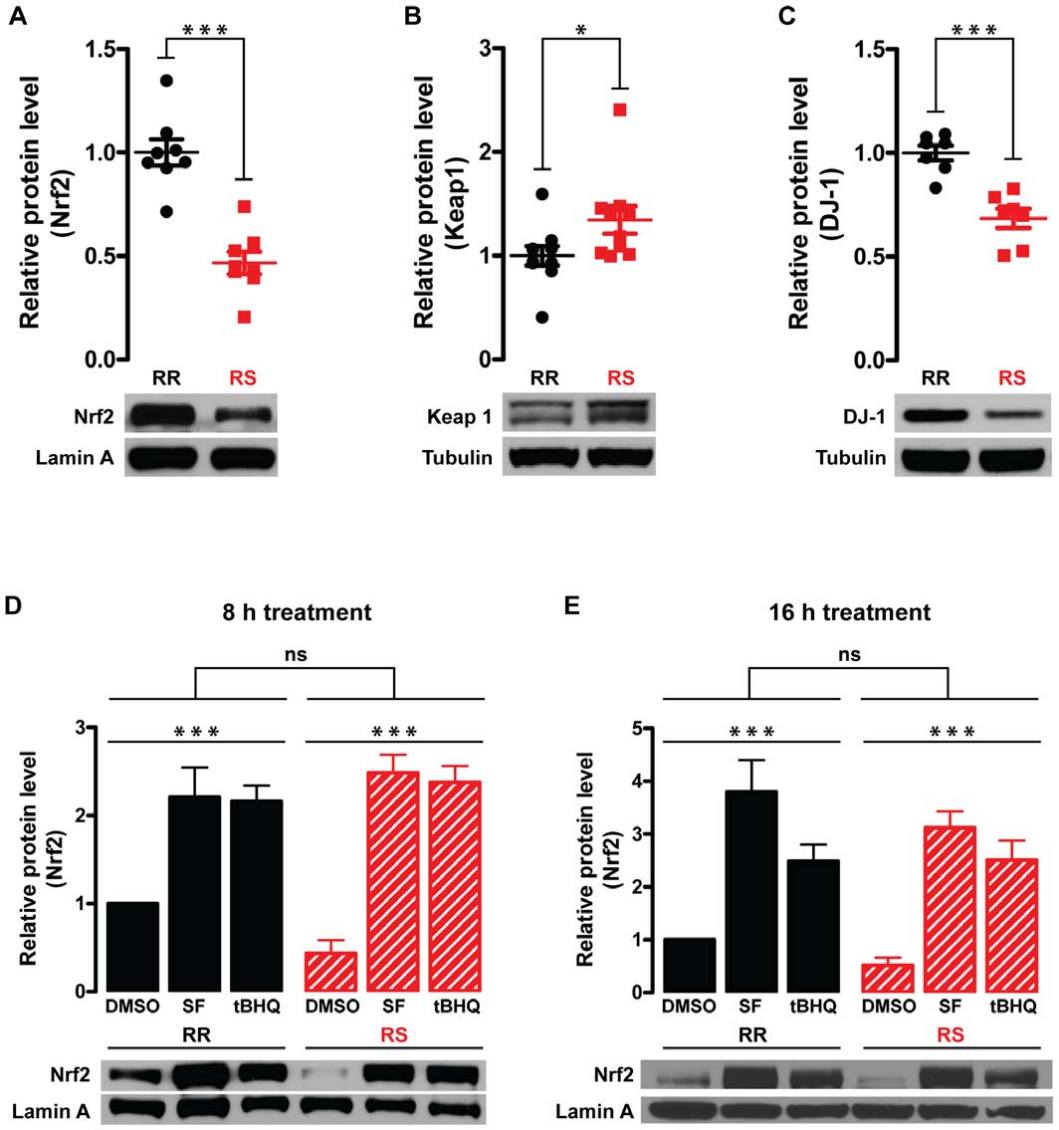
Differential expression of Nrf2, Keap1, and DJ-1. **A**. At baseline, Nrf2 protein level (apparent MW, 77 kDa) in the nuclear fraction is significantly lower in CRI-G1-RS than RR cells. **B**. At baseline, Keap1 protein level (apparent MW, 69 kDa) in the whole cell lysate is significantly higher in CRI-G1-RS than RR cells. **C**. At baseline, DJ-1 protein level (apparent MW, 21 kDa) in the whole cell lysate is significantly lower in CRI-G1-RS than RR cells. **D and E**. Treatment with 5 µM SF or 10 µM tBHQ for 8 h (**D**) or 16 h (**E**) activated Nrf2 pathway to a similar extent in both CRI-G1-RR and RS cells. Apparent MW for lamin A was 68 kDa; for tubulin, 51 kDa. In panels A–C, statistical significance was determined by two-tailed Student's t-test; scatter plots of all data points are shown. In panels D and E, statistical significance was determined by two-way ANOVA; data are plotted as mean ± S.E.M. (n = 5). While there was no statistically significant difference between the two cell types overall, ad-hoc Bonferroni post-tests detected a statistically significant difference between DMSO-treated RR and RS samples (p<0.01), similar to the difference observed with untreated samples (panel A). *, p<0.05; ***, p<0.001.

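Aldh2, the mitochondrial aldehyde dehydrogenase, fell from 987 ± 72.2 (SD, n = 6) in RR cells to 135 ± 19.7 (SD, n = 6) in RS cells, a log2 fold change of -2.75 (standard error 0.09, adjusted p = 3.61e-10). Among its relatives, Aldh1a1, a cytosolic retinal dehydrogenase, had a log2 fold change of -0.41 (adjusted p = 0.0012), Aldh9a1, which acts on aminoaldehydes, one of -0.29 (adjusted p = 5.64e-04), and Aldh1a2, a retinal dehydrogenase of embryonic tissues, one of 0.29 (adjusted p = 0.0324). Of 17 aldehyde dehydrogenases, 1 was higher and 5 were lower (1 higher and 5 lower when adjusted over the list alone), and the list did not pass as a whole (camera, adjusted p = 0.204; adjusted p = 0.343 with an estimated correlation). Aldh2 had been singled out by the study from these samples.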

Another important antioxidant gene that showed high differential expression in the microarray dataset is aldehyde dehydrogenase 2 (*Aldh2*; log_2_fold change = −2.61, p-value = 2.55×10^−18^). Aldh2 plays a key role in the metabolism of ethanol (by catalyzing oxidation of acetaldehyde into acetic acid) and toxic aldehydes such as 4-HNE, which at baseline (but not after oxidant treatment) showed higher immunoreactivity in RR than RS cells (Fig. 4A). In addition, Aldh2 is one of key mediators of the cardiac ischemic preconditioning [33]. Interestingly, a dominant negative mutation of Aldh2 (Aldh2*2), common in Asian populations, leads to alcohol intolerance and increased risk of Alzheimer disease, particularly in ApoE4 carriers [34]; it is not currently known whether it also raises the risk for diabetes or other age and oxidative stress-associated diseases. Expression of Aldh2*2 in cell lines results in increased vulnerability to mitochondrial toxins [35]; in transgenic mice, it leads to age-dependent neurodegeneration accompanied by memory loss [36]. To confirm that observed changes in Aldh2 mRNA levels lead to differences in Aldh2 protein expression in CRI-G1 cells, whole cell lysates from untreated RR and RS cells were immunoblotted with anti-Aldh2 antibody (Fig. 8A). Consistent with mRNA expression data, we found that Aldh2 protein was strongly expressed in RR cells but barely detectable in RS cells (84% or ∼6 fold decrease; n = 6, p<0.0001). While expression of many aldehyde dehydrogenases is regulated by Nrf2 [37], [38], the data for Aldh2 (derived mostly from microarray experiments) are currently equivocal: it was reported that Nrf2 does not regulate either basal or inducible Aldh2 expression [38], that it regulates basal Aldh2 expression only [39], and that it regulates both basal and inducible Aldh2 expression [40]. To determine whether Nrf2 pathway upregulation leads to an increase in Aldh2 expression in the CRI-G1 cell line, we used immunoblotting to measure Aldh2 protein levels following treatment of both RR and RS cells with vehicle (0.2% DMSO), 5 µM SF, or 10 µM tBHQ for 24 hours (Fig. 8B). While Aldh2 protein levels were significantly different between RR and RS cells (two-way ANOVA, n = 5; p<0.0001), as seen with untreated samples (Fig. 8A), neither SF nor tBHQ treatment resulted in Aldh2 upregulation in either cell type (p = 0.28). The same result was seen with shorter (8 h; Supplemental Fig. S6) and longer treatments (up to 48 h; data not shown). Taken together, the data indicate that decreased expression of Aldh2, which most likely is not regulated by Nrf2 in this cell type, represents another potential mechanism for increased vulnerability to mitochondrial dysfunction seen in CRI-G1-RS cells.

**Figure 8:**
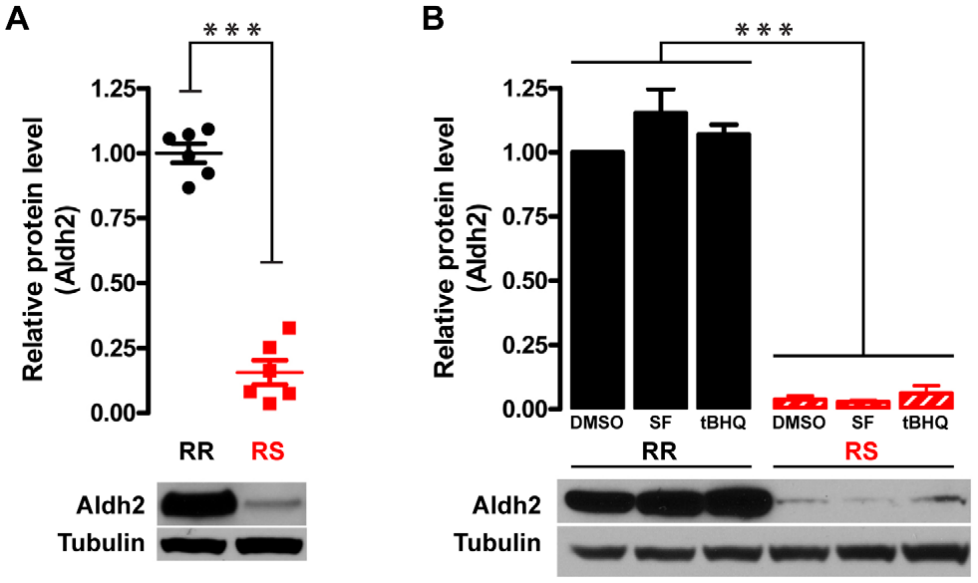
Differential expression of Aldh2 at baseline and following activation of Nrf2 pathway. **A**. At baseline, Aldh2 protein level (apparent MW, 51 kDa) in the whole cell lysate is significantly lower in CRI-G1-RS than in CRI-G1-RR cells. Statistical significance was determined by two-tailed Student's t-test; scatter plot of all data points is shown. B. Aldh2 expression was not affected by 24 h treatment with 5 µM SF or 10 µM tBHQ (two activators of Nrf2 pathway) in either cell type; regardless of the treatment, Aldh2 expression level was significantly lower in CRI-G1-RS than in CRI-G1-RR cells. Statistical significance was determined by two-way ANOVA; data are plotted as mean ± S.E.M. (n = 5). ***, p<0.001.

### Changes in expression of genes important for β cell differentiation/function and in glucose-sensitive insulin secretion

The top *Physiological System Development and Function Gene Network* identified by IPA was Endocrine System Development and Function cluster (p-value range 0.0002 to 0.05), which includes networks with overlapping sets of genes, such as Quantity of β Islet Cells, Size of Islet Cells, Proliferation of β Islet Cells, Differentiation of Pancreatic Cells, and Degranulation of β Islet Cells (among others). 

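Igfbp3, a secreted protein that binds insulin-like growth factors, rose from 28.1 ± 13.9 (SD, n = 6) in RR cells to 195 ± 31 (SD, n = 6) in RS cells, a log2 fold change of 2.29 (standard error 0.19, adjusted p = 1.08e-06). Ptprv, a receptor-type tyrosine phosphatase, had a log2 fold change of 0.54 (adjusted p = 3.52e-04), and Cacna1d, a pore subunit of L-type calcium channels, one of 0.34 (adjusted p = 0.0303). Myc, a growth-promoting transcription factor, had one of 0.40 (adjusted p = 2.08e-04). Lower in RS cells were Crem, a cyclic AMP-responsive transcription factor, at -0.63 (adjusted p = 1.19e-04), Irs2, an insulin receptor substrate, at -0.41 (adjusted p = 0.00199), and Cdk4, a kinase that drives β cell proliferation, at -0.57 (adjusted p = 5.01e-05). Cdk4 lies in the stretch from Fbxo7 to Ptdss1 on GRCr8, where its 50 nearest measured genes had a median of -0.67. Fig. 9 was drawn at an adjusted p of 0.001 or less, a stricter limit than the 0.05 used here. Of the genes drawn in Fig. 9 as higher in RS cells, 12 of the 13 measured here were higher at an adjusted p under 0.05 from limma. Of those drawn as lower, 7 of 9 were lower. Cacna1d, Ctnnb1 (0.0282), Cyb5r4 (0.00782), Nkx2-2 (0.00111), Irs2 and Eif2ak3 (0.0011) are counted in these tallies but did not reach 0.001. The genes that did not pass 0.05 are given next. They were Ins1, Gcg and Igf1. Gcg, the glucagon precursor, had signals of 7329 ± 362 (SD, n = 6) in RR cells and 6589 ± 576 (SD, n = 6) in RS cells, near the top of the signal range, and a log2 fold change of -0.07 (adjusted p = 0.327), while its exact permutation p, unadjusted, was 0.0216. Igf1, insulin-like growth factor 1, had signals of 23.4 ± 10.4 (SD, n = 6) in RR cells and 24.3 ± 9.09 (SD, n = 6) in RS cells and a log2 fold change of 0.05 (adjusted p = 0.892).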

To illustrate gene expression changes in genes important for β cell differentiation and function, 24 genes that belong to these pathways and show differential expression between CRI-G1-RR and RS cells were compiled in a single IPA-created schematic diagram (Fig. 9; larger version is provided as Supplemental Fig. S7). Interestingly, we found that many transcription factors that are required for specification and/or maintenance of β cell fate, such as Neurod1, Pax4, Pdx1, Nkx6-1, and Nkx2-2 [41], were significantly upregulated in oxidative stress-susceptible CRI-G1-RS cells. 

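Pax4, which is needed for the formation of β cells, rose from 136 ± 20.2 (SD, n = 6) in RR cells to 402 ± 47.3 (SD, n = 6) in RS cells, a log2 fold change of 1.45 (standard error 0.10, adjusted p = 3.17e-07). Pdx1, an activator of the insulin gene, rose from 325 ± 36.7 (SD, n = 6) in RR cells to 713 ± 67 (SD, n = 6) in RS cells, a log2 fold change of 1.09 (standard error 0.08, adjusted p = 5.52e-07). Neurod1, a basic helix-loop-helix activator of the insulin gene, rose from 2400.1 ± 289.5 (SD, n = 6) in RR cells to 4335 ± 384 (SD, n = 6) in RS cells, a log2 fold change of 0.90 (standard error 0.09, adjusted p = 4.63e-06). Nkx6-1, which maintains β cell identity, rose from 52.8 ± 23 (SD, n = 6) in RR cells to 149.8 ± 20.8 (SD, n = 6) in RS cells, a log2 fold change of 1.31 (standard error 0.19, adjusted p = 1.20e-04), and of its 49 nearest measured genes on GRCr8 43 were higher and 0 lower, with a median of 0.60. Nkx2-2, another homeodomain factor of islet cells, had a log2 fold change of 0.33 (adjusted p = 0.00111). Mafa, an insulin gene activator of mature β cells, had one of 2.17 (adjusted p = 9.48e-07). On RR replicates 1 to 6 the signals of Mafa were 555, 498, 590, 283, 296 and 337 and those of Nkx6-1 70.6, 74.1, 75.9, 36.1, 26.3 and 33.8, all below those of every RS array. Lower in RS cells were Hnf4a, a nuclear receptor of liver, gut and islets, at -3.13 (adjusted p = 2.59e-09), Onecut1, a factor of pancreatic progenitors, at -0.77 (adjusted p = 3.66e-04), and Pax6, a factor of all islet endocrine cells, at -0.46 (adjusted p = 2.52e-05). Of 26 islet transcription factors, 10 were higher and 3 lower (10 higher and 3 lower when adjusted over the list alone), and the list did not pass as a whole (camera, adjusted p = 0.2; adjusted p = 0.477 with an estimated correlation). It holds the factors that the study names from these samples.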

Expression of β cell-specific genes, such as insulin 1, insulin 2 and glucokinase [42], was also much higher in CRI-G1-RS cells. 

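Ins2 rose from 722 ± 206 (SD, n = 6) in RR cells to 1759.7 ± 173 (SD, n = 6) in RS cells, a log2 fold change of 1.30 (standard error 0.16, adjusted p = 2.97e-05), while its 50 nearest measured genes on GRCr8 had a median of -0.46. RR replicates 1 to 6 had Ins2 signals of 860, 778, 1041, 543, 541 and 571. The paper's qRT-PCR did not detect Ins2 mRNA in RR samples, in conflict with these signals. The cause of this conflict was not tested, so the size of the rise stays open. Ins1 had signals of 7118 ± 309 (SD, n = 6) in RR cells and 6495 ± 978 (SD, n = 6) in RS cells, the 29th brightest probe set of the array, with a log2 fold change of -0.06 (standard error 0.05, adjusted p = 0.408) and overlapping arrays (exact permutation p = 0.0758). Gjd2, the connexin that couples β cells, had a log2 fold change of 1.00 (adjusted p = 8.75e-06), and Cacna1c, another L-type calcium channel subunit, one of 1.09 (adjusted p = 4.08e-07). Lower in RS cells was Cltrn, a membrane protein of β cells and kidney, at -1.55 (adjusted p = 1.21e-07). Slc2a2, the glucose transporter Glut2, was near background, with signals of 9.7 ± 7.55 (SD, n = 6) in RR cells and 1.64 ± 0.324 (SD, n = 6) in RS cells and a log2 fold change of -0.51 (adjusted p = 0.0436). Of 40 β cell function genes, 17 were higher and 4 lower (17 higher and 4 lower when adjusted over the list alone), and the list as a whole shifted upward (camera, adjusted p = 0.0341; adjusted p = 0.142 with an estimated correlation). The list holds genes the study names from these samples, and its call was lost without CRI-G1-RR replicate 1 or replicate 3 (highest adjusted p 0.0667), with centring on the median (0.0601), with a low-signal filter (0.108), with the probe set of smallest p (0.0655) and with deposited scaling only (0.0696), while its median log2 fold change stayed at or above 0.19. Of 20 markers of hepatocytes, 0 were higher, 7 lower and 13 did not pass (0 higher and 7 lower when adjusted over the list alone), with a median log2 fold change of -0.0936 (camera, adjusted p = 0.0341; adjusted p = 0.173 with an estimated correlation). This call was lost with a pseudocount of 1 (median -0.0349, adjusted p = 0.0919), with the probe set of smallest p (median -0.131, adjusted p = 0.0533) and without CRI-G1-RR replicate 1, 2 or 6. Over the 12 fits without 1 array, the median of the hepatocyte list ran from -0.165 to -0.0106. The lower markers include Apob, the apolipoprotein of liver and gut, at -2.93 (adjusted p = 1.84e-08). The hepatocyte list holds genes of Fig. 5D, picked as lower on these arrays, and is not independent evidence.

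**Figure D3:**
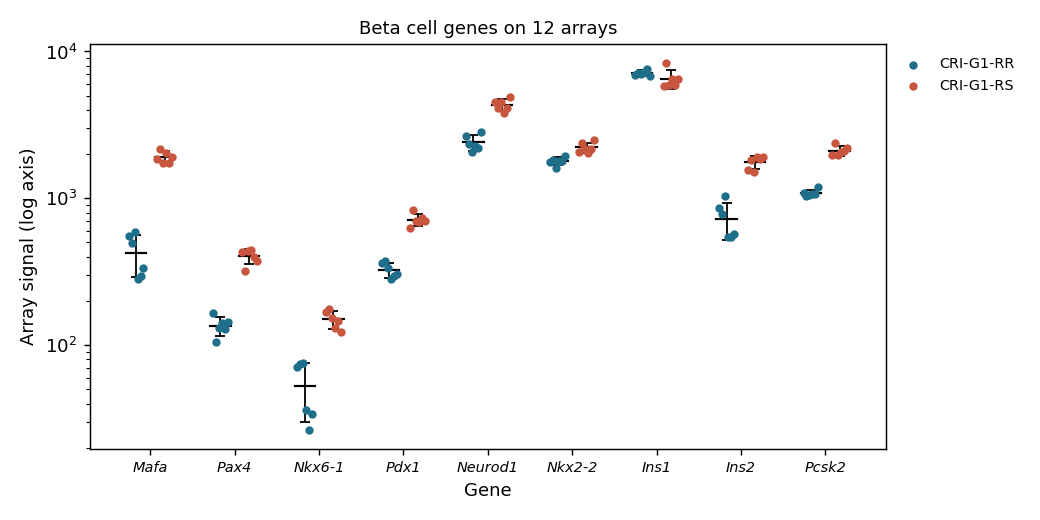
Array signals (vertical axis, log scale, before quantile normalization) of 9 β cell genes on 6 CRI-G1-RR and 6 CRI-G1-RS arrays. Points are single arrays, horizontal lines are means and bars are SDs. Ins2 has means of 722 in RR and 1759.7 in RS cells, and Ins1 means of 7118 and 6495.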

(The differential expression of many of these genes was confirmed by qRT-PCR; Table 1.) We thus also examined whether there was a difference in glucose sensitivity and insulin release between oxidant-resistant RR and oxidant-sensitive RS cells (Fig. 10). As described in the original report [16], CR1-G1-RR cells secreted little insulin at baseline (11.3±3.1 ng/mL per 1 ng DNA; n = 4) and did not show significant increase in insulin secretion in response to 20 mM glucose (22.9±4.8 ng/mL per 1 ng DNA; n = 4, p>0.05; Fig. 10A). In contrast, oxidant-susceptible RS cells showed significant increase in insulin secretion following the high glucose stimulus (330.5±85.1 ng/mL vs. 124.0±24.0 ng/mL per 1 ng DNA; n = 4, p<0.05). Interestingly, baseline content of intracellular insulin was slightly lower in RS cells than in RR cells (34.1±7.3 vs. 80.1±16.0 ng/mL per 1 ng DNA respectively; n = 4, p<0.05; Fig. 10B). Given that RS cells express higher level of both Ins1 and Ins2 mRNA (Table 1), the reason for this difference is not clear; one possibility is that chronic secretion induced by maintenance media (which contains 25 mM glucose) resulted in relative insulin depletion that did not completely recover during 3 h incubation in 0 mM glucose (see *Materials and Methods* for details of insulin ELISA). Following stimulation with high glucose, there was no significant difference in the intracellular insulin content between the two cell types (56.6±5.5 ng/mL per 1 ng DNA in RR cells vs. 45.4±12.8 ng/mL per 1 ng DNA in RS cells; n = 4, p>0.05). Taken together, the data raise a possibility that CRI-G1-RS cell line corresponds to a more differentiated β cell phenotype and support the recent hypothesis that increased expression of antioxidant enzymes can lead to glucose resistance [43].

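Slc16a7, a monocarboxylate transporter that mature β cells normally repress, fell from 175 ± 18.4 (SD, n = 6) in RR cells to 30.1 ± 5.32 (SD, n = 6) in RS cells, a log2 fold change of -2.06 (standard error 0.09, adjusted p = 3.61e-09), with a median of -0.78 over its 50 nearest genes on GRCr8. Igfbp4, an insulin-like growth factor binding protein, had a log2 fold change of -1.24 (adjusted p = 9.26e-06), Nfib, a nuclear factor I protein, one of -1.15 (adjusted p = 2.61e-07), and Slc16a1, another monocarboxylate transporter, one of -0.89 (adjusted p = 3.92e-07). Maf, a transcription factor, and Zyx, a focal adhesion protein, were higher at 0.81 (adjusted p = 7.41e-04) and 0.57 (adjusted p = 6.92e-05). Of 29 genes normally repressed in mature β cells, 5 were higher and 13 lower (6 higher and 13 lower when adjusted over the list alone), and the list did not pass as a whole (camera, adjusted p = 0.0779; adjusted p = 0.173 with an estimated correlation). Its median log2 fold change was -0.0376. With the probe set of smallest p per gene the median was -0.318 and the list passed (camera, adjusted p = 0.0431). Over the 12 fits without 1 array the median ran from -0.125 to 0.0284, and the list passed in none. The sign of the median thus depends on single arrays. Of 41 genes of granule exocytosis, 12 were higher and 8 lower (13 higher and 8 lower when adjusted over the list alone; camera, adjusted p = 0.578; adjusted p = 0.56 with an estimated correlation), among them Cadps, which primes dense-core granules, at 0.84 (adjusted p = 1.55e-06), and Rab3c, a granule GTPase, at 1.38 (adjusted p = 3.70e-07). Of 18 markers of other islet and gut endocrine cells, 3 were higher and 3 lower (3 higher and 3 lower when adjusted over the list alone; camera, adjusted p = 0.939; adjusted p = 0.952 with an estimated correlation). Penk, the enkephalin precursor, was higher at 1.83 (adjusted p = 3.54e-05), and Irx2, a factor of glucagon cells, lower at -1.30 (adjusted p = 1.16e-05).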

**Figure 9:**
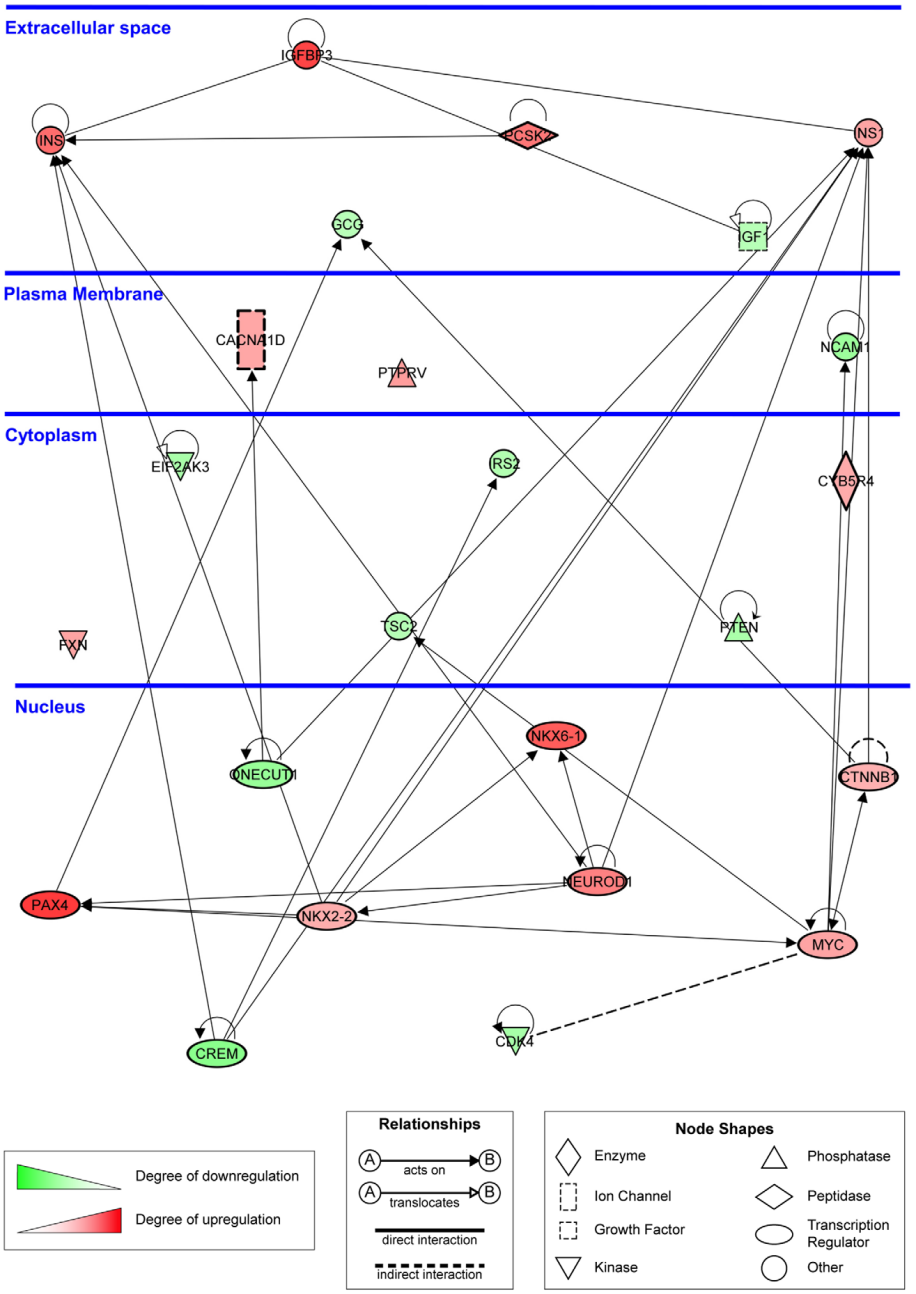
Differential expression of genes important for β cell differentiation and function. Genes are represented as nodes, biological relationships between two nodes as lines. The intensity of the node color indicates the degree of up- (red) or down- (green) regulation in CRI-G1-RS cells relative to CRI-G1-RR cells; the analysis was performed with 3917 probes with FDR-adjusted p-value≤0.001, regardless of the fold change. When multiple probes were present for a single gene, the probe with the smallest p-value was used.

**Figure 10:**
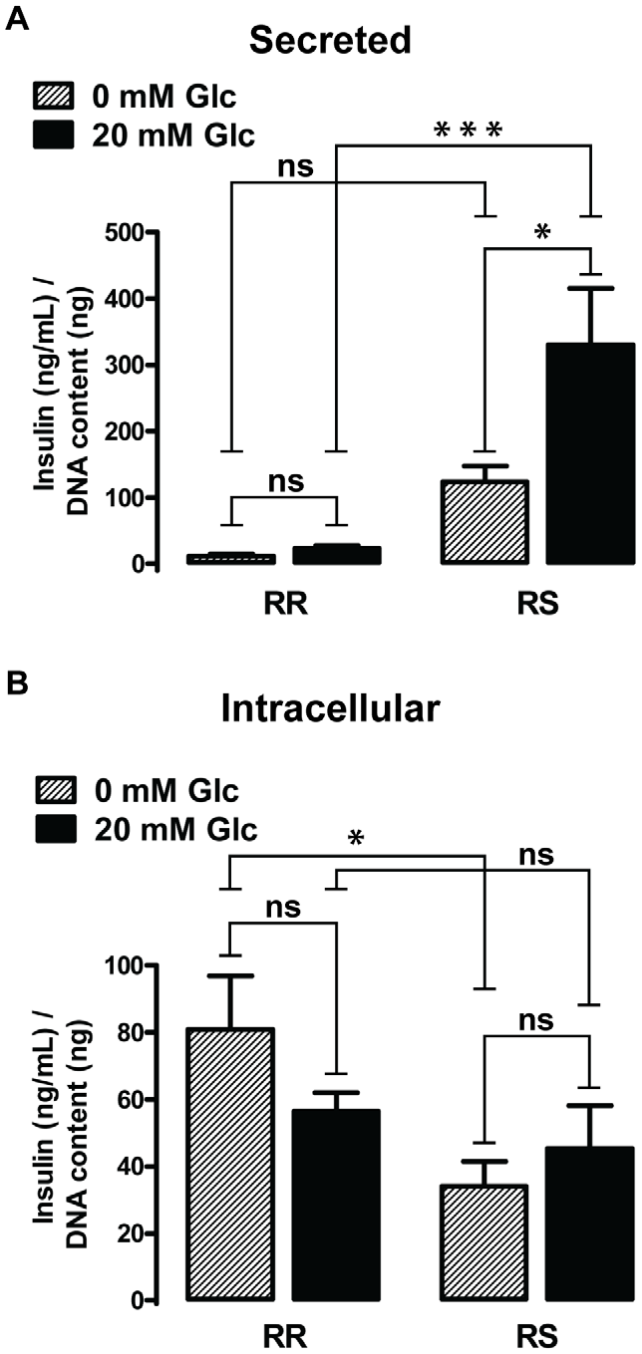
Differences in glucose-induced insulin secretion and intracellular insulin content. **A**. Insulin secretion is induced by 20 mM glucose in RS but not in RR cells. **B**. Intracellular insulin content is modestly but significantly lower in RS than RR cells at 0 mM glucose; there is no difference between the two cell types following the high glucose challenge. Statistical significance was determined by two-way ANOVA followed by ad-hoc Bonferroni post-tests (n = 4); all data are plotted as mean ± S.E.M. *, p<0.05; ***, p<0.001.

## Discussion

Many age-associated disorders (including diabetes, cancer, and neurodegenerative diseases) are associated with oxidative stress and mitochondrial dysfunction; at least in part, this may reflect accumulation of mitochondrial genome mutations that occurs with aging [1]. Pancreatic β cells express very low levels of antioxidant enzymes [44] and are particularly vulnerable to mitochondrial dysfunction and oxidative stress, which are thought to significantly contribute to pathogenesis of both type 1 and type 2 diabetes [4], [45], [46]. Here, we show that increased vulnerability to mitochondrial dysfunction and oxidative stress in an insulinoma cell line is associated with (1) morphologic change to a flat, surface-adherent phenotype accompanied by gene expression changes in integrin/FAK signaling pathways (Supplemental Figs. S8 and S9); (2) increased expression of β cell-specific genes and transcription factors that specify/maintain β cell fate; (3) restored GSIS; (4) downregulation of ARE/Nrf2/Keap1 antioxidant pathway; (5) decreased expression of antioxidant and phase I/II conjugation enzymes, many of which belong to the Nrf2 pathway; and (6) increased expression of molecular chaperones, many of which, interestingly, also belong to the Nrf2 pathway.

Given the important role of Nrf2 pathway in susceptibility to oxidative stressors and mitochondrial toxins in other cell types, it is likely that downregulation of Nrf2-regulated antioxidant and/or phase II conjugating enzymes significantly contributes to increased vulnerability of CRI-G1-RS cells to mitochondrial and oxidative stress, although additional experiments will be required to test this hypothesis. Many questions remain, however. Which Nrf2 target genes are primarily responsible for the observed differences in oxidant and mitochondrial toxin vulnerability? Do Nrf2-independent antioxidant genes, such as Aldh2, contribute to the observed phenotype? What mechanisms mediate upregulation of Nrf2-dependent molecular chaperons in the setting of a global downregulation of Nrf2 pathway? Perhaps most importantly, is there a causal relationship between different changes we observed and – if there is – what is the direction of causality? Further work will be required to answer these questions. However, the gene expression changes we uncovered raise several interesting possibilities.

First, downregulation of Nrf2 pathway in RS cells may be secondary to the lower oxidative stress these cells show at baseline (Fig. 4A); this possibility is supported by the fact that, despite baseline differences in Nrf2 activity, induced Nrf2 response did not significantly differ between the two cell types (Fig. 7). Basal activation of Nrf2 pathway in RR cells would thus represent a hormetic response, where a low dose of a toxic agent results in induction of a beneficial response that protects against a larger dose of the same agent [47]. It is not clear, however, what molecular changes in RR cells underlie the pro-oxidant baseline state observed in this cell type. Second, it is possible that downregulation of Nrf2 pathway and consequent decrease in antioxidant enzyme expression are part of the β cell differentiation program; this hypothesis is consistent with the long-established but unexplained fact that mature β cells express antioxidant enzymes at a much lower level than other cell types. Interestingly, it was recently reported that suppression of K_ATP_ channel activity protects murine pancreatic β cells against oxidative stress through upregulation of antioxidant enzymes superoxide dismutase, glutathione peroxidase and catalase [48], but the mechanism underlying these antioxidant enzyme expression changes was not identified. In our microarray dataset, there was a small but statistically significant upregulation of *Kcnj11* (pore-forming Kir6.2 subunit of the β cell K_ATP_ channel) in oxidant-vulnerable CRI-G1-RS cells, which was associated with increased K_ATP_ current density in this cell type (unpublished preliminary data). 

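The brightest of 3 probe sets of Kcnj11 had a signal of 523 ± 49.6 (SD, n = 6) in RR cells and 736 ± 58.1 (SD, n = 6) in RS cells, a log2 fold change of 0.47 (standard error 0.08, adjusted p = 4.25e-04), with no overlap between the lines. The other probe sets had log2 fold changes of 0.65 (adjusted p = 3.81e-04) and 0.15 (adjusted p = 0.19). The 50 measured genes nearest to Kcnj11 on GRCr8 had a median of 0.15.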

The data presented here are thus consistent with a model, which we are currently testing, that an increase in the plasma membrane K_ATP_ current (which is associated with β cell differentiation [42]) inhibits Nrf2 pathway activity and downregulates antioxidant enzyme expression, resulting in a greater vulnerability to metabolic and oxidative stress. If true, this mechanism would have implications beyond β cells and diabetes; for example, deletion of Kir6.2 protects substantia nigra dopaminergic neurons against cell death induced by chronic treatment with MPTP (Parkinsonian neurotoxin and mitochondrial complex I inhibitor [49]), but the molecular mechanism underlying this phenomenon is not well understood. Third, downregulation of Nrf2 pathway may be downstream of integrin/FAK signaling. Flat, surface-adherent morphology of oxidant-susceptible CRI-G1-RS cells (Fig. 1B) is associated with gene expression changes in integrin/FAK signaling pathways (Supplemental Figs. S8 and S9). 

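Vcl, which encodes the focal adhesion protein vinculin, rose from 207 ± 38.3 (SD, n = 6) in RR cells to 429 ± 22.5 (SD, n = 6) in RS cells, a log2 fold change of 1.00 (standard error 0.11, adjusted p = 8.84e-06). Tln2, a talin that links integrins to actin, had a log2 fold change of 0.77 (adjusted p = 5.19e-06), Itgb5, an integrin β subunit, one of 0.68 (adjusted p = 3.18e-05), and Parva, an actin-binding partner of integrin-linked kinase, one of 0.64 (adjusted p = 6.84e-05). Ptk2, the gene of focal adhesion kinase, fell from 469 ± 55.6 (SD, n = 6) in RR cells to 363 ± 23.5 (SD, n = 6) in RS cells, a log2 fold change of -0.36 (standard error 0.08, adjusted p = 0.00247). Itga6, an integrin α subunit that binds laminin, had -0.83 (adjusted p = 1.66e-06), Pxn, which encodes the adaptor paxillin, -0.46 (adjusted p = 4.10e-05), and Egfr, the receptor of epidermal growth factor, -0.73 (adjusted p = 1.31e-04). Figs. S8 and S9 were drawn at an adjusted p of 0.001 or less, a stricter limit than the 0.05 used here. Of the single genes drawn in them as higher in RS cells, 7 of the 9 measured here were higher at an adjusted p under 0.05 from limma, and of those drawn as lower 8 of 10 were lower. Fyn, a Src family kinase, and Grb2, an adaptor of receptor kinases, had log2 fold changes of 0.04 (adjusted p = 0.651) and -0.08 (adjusted p = 0.235) at their brightest probe sets, which these tallies use, and 0.65 (adjusted p = 1.75e-05) and 0.33 (adjusted p = 7.48e-04) at the probe sets of smallest p, with which 9 of the 9 were higher. Of 67 genes of integrins and focal adhesion, 19 were higher and 15 lower (19 higher and 17 lower when adjusted over the list alone), and the list did not shift past the threshold in either direction (camera, adjusted p = 0.954; adjusted p = 0.955 with an estimated correlation).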

Integrin clustering and recruitment of FAK to focal adhesions result in activation of multiple downstream signaling cascades including pro-survival PI3K/Akt pathway, which can activate Nrf2 signaling [50], [51]; thus, increased cell adherence would be predicted to result in upregulation, not downregulation, of Nrf2 pathway. However, we observed no change in levels of total Akt or phosphorylated (active) Akt between CRI-G1-RR and CRI-G1-RS cells (Supplemental Fig. S10). Further work will be required to establish whether integrin/FAK signaling is indeed increased or decreased in CRI-G1-RS cells and whether it plays an important role in the regulation of Nrf2 pathway.

What is the physiologic and pathophysiologic role of Nrf2 signaling in β cells? Oxidative stress is thought to play a significant role in the pathogenesis of both type 1 and type 2 diabetes; thus, the low expression level of antioxidant enzymes in β cells – possibly reflecting the low basal activity of Nrf2 pathway, as in CRI-G1-RS cell line – renders these cells vulnerable to the oxidant-induced cell death. Indeed, upregulation of endogenous antioxidant enzymes protects β cells against H_2_O_2_-induced cell death *in vitro* and streptozotocin-induced β cell destruction *in vivo* [48], and was thus proposed as a promising strategy for treatment and/or prevention of diabetes. However, ROS derived from glucose metabolism also act as a signal in GSIS [9]; by blunting glucose-mediated ROS production, upregulation of endogenous antioxidant defenses might compromise β cell function [43]. For example, overexpression of H_2_O_2_-scavenging enzymes catalase and glutathione peroxidase actually sensitizes mice to insulin resistance and diabetes [52], [53]. In this context, it is interesting that downregulation of endogenous antioxidant defenses in CRI-G1 cells was accompanied by increased expression of markers of β cell differentiation (Fig. 9) and reconstitution of GSIS (Fig. 10). It will thus be important to directly examine the effect of Nrf2 pathway activation on GSIS and other aspects of β cell function. More generally, the role of ROS in cellular signaling may limit the physiologic range of antioxidant enzyme expression levels in neuroendocrine cells, thus rendering them particularly vulnerable to oxidative stress. Consistent with this idea, glutathione concentration in neurons is low [54], [55] and activation of Nrf2 pathway in the brain, while neuroprotective, primarily occurs in astrocytes [56]. Importantly, ARE/Keap1/Nrf2 pathway regulates the expression of a large battery of antioxidant and phase I/II conjugation enzymes. By elucidating the effect of individual Nrf2 target genes on (1) β cell and/or neuronal signaling and (2) cell survival, it may be possible to identify individual genes or pathways that decrease oxidative stress vulnerability without interfering with cell function and thus constitute better therapeutic targets than the Nrf2 pathway as a whole.

In summary, we have isolated a novel CRI-G1-RS subclone of the CRI-G1 insulinoma cell line that shows increased expression of β cell differentiation markers, reconstitution of GSIS, decreased activity of ARE/Keap1/Nrf2 pathway, and increased vulnerability to mitochondrial dysfunction and oxidative stress compared to the parental CRI-G1-RR cells. CRI-G1-RR and -RS cell lines thus provide an excellent experimental model for testing of the recently proposed hypothesis that activation of Nrf2 pathway impairs glucose sensing and insulin release by β cells [43]. In addition, the availability of these cell lines will facilitate identification of individual genes and pathways that modulate vulnerability to oxidative stress and thus represent potential therapeutic targets for diabetes and neurodegenerative diseases.

## Materials and Methods

### Cell culture

CRI-G1 cell line was obtained from European Collection of Cell Cultures and maintained in DMEM with GlutaMAX, 4.5 g/L glucose, and 110 mg/L sodium pyruvate (Invitrogen) supplemented with 10% heat inactivated FBS (Omega Scientific) and 10 µg/mL penicillin/10 units/mL streptomycin (UCSF Cell Culture Facility). Cells were initially passaged once a week, allowing cultures to reach relatively high densities; those culturing conditions foster changes in cell morphology and other properties (see Results for additional details). After isolation of a novel CRI-G1-RS subclone, both the original clone (renamed CRI-G1-RR for clarity) and the novel subclone were grown at lower densities and passaged twice a week. Under these conditions, the phenotype of each cell line remained stable for >20 passages.

For imaging, cells were grown on glass coverslips (Bellco) coated with poly-L-lysine (Sigma). Images were taken with a Retiga CCD camera on an Olympus 1×71 inverted DIC microscope using QCapture 2.90.1 software (Quantitative Imaging Corp) and were edited with Adobe Photoshop CS3 Version 10.0.1.

### Drugs

Except for staurosporine and oligomycin, which were purchased from Calbiochem, all drugs were obtained from Sigma-Aldrich. Drugs were generally purchased in dry (powder) form, with stock solutions prepared and stored in small aliquots at −20°C; the exceptions were staurosporine (which was purchased as 1 mM stock solution prepared in dymethylsulfoxide [DMSO]) and xanthine oxidase (which was either dissolved fresh before each experiment or prepared as a stock solution stored at −80°C). Stock solutions were as follows: 10 mM rotenone (in DMSO); 20 mM antimycin (in DMSO); 10 mM oligomycin (in DMSO); 20 mM FCCP (carbonyl cyanide-p-trifluoromethoxyphenylhydrazone; in DMSO); 10 mM hypoxanthine (in water; heating to ∼50°C was required for solubilization and re-solubilization after thawing); 1 kU/L xanthine oxidase (in 50 mM K_2_HPO_4_, pH = 7.25); 2.5 mM L-sulforaphane (in DMSO); and 10 mM *tert*-butylhydroquinone (tBHQ; in DMSO). Antimycin and oligomycin are sold as mixtures of different isoforms, each with a unique molecular weight. Molar concentration was thus calculated based on the molecular weight of a dominant isoform (antimycin A and oligomycin A respectively); the corresponding stock solution mass concentrations were 11.0 mg/mL for antimycin and 7.9 mg/mL for oligomycin.

### Viability and cytotoxicity assays

For cell viability/toxicity assays, cells were grown in a Phenol Red-free media that was otherwise identical in composition to the regular maintenance media. Cells were seeded on 96-well clear (for colorimetric assay) or white (for luminescence assays) tissue culture plates (1–2×10^4^ cells/well, 4 wells/condition) and treated with drugs 18–24 h later. Drug solutions were prepared from stock solutions and applied either at the final concentration (100 µL/well) following aspiration of original plating media, or as a 20 µL volume of a 5× solution (prepared in media) without aspiration of original plating media (for final volume of 100 µL). Viability and toxicity assays were typically performed 18–24 hours later, but longer treatments (up to 5 days) were done in some experiments. Cell viability was determined by CellTiter 96 AQ_ueous_ One Solution Cell Proliferation Assay (Promega) according to the manufacturer's instructions. This assay measures the absorbance of a formazan, which is generated by mitochondrial metabolism and is directly proportional to the number of living cells in the well. Cell death was determined by CytoTox-Glo™ Assay (Promega) according to the manufacturer's instructions; this assay measures the activity of a “dead-cell” protease released into the media from membrane-compromised cells. Apoptosis was determined by measuring activity of caspases 3 and 7 with Caspase-Glo™ 3/7 Assay (Promega) according to the manufacturer's instructions, except that cell lysis was performed in 50 µL (instead of 100 µL) of culture media to minimize the reagent use. Data were analyzed with GraphPad Prism statistical software using two-way ANOVA followed by ad-hoc Bonferroni post-test.

### RNA preparation, microarray hybridization and data analysis

Total RNA was isolated using RNeasy Kit (Qiagen) with contaminating genomic DNA removed during the isolation by an on-column DNase digestion step; six independent replicates were prepared from each cell type. cDNA synthesis, RNA amplification, biotin labeling, and aRNA fragmentation were performed using MessageAmpII Biotin Enhanced Single Round aRNA Amplification Kit (Ambion) according to the manufacturer's instructions. The quality and/or size distribution of total RNA, aRNA, and fragmented aRNA were evaluated by microfluidic gel electrophoresis with a bioanalyzer (Agilent) prior to hybridization. Labeled cRNA samples were hybridized to Affymetrix Rat 230 2.0 arrays, stained, and scanned according to the manufacturer's instructions.

All analyses were performed using the freely available R language [57]. Array quality was analyzed using the affyPLM package [58]. The data were normalized by a robust multi-chip averaging method [59]. Limma package [60], [61] in Bioconductor [62] was used to fit a linear model with log_2_ expression as response variable and cell type as the independent variable. P-values were adjusted by controlling the false discovery rate [63]. A change in gene expression was identified as significant if the false discovery rate was less than 0.05, meaning that fewer than 5% of false findings would be expected among the genes declared to be differentially expressed. The raw image and processed expression values for our dataset are posted in a MIAME-compliant format at NCBI's Gene Expression Omnibus database (accession number GSE19948).

GOstat [23] was used to search for significant GO terms for the significant genes with at least two fold change in expression. The data were also analyzed using Ingenuity Pathways Analysis (Ingenuity® Systems, www.ingenuity.com). The Functional Analysis identified the biological functions that were most significant to the data set. Molecules from the dataset that met the p-value cutoff of 0.001 and were associated with biological functions in Ingenuity's Knowledge Base were considered for the analysis. Right-tailed Fisher's exact test was used to calculate a p-value determining the probability that each biological function and/or disease assigned to that data set is due to chance alone. Canonical pathways analysis identified the pathways from the Ingenuity Pathways Analysis library of canonical pathways that were most significant to the data set. Molecules from the data set that met the p-value cutoff of 0.001 and were associated with a canonical pathway in Ingenuity's Knowledge Base were considered for the analysis. The significance of the association between the data set and the canonical pathway was measured in 2 ways: 1) A ratio of the number of molecules from the data set that map to the pathway divided by the total number of molecules that map to the canonical pathway; 2) Fisher's exact test was used to calculate a p-value determining the probability that the association between the genes in the dataset and the canonical pathway is explained by chance alone. Pathways are graphical representations of the molecular relationships between molecules. Molecules are represented as nodes, and the biological relationship between two nodes is represented as an edge (line). All edges are supported by at least 1 reference from the literature, from a textbook, or from canonical information stored in the Ingenuity Pathways Knowledge Base. Human, mouse, and rat orthologs of a gene are stored as separate objects in the Ingenuity Pathways Knowledge Base, but are represented as a single node in the network. The intensity of the node color indicates the degree of up- (red) or down- (green) regulation. Nodes are displayed using various shapes that represent the functional class of the gene product.

### qRT-PCR

Five independent biological samples of each cell type were used for qRT-PCR analyses. Total RNA was isolated using RNeasy Protect Mini Kit (Qiagen), with RNA integrity (28S/18S) confirmed by running an aliquot of each sample on a 1% agarose mini-gel. mRNA (1 µg/sample) was reverse transcribed to cDNA using Taqman Reverse Transcription Reagents kit (Applied Biosystems). qPCR reactions were carried out in an Opticon DNA Engine 2 Continuous Fluorescence Detection System (Biorad) using 10 ng sample in a 25 µL, 98-well format. TaqMan universal PCR master mix and predesigned TaqMan PCR primer and probe sets were purchased from Applied Biosystems for all genes tested (Supplemental Table S2). Rat ACTB (actin, beta) Endogenous Control FAM Dye/MGB Probe (Applied Biosystems) was used for normalization. The common reference cDNA, used to prepare the standard curve for all reactions, was generated by mixing an equal amount of cDNA obtained from independent biological replicates of each cell type. Three technical replicates for each sample were run on one plate and 2 replicate plates were performed for each gene; thus, a total of 6 technical replicates were performed for each sample and each gene. For analysis, all 6 values were averaged, with mean used for subsequent statistical analysis performed with GraphPad Prism statistical software using two-tailed Student's t-tests.

### Western blotting

Whole cell lysates were prepared by incubating resuspended cell pellets in RIPA lysis buffer (0.5% sodium deoxycholate, 0.1% sodium dodecylsulfate, 1% Triton X-100, 150 mM NaCl, 50 mM TrisCl, 1 mM EDTA; pH = 7.4) supplemented with Complete™ Protease Inhibitor Cocktail (Roche) for 15 min on ice; crude lysates were centrifuged (15,000 g for 10 min at 4°C) to remove insoluble/particulate matter. Nuclear and cytoplasmic fractions were prepared using the NE-PER kit (Pierce) according to the manufacturer's instructions. The protein concentration of each sample was assayed relative to the bovine serum albumin (BSA) standard with the CBB Assay kit (Dojindo); approximately 25 µg of total protein was eventually loaded in each lane. After solubilization with LDS sample buffer (Invitrogen) supplemented with TCEP reducing reagent (Pierce; final concentration 12 mM), samples were heated for 10 min at 70°C, electrophoretically resolved with 10% or 4–12% (for Nrf2) NuPAGE precast gels (Invitrogen), and electroblotted to nitrocellulose membranes (0.2 A for 5 hours at 4°C). Three percent nonfat dried milk in TBS (150 mM NaCl, 20 mM Tris Cl; pH = 7.4) was used for blocking, washing, and dilution of primary and secondary antibodies, except for DJ-1, Akt and P-Akt where primary antibody incubation was performed in TBS supplemented with 5% w/v BSA and 0.1% Tween. Membranes were blocked for 1 h at room temperature (RT); incubated with primary antibodies for 2 h at RT (Keap1, COXIV, cytochrome c, tubulin, tom20 and lamin A), 2–4 h at RT (Nrf2), or overnight at 4°C (DJ-1, Akt and P-Akt); washed for 1 h at RT; incubated with corresponding secondary antibody for 1 h at RT; and washed for 45 min at RT. Following a final wash in TBS with 0.1% Tween for 15 min at RT and a water rinse, protein-antibody complexes were detected using an ECL chemiluminescent kit (Pierce Biotechnology) and CL-XPosure Film (Thermo Scientific) with a Konica SRX-101A developer.

The following primary antibodies were used: rabbit polyclonal anti-PARK7/DJ-1, 1 µg/mL (GenWay Biotech); mouse monoclonal anti-Keap1, 1 µg/mL (ProteinTech Group); mouse monoclonal anti-COXIV 20E8, 0.1 µg/mL (Abcam); mouse monoclonal anti-cytochrome c, 0.5 µg/mL (BD Pharmingen); rabbit polyclonal anti-Tom20 FL-145, 0.07 µg/mL, and rabbit polyclonal Nrf2 H300, 0.5 µg/mL (Santa Cruz Biotechnology); rabbit polyclonal anti-Aldh2, 1∶10000 (gift of Dr. Henry Weiner, Purdue University); rabbit polyclonal anti-Akt and anti-phospho-Akt, 1∶1000 (Cell Signaling); mouse monoclonal anti-tubulin clone DM1A (ascites fluid), 1 µg/mL, and rabbit polyclonal anti-lamin A C-terminal, 1 µg/mL (Sigma). Horseradish peroxidase-conjugated anti-mouse and anti-rabbit secondary H+L IgG antibodies were purchased from Jackson ImmunoResearch; anti-mouse antibody was used at 0.8 µg/mL, while anti-rabbit antibody was used at either 8 µg/mL (for anti-PARK7/DJ-1 and anti-Nrf2) or 0.8 µg/mL (for anti-Tom20, anti-Aldh2, anti-Akt, anti-P-Akt. and anti-lamin A).

ImageJ software (http://rsb.info.nih.gov/ij/) was used for band quantification by densitometry. Data were analyzed with GraphPad Prism statistical software using two-tailed t-test (for comparison of baseline protein levels) or two-way ANOVA with ad hoc Bonferroni post-test (for comparison of drug treatment effects between the two cell types).

### 4-HNE immunostaining

Cells were grown overnight on poly-L-lysine-coated glass coverslips, incubated with hypoxanthine (0.5 mM)/xanthine oxidase (16 U/L) for 1 hour, washed once with PBS, and fixed in 4% formaldehyde 4% sucrose in PBS for 15 minutes at room temperature; coverslips were stored in PBS at 4°C until immunostaining. Cells were blocked in PBS with 0.1% Triton-X and 5% normal goat serum for 1 hour at room temperature, incubated in blocking solution with 4 µg/mL rabbit anti-4-HNE (Alpha Diagnostic) at 4°C overnight, washed 3 times in PBS with 0.1% Triton-X, and incubated in blocking solution with 2 µg/mL Alexa Fluor 488-conjugated goat anti-rabbit IgG (H+L; Invitrogen) for 2 hours at room temperature. Coverslips were mounted on glass slides with Vectashield mounting medium containing DAPI nuclear counter stain (Vector Laboratories). Images were taken with Zeiss LSM 510 imaging software (version 4.2) using 20× and 63× objectives on Zeiss LSM 510 NLO confocal microscope; they were edited with Adobe Photoshop CS3 Version 10.0.1.

### Glutathione measurement

The concentration of reduced (GSH) and total (GSH+GSSG) glutathione was determined using the GSH-Glo™ Glutathione Assay kit (Promega) according to the manufacturer's instructions; this luminescence-based assay is based on the conversion of a luciferin derivative into luciferin, catalyzed by glutathione S-transferase in the presence of glutathione. Frozen cell pellets were resuspended in 200 µL ice-cold phosphate-buffered saline supplemented with Complete™ Protease Inhibitor Cocktail (Roche). 10 µL aliquot of each cell suspension (3 technical replicates/sample) was used to measure GSH. Total glutathione was measured by adding reducing agent TCEP (Pierce; 1 mM final concentration) to 3 separate aliquots of each suspension to convert GSSG to GSH prior to GSH measurement; the amount of TCEP added did not significantly alter the total volume. Readings were then normalized to protein concentration measured by CBB kit (Dojindo) in a lysate prepared from an aliquot of each cell suspension (as described for whole cell lysate in the Western blotting section). The amount of GSSG in the sample was calculated by halving the difference between the total and reduced glutathione; two RS cell samples that had negative/undetectable GSSG levels were excluded from the GSH/GSSG ratio analysis. Data were analyzed with GraphPad Prism statistical software using two-way ANOVA followed by ad-hoc Bonferroni post-tests.

### Insulin ELISA

Cells were plated in a 12-well dish (5×10^4^ cells/well). The next day, cells were washed twice with KRBB 2% BSA (Krebs-Ringer Bicarbonate Buffer – 130 mM NaCl, 5 mM KCl, 1.25 mM KH_2_PO_4_, 1.25 mM MgSO_4_, 2.68 mM CaCl_2_, 5.26 mM NaHCO_3_,10 mM HEPES; pH = 7.4), incubated in KRBB 2% BSA at 37°C for 3 h, and then incubated in KRBB 2% BSA with or without 20 mM glucose for 30 min; the supernatant from 30 min incubation, which contained the secreted insulin, was collected, spun down to remove debris, and stored in aliquots at −80°C. To measure residual intracellular insulin, cells that remained in the dish were scraped, pelleted, and lysed in 200 µL acid ethanol (0.2 M HCl in 75% ethanol) overnight at 4°C. The lysate was spun down to remove debris, neutralized with 0.2 M NaOH, aliquoted, and stored at −80°C. Insulin was measured using the Rat/Mouse Insulin ELISA kit (Millipore); values for both secreted and intracellular insulin were normalized to the total DNA content (measured by DNA spectrometry) in each lysate. Data were analyzed with GraphPad Prism statistical software using two-way ANOVA followed by ad-hoc Bonferroni post-tests.

## Supporting Information

Figure S1 (0.13 MB PPT) Click here for additional data file.

Figure S2 (0.25 MB PPT) Click here for additional data file.

Figure S3 (0.10 MB PPT) Click here for additional data file.

Figure S4 (2.07 MB PDF) Click here for additional data file.

Figure S5 (0.83 MB PPT) Click here for additional data file.

Figure S6 (0.09 MB PPT) Click here for additional data file.

Figure S7 (2.13 MB PDF) Click here for additional data file.

Figure S8 (3.27 MB PPT) Click here for additional data file.

Figure S9 (2.41 MB PPT) Click here for additional data file.

Figure S10 (0.08 MB PPT) Click here for additional data file.

Table S1 (0.04 MB XLS) Click here for additional data file.

Table S2 (0.03 MB XLS) Click here for additional data file.

## References

[1] Wallace DC (2005). A mitochondrial paradigm of metabolic and degenerative diseases,
aging, and cancer: a dawn for evolutionary medicine.. Annu Rev Genet.

[2] Petersen KF, Befroy D, Dufour S, Dziura J, Ariyan C (2003). Mitochondrial dysfunction in the elderly: possible role in
insulin resistance.. Science.

[3] Petersen KF, Dufour S, Befroy D, Garcia R, Shulman GI (2004). Impaired mitochondrial activity in the insulin-resistant
offspring of patients with type 2 diabetes.. N Engl J Med.

[4] Houstis N, Rosen ED, Lander ES (2006). Reactive oxygen species have a causal role in multiple forms of
insulin resistance.. Nature.

[5] Soejima A, Inoue K, Takai D, Kaneko M, Ishihara H (1996). Mitochondrial DNA is required for regulation of
glucose-stimulated insulin secretion in a mouse pancreatic beta cell line,
MIN6.. J Biol Chem.

[6] Brissova M, Shiota M, Nicholson WE, Gannon M, Knobel SM (2002). Reduction in pancreatic transcription factor PDX-1 impairs
glucose-stimulated insulin secretion.. J Biol Chem.

[7] Gauthier BR, Brun T, Sarret EJ, Ishihara H, Schaad O (2004). Oligonucleotide microarray analysis reveals PDX1 as an essential
regulator of mitochondrial metabolism in rat islets.. J Biol Chem.

[8] Leloup C, Magnan C, Benani A, Bonnet E, Alquier T (2006). Mitochondrial reactive oxygen species are required for
hypothalamic glucose sensing.. Diabetes.

[9] Pi J, Bai Y, Zhang Q, Wong V, Floering LM (2007). Reactive oxygen species as a signal in glucose-stimulated insulin
secretion.. Diabetes.

[10] Ristow M (2004). Neurodegenerative disorders associated with diabetes
mellitus.. J Mol Med.

[11] Kopf D, Frolich L (2009). Risk of incident Alzheimer's disease in diabetic patients: a
systematic review of prospective trials.. J Alzheimers Dis.

[12] Xu WL, von Strauss E, Qiu CX, Winblad B, Fratiglioni L (2009). Uncontrolled diabetes increases the risk of Alzheimer's
disease: a population-based cohort study.. Diabetologia.

[13] Ronnemaa E, Zethelius B, Sundelof J, Sundstrom J, Degerman-Gunnarsson M (2009). Glucose metabolism and the risk of Alzheimer's disease and
dementia: a population-based 12 year follow-up study in 71-year-old
men.. Diabetologia.

[14] Hu G, Jousilahti P, Bidel S, Antikainen R, Tuomilehto J (2007). Type 2 diabetes and the risk of Parkinson's
disease.. Diabetes Care.

[15] D'Amelio M, Ragonese P, Callari G, Di Benedetto N, Palmeri B (2009). Diabetes preceding Parkinson's disease onset. A case-control
study.. Parkinsonism Relat Disord.

[16] Carrington CA, Rubery ED, Pearson EC, Hales CN (1986). Five new insulin-producing cell lines with differing secretory
properties.. J Endocrinol.

[17] Hoglinger GU, Carrard G, Michel PP, Medja F, Lombes A (2003). Dysfunction of mitochondrial complex I and the proteasome:
interactions between two biochemical deficits in a cellular model of
Parkinson's disease.. J Neurochem.

[18] Moon Y, Lee KH, Park JH, Geum D, Kim K (2005). Mitochondrial membrane depolarization and the selective death of
dopaminergic neurons by rotenone: protective effect of coenzyme
Q10.. J Neurochem.

[19] Fonck C, Baudry M (2003). Rapid reduction of ATP synthesis and lack of free radical
formation by MPP^+^ in rat brain synaptosomes and
mitochondria.. Brain Res.

[20] Moriscot C, Candel S, Sauret V, Kerr-Conte J, Richard MJ (2007). MnTMPyP, a metalloporphyrin-based superoxide dismutase/catalase
mimetic, protects INS-1 cells and human pancreatic islets from an in vitro
oxidative challenge.. Diabetes Metab.

[21] Brennan AM, Suh SW, Won SJ, Narasimhan P, Kauppinen TM (2009). NADPH oxidase is the primary source of superoxide induced by NMDA
receptor activation.. Nat Neurosci.

[22] Sies H, Akerboom TP (1984). Glutathione disulfide (GSSG) efflux from cells and
tissues.. Methods Enzymol.

[23] Beissbarth T, Speed TP (2004). GOstat: find statistically overrepresented Gene Ontologies within
a group of genes.. Bioinformatics.

[24] Kensler TW, Wakabayashi N, Biswal S (2007). Cell survival responses to environmental stresses via the
Keap1-Nrf2-ARE pathway.. Annu Rev Pharmacol Toxicol.

[25] Nguyen T, Yang CS, Pickett CB (2004). The pathways and molecular mechanisms regulating Nrf2 activation
in response to chemical stress.. Free Radic Biol Med.

[26] Clements CM, McNally RS, Conti BJ, Mak TW, Ting JP (2006). DJ-1, a cancer- and Parkinson's disease-associated protein,
stabilizes the antioxidant transcriptional master regulator
Nrf2.. Proc Natl Acad Sci U S A.

[27] Malhotra D, Thimmulappa R, Navas-Acien A, Sandford A, Elliott M (2008). Decline in NRF2-regulated antioxidants in chronic obstructive
pulmonary disease lungs due to loss of its positive regulator,
DJ-1.. Am J Respir Crit Care Med.

[28] Gan L, Johnson DA, Johnson JA (2010). Keap1-Nrf2 activation in the presence and absence of
DJ-1.. Eur J Neurosci.

[29] Andres-Mateos E, Perier C, Zhang L, Blanchard-Fillion B, Greco TM (2007). DJ-1 gene deletion reveals that DJ-1 is an atypical
peroxiredoxin-like peroxidase.. Proc Natl Acad Sci U S A.

[30] Shendelman S, Jonason A, Martinat C, Leete T, Abeliovich A (2004). DJ-1 is a redox-dependent molecular chaperone that inhibits
alpha-synuclein aggregate formation.. PLoS Biol.

[31] Bonifati V, Rizzu P, van Baren MJ, Schaap O, Breedveld GJ (2003). Mutations in the DJ-1 gene associated with autosomal recessive
early-onset parkinsonism.. Science.

[32] Inberg A, Linial M (2010). Protection of pancreatic β-cells from various stress
conditions is mediated by DJ-1.. J Biol Chem Epub ahead of print (PMID: 20516060).

[33] Chen CH, Budas GR, Churchill EN, Disatnik MH, Hurley TD (2008). Activation of aldehyde dehydrogenase-2 reduces ischemic damage to
the heart.. Science.

[34] Wang B, Wang J, Zhou S, Tan S, He X (2008). The association of mitochondrial aldehyde dehydrogenase gene
(ALDH2) polymorphism with susceptibility to late-onset Alzheimer's
disease in Chinese.. J Neurol Sci.

[35] Ohsawa I, Nishimaki K, Yasuda C, Kamino K, Ohta S (2003). Deficiency in a mitochondrial aldehyde dehydrogenase increases
vulnerability to oxidative stress in PC12 cells.. J Neurochem.

[36] Ohsawa I, Nishimaki K, Murakami Y, Suzuki Y, Ishikawa M (2008). Age-dependent neurodegeneration accompanying memory loss in
transgenic mice defective in mitochondrial aldehyde dehydrogenase 2
activity.. J Neurosci.

[37] Cho HY, Reddy SP, Debiase A, Yamamoto M, Kleeberger SR (2005). Gene expression profiling of NRF2-mediated protection against
oxidative injury.. Free Radic Biol Med.

[38] Reisman SA, Yeager RL, Yamamoto M, Klaassen CD (2009). Increased Nrf2 activation in livers from Keap1-knockdown mice
increases expression of cytoprotective genes that detoxify electrophiles
more than those that detoxify reactive oxygen species.. Toxicol Sci.

[39] Thimmulappa RK, Mai KH, Srisuma S, Kensler TW, Yamamoto M (2002). Identification of Nrf2-regulated genes induced by the
chemopreventive agent sulforaphane by oligonucleotide
microarray.. Cancer Res.

[40] Hu R, Xu C, Shen G, Jain MR, Khor TO (2006). Gene expression profiles induced by cancer chemopreventive
isothiocyanate sulforaphane in the liver of C57BL/6J mice and C57BL/6J/Nrf2
(−/−) mice.. Cancer Lett.

[41] Cerf ME (2006). Transcription factors regulating β-cell
function.. Eur J Endocrinol.

[42] Miyazaki S, Yamato E, Miyazaki J (2004). Regulated expression of pdx-1 promotes in vitro differentiation
of insulin-producing cells from embryonic stem cells.. Diabetes.

[43] Pi J, Zhang Q, Fu J, Woods CG, Hou Y (2009). ROS signaling, oxidative stress and Nrf2 in pancreatic beta-cell
function.. Toxicol Appl Pharmacol.

[44] Tiedge M, Lortz S, Drinkgern J, Lenzen S (1997). Relation between antioxidant enzyme gene expression and
antioxidative defense status of insulin-producing cells.. Diabetes.

[45] Donath MY, Ehses JA, Maedler K, Schumann DM, Ellingsgaard H (2005). Mechanisms of β-cell death in type 2
diabetes.. Diabetes.

[46] Rolo AP, Palmeira CM (2006). Diabetes and mitochondrial function: role of hyperglycemia and
oxidative stress.. Toxicol Appl Pharmacol.

[47] Mattson MP, Cheng A (2006). Neurohormetic phytochemicals: Low-dose toxins that induce
adaptive neuronal stress responses.. Trends Neurosci.

[48] Gier B, Krippeit-Drews P, Sheiko T, Aguilar-Bryan L, Bryan J (2009). Suppression of K_ATP_ channel activity protects murine
pancreatic β cells against oxidative stress.. J Clin Invest.

[49] Liss B, Haeckel O, Wildmann J, Miki T, Seino S (2005). K-ATP channels promote the differential degeneration of
dopaminergic midbrain neurons.. Nat Neurosci.

[50] Nakaso K, Yano H, Fukuhara Y, Takeshima T, Wada-Isoe K (2003). PI3K is a key molecule in the Nrf2-mediated regulation of
antioxidative proteins by hemin in human neuroblastoma
cells.. FEBS Lett.

[51] Wang L, Chen Y, Sternberg P, Cai J (2008). Essential roles of the PI3 kinase/Akt pathway in regulating
Nrf2-dependent antioxidant functions in the RPE.. Invest Ophthalmol Vis Sci.

[52] Li X, Chen H, Epstein PN (2006). Metallothionein and catalase sensitize to diabetes in nonobese
diabetic mice: reactive oxygen species may have a protective role in
pancreatic β-cells.. Diabetes.

[53] McClung JP, Roneker CA, Mu W, Lisk DJ, Langlais P (2004). Development of insulin resistance and obesity in mice
overexpressing cellular glutathione peroxidase.. Proc Natl Acad Sci U S A.

[54] Makar TK, Nedergaard M, Preuss A, Gelbard AS, Perumal AS (1994). Vitamin E, ascorbate, glutathione, glutathione disulfide, and
enzymes of glutathione metabolism in cultures of chick astrocytes and
neurons: evidence that astrocytes play an important role in antioxidative
processes in the brain.. J Neurochem.

[55] Raps SP, Lai JC, Hertz L, Cooper AJ (1989). Glutathione is present in high concentrations in cultured
astrocytes but not in cultured neurons.. Brain Res.

[56] Kraft AD, Johnson DA, Johnson JA (2004). Nuclear factor E2-related factor 2-dependent antioxidant response
element activation by *tert*-butylhydroquinone and
sulforaphane occurring preferentially in astrocytes conditions neurons
against oxidative insult.. J Neurosci.

[57] R Development Core Team (2005). R: A language and environment for statistical
computing.. http://www.R-project.org.

[58] Bolstad BM (2004). Low level analysis of high-density oligonucleotide array data:
Background, normalization and summarization..

[59] Irizarry RA, Hobbs B, Collin F, Beazer-Barclay YD, Antonellis KJ (2003). Exploration, normalization, and summaries of high density
oligonucleotide array probe level data.. Biostatistics.

[60] Smyth GK, Gentleman R, Carey V, Dudoit S, Irizarry RA, Huber W (2005). Limma: linear models for microarray data.. Bioinformatics and Computational Biology Solutions using R and
Bioconductor.

[61] Smyth GK (2004). Linear models and empirical Bayes methods for assessing
differential expression in microarray experiments.. Stat Appl Genet Mol Biol.

[62] Gentleman RC, Carey VJ, Bates DM, Bolstad B, Dettling M (2004). Bioconductor: open software development for computational biology
and bioinformatics.. Genome Biol.

[63] Benjamini Y, Hochberg Y (1995). Controlling the false recovery rate: A practical and powerful
approach to multiple testing.. J Royal Stat Soc B.

# Supplementary material for: Molecular Basis for Vulnerability to Mitochondrial and Oxidative Stress in a Neuroendocrine CRI-G1 Cell Line
**Source:** PLoS One. 2011 Jan 4;6(1):e14485. doi: 10.1371/journal.pone.0014485
**Supplement:** Figure S1 — (0.13 MB PPT)

## Slide 1
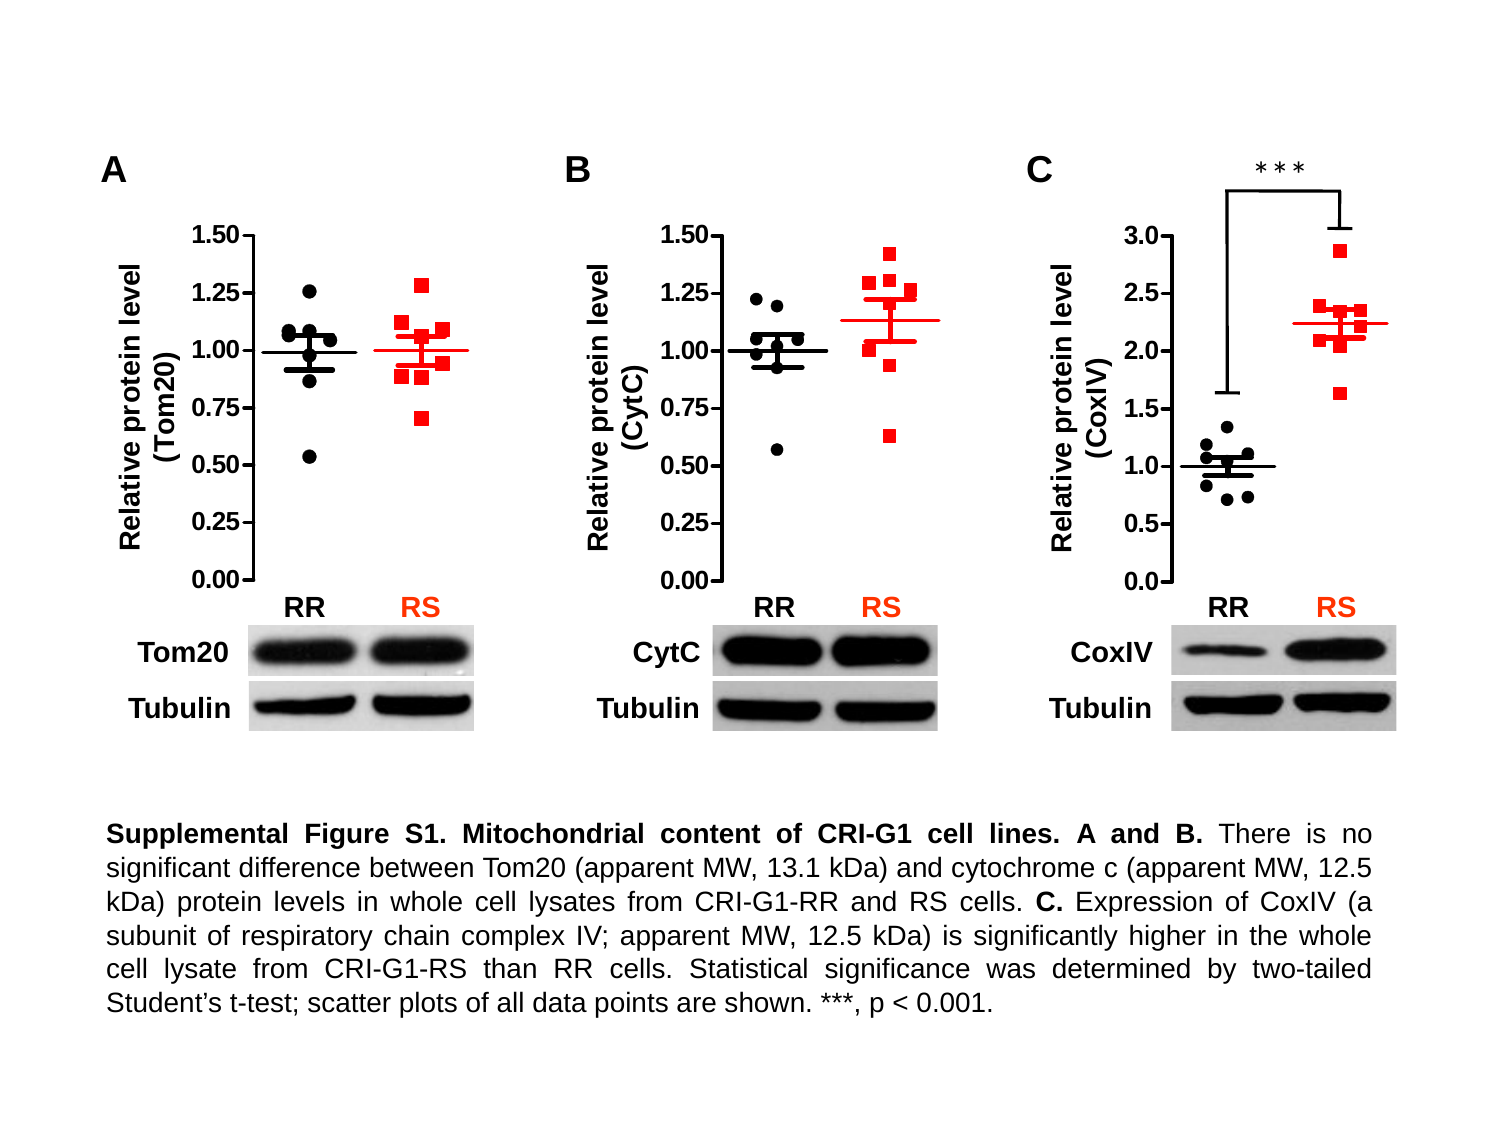

A
B
C
***
RR
RS
CoxIV
Tubulin
RR
RS
Tom20
Tubulin
RR
RS
CytC
Tubulin
# Supplemental Figure S1. Mitochondrial content of CRI-G1 cell lines. A and B. There is no significant difference between Tom20 (apparent MW, 13.1 kDa) and cytochrome c (apparent MW, 12.5 kDa) protein levels in whole cell lysates from CRI-G1-RR and RS cells. C. Expression of CoxIV (a subunit of respiratory chain complex IV; apparent MW, 12.5 kDa) is significantly higher in the whole cell lysate from CRI-G1-RS than RR cells. Statistical significance was determined by two-tailed Student’s t-test; scatter plots of all data points are shown. ***, p < 0.001.

# Supplementary material for: Molecular Basis for Vulnerability to Mitochondrial and Oxidative Stress in a Neuroendocrine CRI-G1 Cell Line
**Source:** PLoS One. 2011 Jan 4;6(1):e14485. doi: 10.1371/journal.pone.0014485
**Supplement:** Figure S2 — (0.25 MB PPT)

## Slide 1
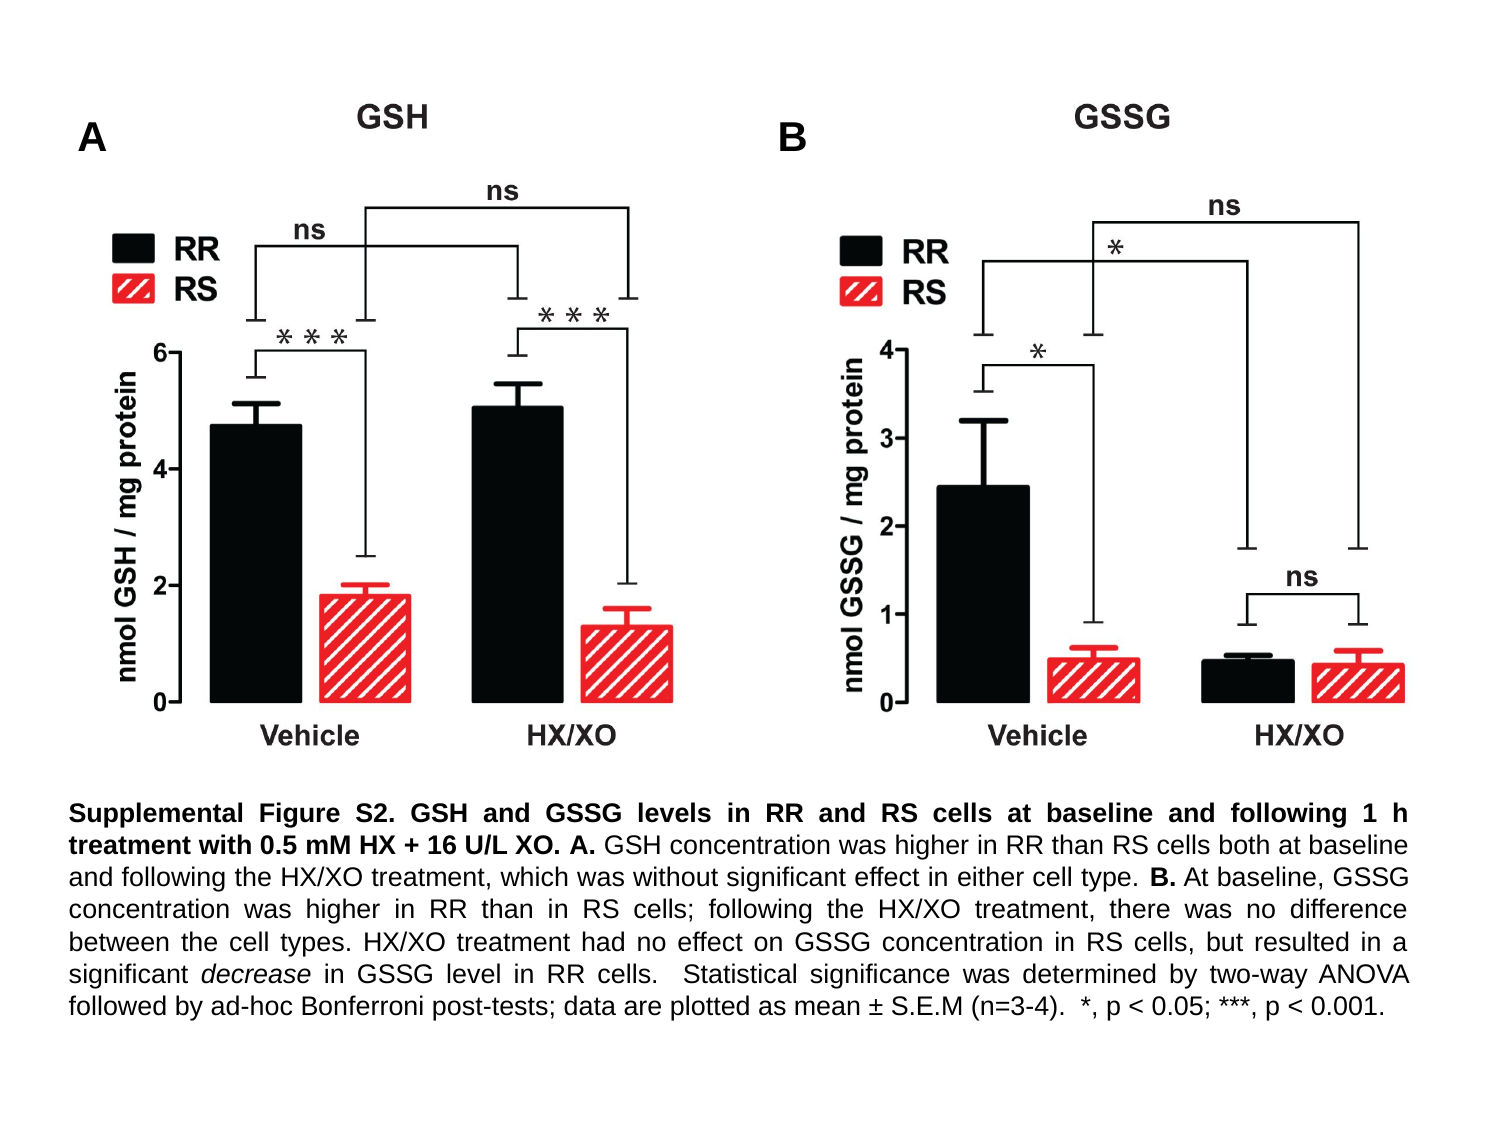

A
B
	Supplemental Figure S2. GSH and GSSG levels in RR and RS cells at baseline and following 1 h treatment with 0.5 mM HX + 16 U/L XO. A. GSH concentration was higher in RR than RS cells both at baseline and following the HX/XO treatment, which was without significant effect in either cell type. B. At baseline, GSSG concentration was higher in RR than in RS cells; following the HX/XO treatment, there was no difference between the cell types. HX/XO treatment had no effect on GSSG concentration in RS cells, but resulted in a significant decrease in GSSG level in RR cells. Statistical significance was determined by two-way ANOVA followed by ad-hoc Bonferroni post-tests; data are plotted as mean ± S.E.M (n=3-4). *, p < 0.05; ***, p < 0.001.

# Supplementary material for: Molecular Basis for Vulnerability to Mitochondrial and Oxidative Stress in a Neuroendocrine CRI-G1 Cell Line
**Source:** PLoS One. 2011 Jan 4;6(1):e14485. doi: 10.1371/journal.pone.0014485
**Supplement:** Figure S3 — (0.10 MB PPT)

## Slide 1
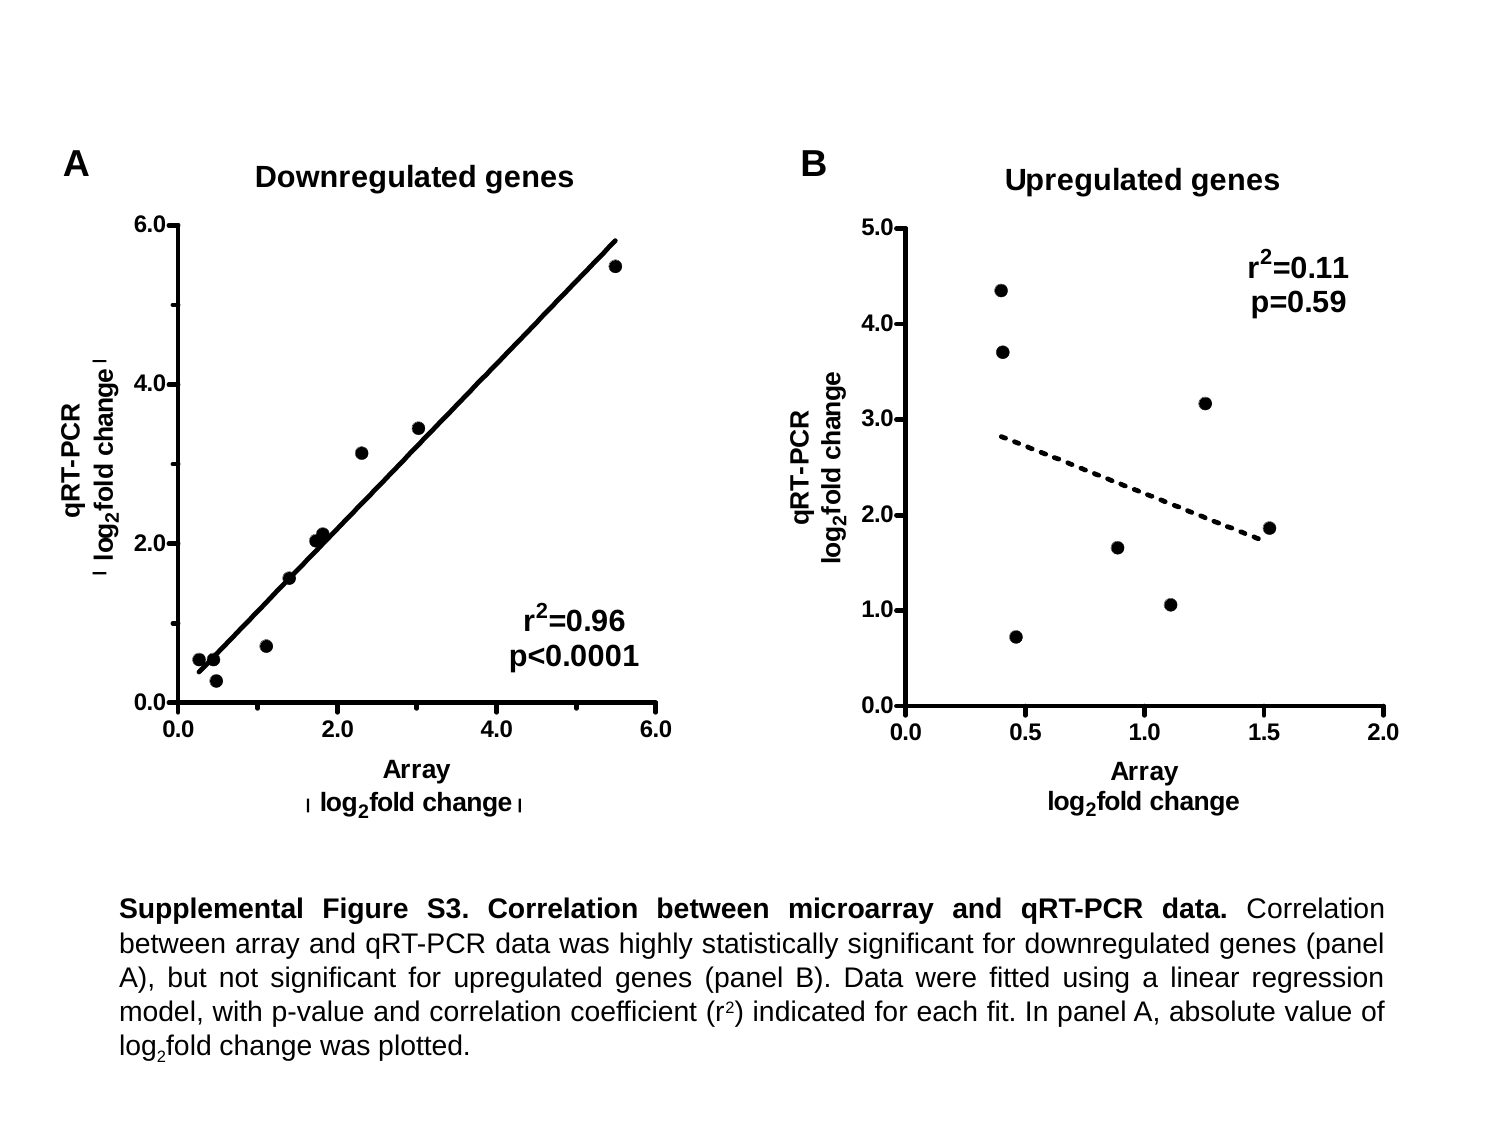

A
B
	Supplemental Figure S3. Correlation between microarray and qRT-PCR data. Correlation between array and qRT-PCR data was highly statistically significant for downregulated genes (panel A), but not significant for upregulated genes (panel B). Data were fitted using a linear regression model, with p-value and correlation coefficient (r2) indicated for each fit. In panel A, absolute value of log2fold change was plotted.

# Supplementary material for: Molecular Basis for Vulnerability to Mitochondrial and Oxidative Stress in a Neuroendocrine CRI-G1 Cell Line
**Source:** PLoS One. 2011 Jan 4;6(1):e14485. doi: 10.1371/journal.pone.0014485
**Supplement:** Figure S5 — (0.83 MB PPT)

## Slide 1
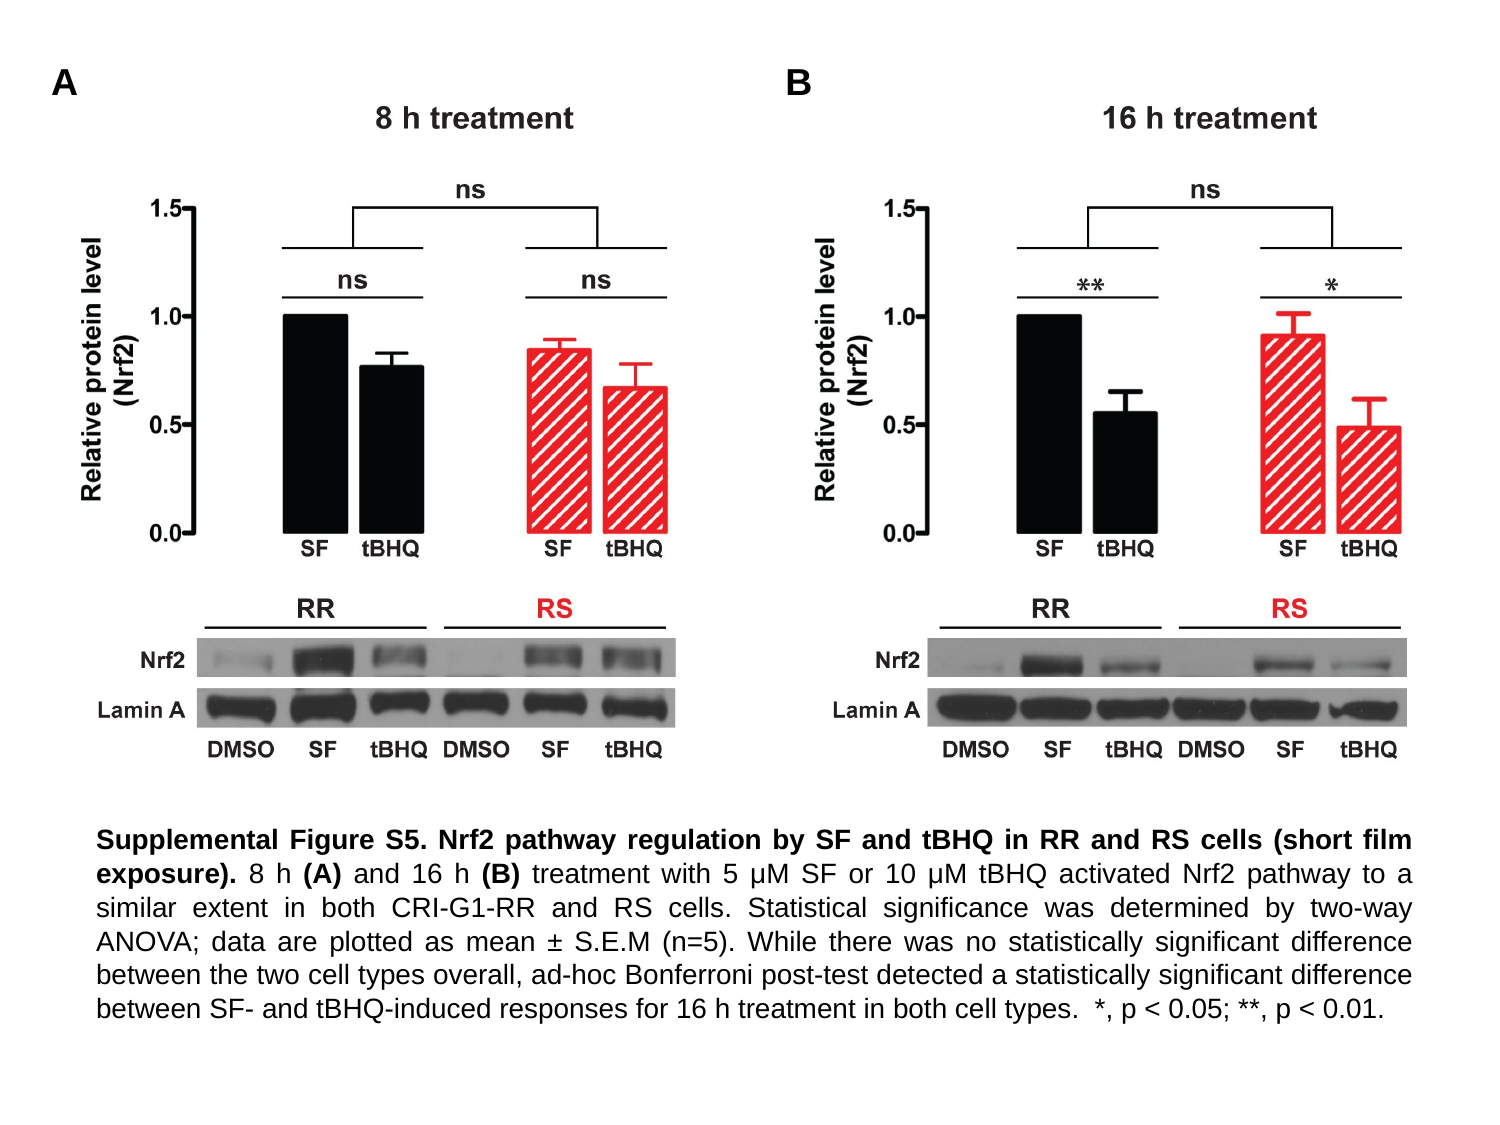

A
B
	Supplemental Figure S5. Nrf2 pathway regulation by SF and tBHQ in RR and RS cells (short film exposure). 8 h (A) and 16 h (B) treatment with 5 μM SF or 10 μM tBHQ activated Nrf2 pathway to a similar extent in both CRI-G1-RR and RS cells. Statistical significance was determined by two-way ANOVA; data are plotted as mean ± S.E.M (n=5). While there was no statistically significant difference between the two cell types overall, ad-hoc Bonferroni post-test detected a statistically significant difference between SF- and tBHQ-induced responses for 16 h treatment in both cell types. *, p < 0.05; **, p < 0.01.

# Supplementary material for: Molecular Basis for Vulnerability to Mitochondrial and Oxidative Stress in a Neuroendocrine CRI-G1 Cell Line
**Source:** PLoS One. 2011 Jan 4;6(1):e14485. doi: 10.1371/journal.pone.0014485
**Supplement:** Figure S6 — (0.09 MB PPT)

## Slide 1
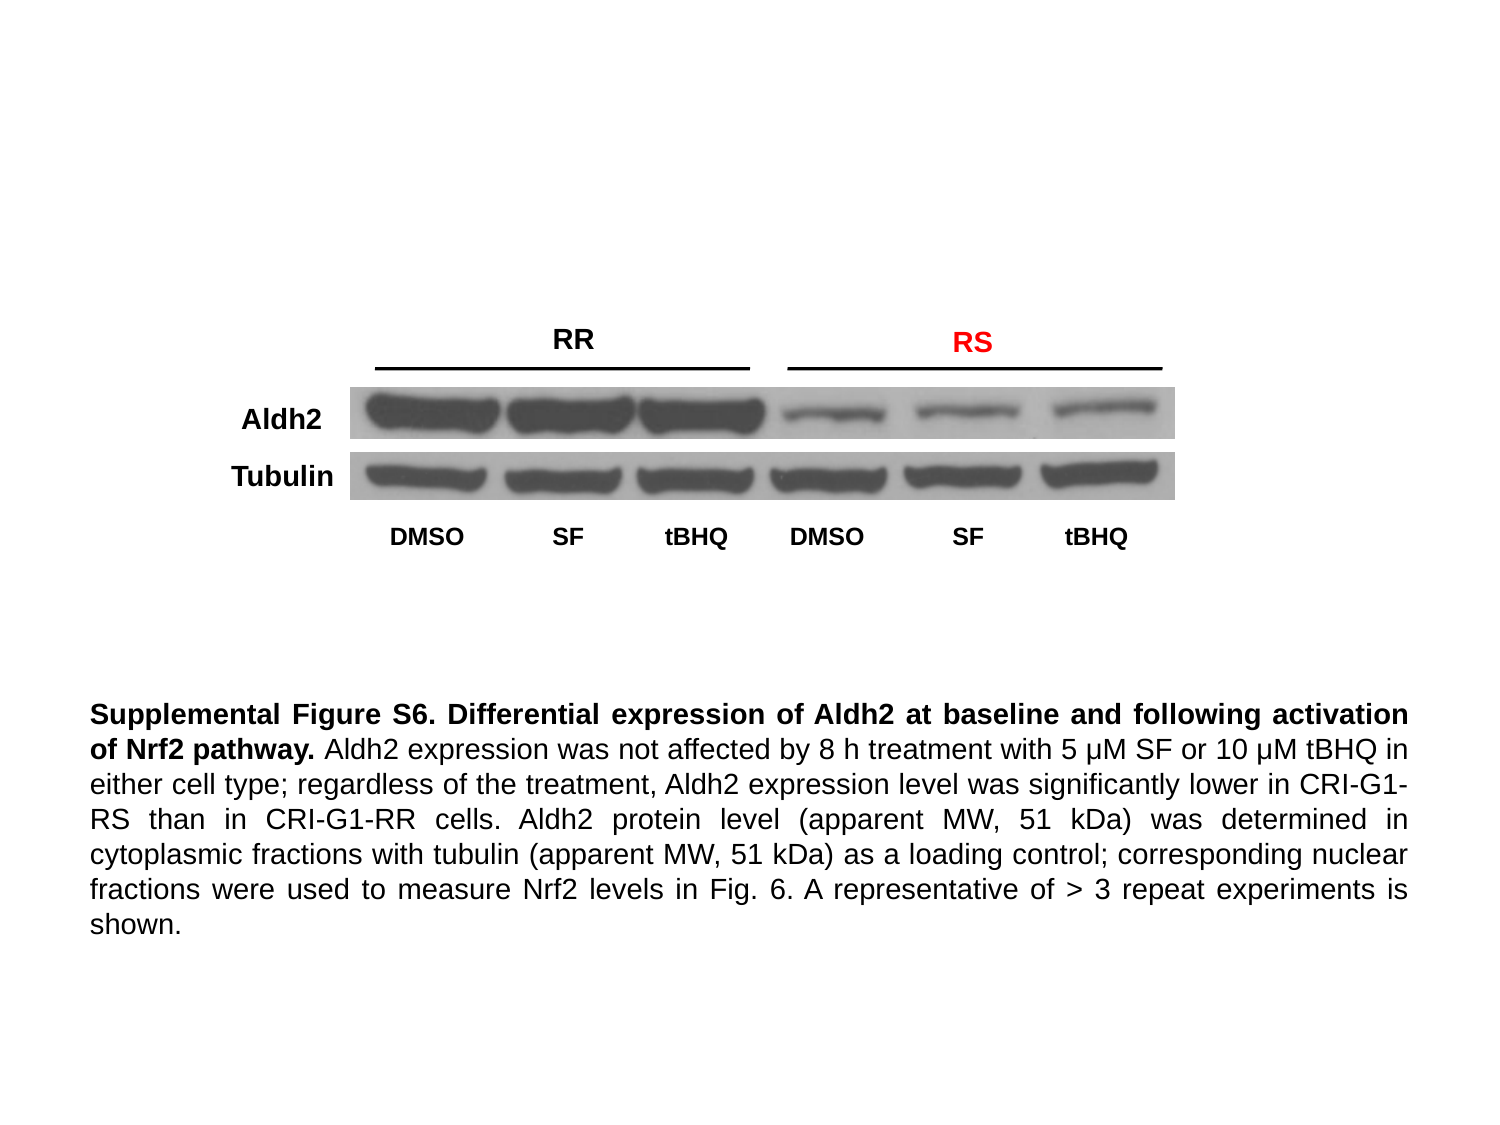

RR
RS
Aldh2
Tubulin
DMSO
SF
tBHQ
DMSO
SF
tBHQ
Supplemental Figure S6. Differential expression of Aldh2 at baseline and following activation of Nrf2 pathway. Aldh2 expression was not affected by 8 h treatment with 5 μM SF or 10 μM tBHQ in either cell type; regardless of the treatment, Aldh2 expression level was significantly lower in CRI-G1-RS than in CRI-G1-RR cells. Aldh2 protein level (apparent MW, 51 kDa) was determined in cytoplasmic fractions with tubulin (apparent MW, 51 kDa) as a loading control; corresponding nuclear fractions were used to measure Nrf2 levels in Fig. 6. A representative of > 3 repeat experiments is shown.

# Supplementary material for: Molecular Basis for Vulnerability to Mitochondrial and Oxidative Stress in a Neuroendocrine CRI-G1 Cell Line
**Source:** PLoS One. 2011 Jan 4;6(1):e14485. doi: 10.1371/journal.pone.0014485
**Supplement:** Figure S8 — (3.27 MB PPT)

## Slide 1
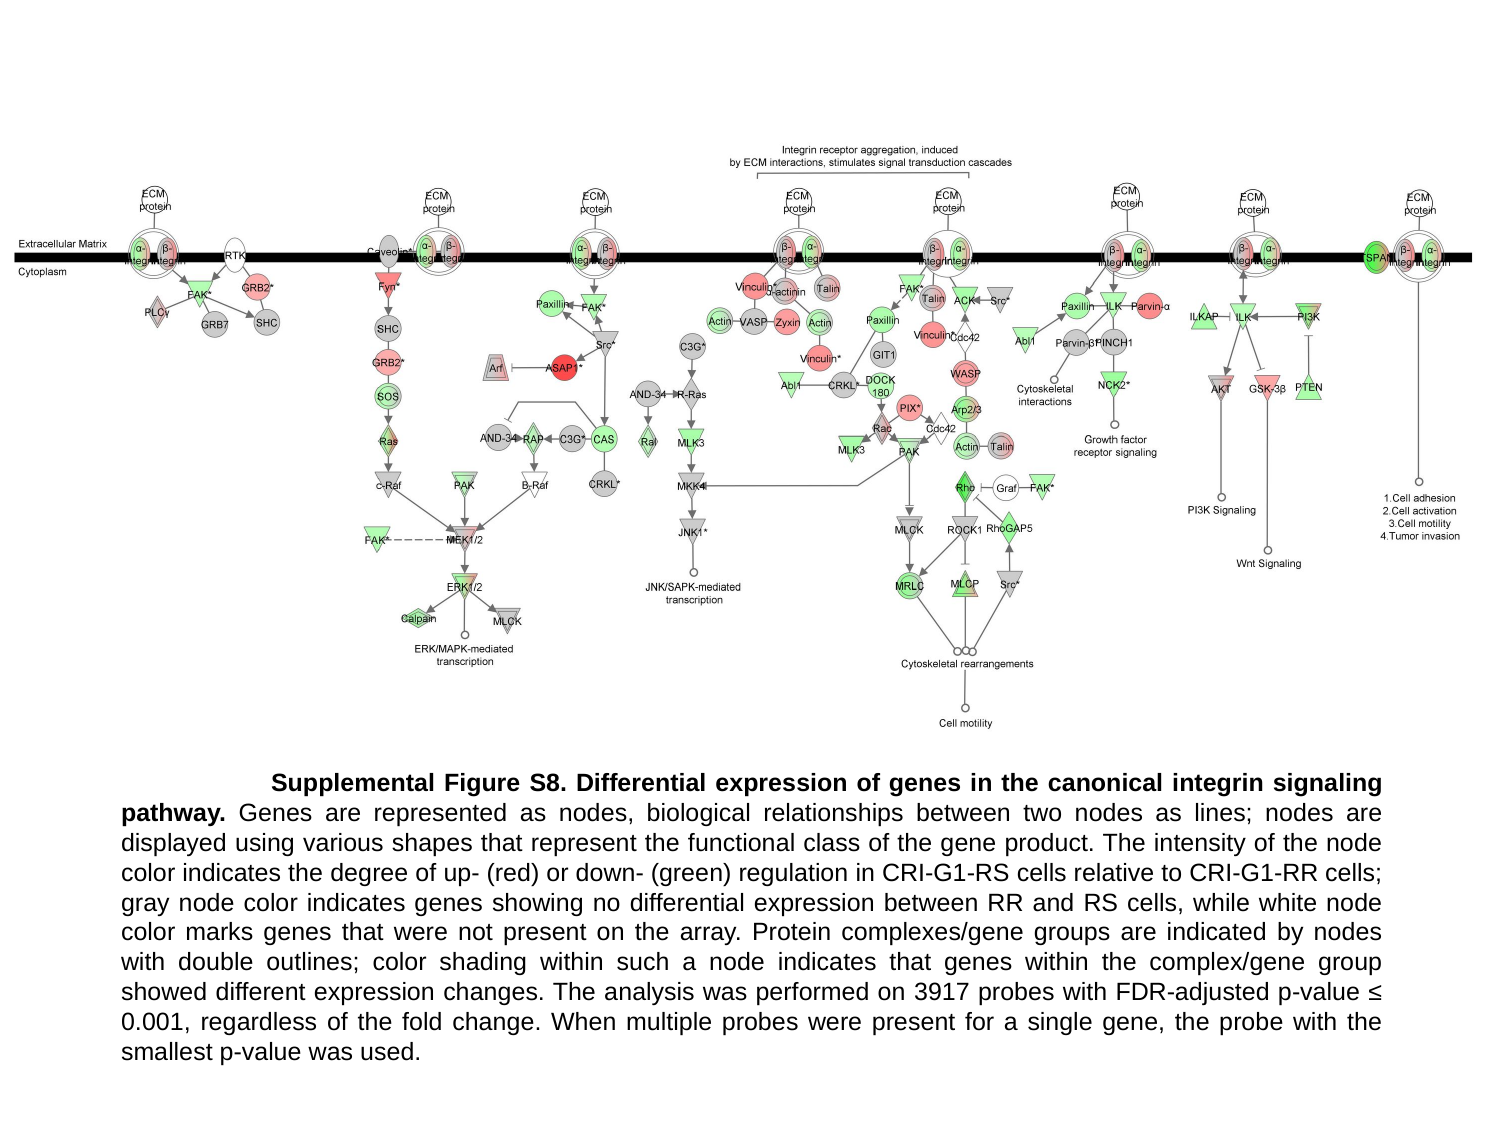

# Supplemental Figure S8. Differential expression of genes in the canonical integrin signaling pathway. Genes are represented as nodes, biological relationships between two nodes as lines; nodes are displayed using various shapes that represent the functional class of the gene product. The intensity of the node color indicates the degree of up- (red) or down- (green) regulation in CRI-G1-RS cells relative to CRI-G1-RR cells; gray node color indicates genes showing no differential expression between RR and RS cells, while white node color marks genes that were not present on the array. Protein complexes/gene groups are indicated by nodes with double outlines; color shading within such a node indicates that genes within the complex/gene group showed different expression changes. The analysis was performed on 3917 probes with FDR-adjusted p-value ≤ 0.001, regardless of the fold change. When multiple probes were present for a single gene, the probe with the smallest p-value was used.

# Supplementary material for: Molecular Basis for Vulnerability to Mitochondrial and Oxidative Stress in a Neuroendocrine CRI-G1 Cell Line
**Source:** PLoS One. 2011 Jan 4;6(1):e14485. doi: 10.1371/journal.pone.0014485
**Supplement:** Figure S9 — (2.41 MB PPT)

## Slide 1
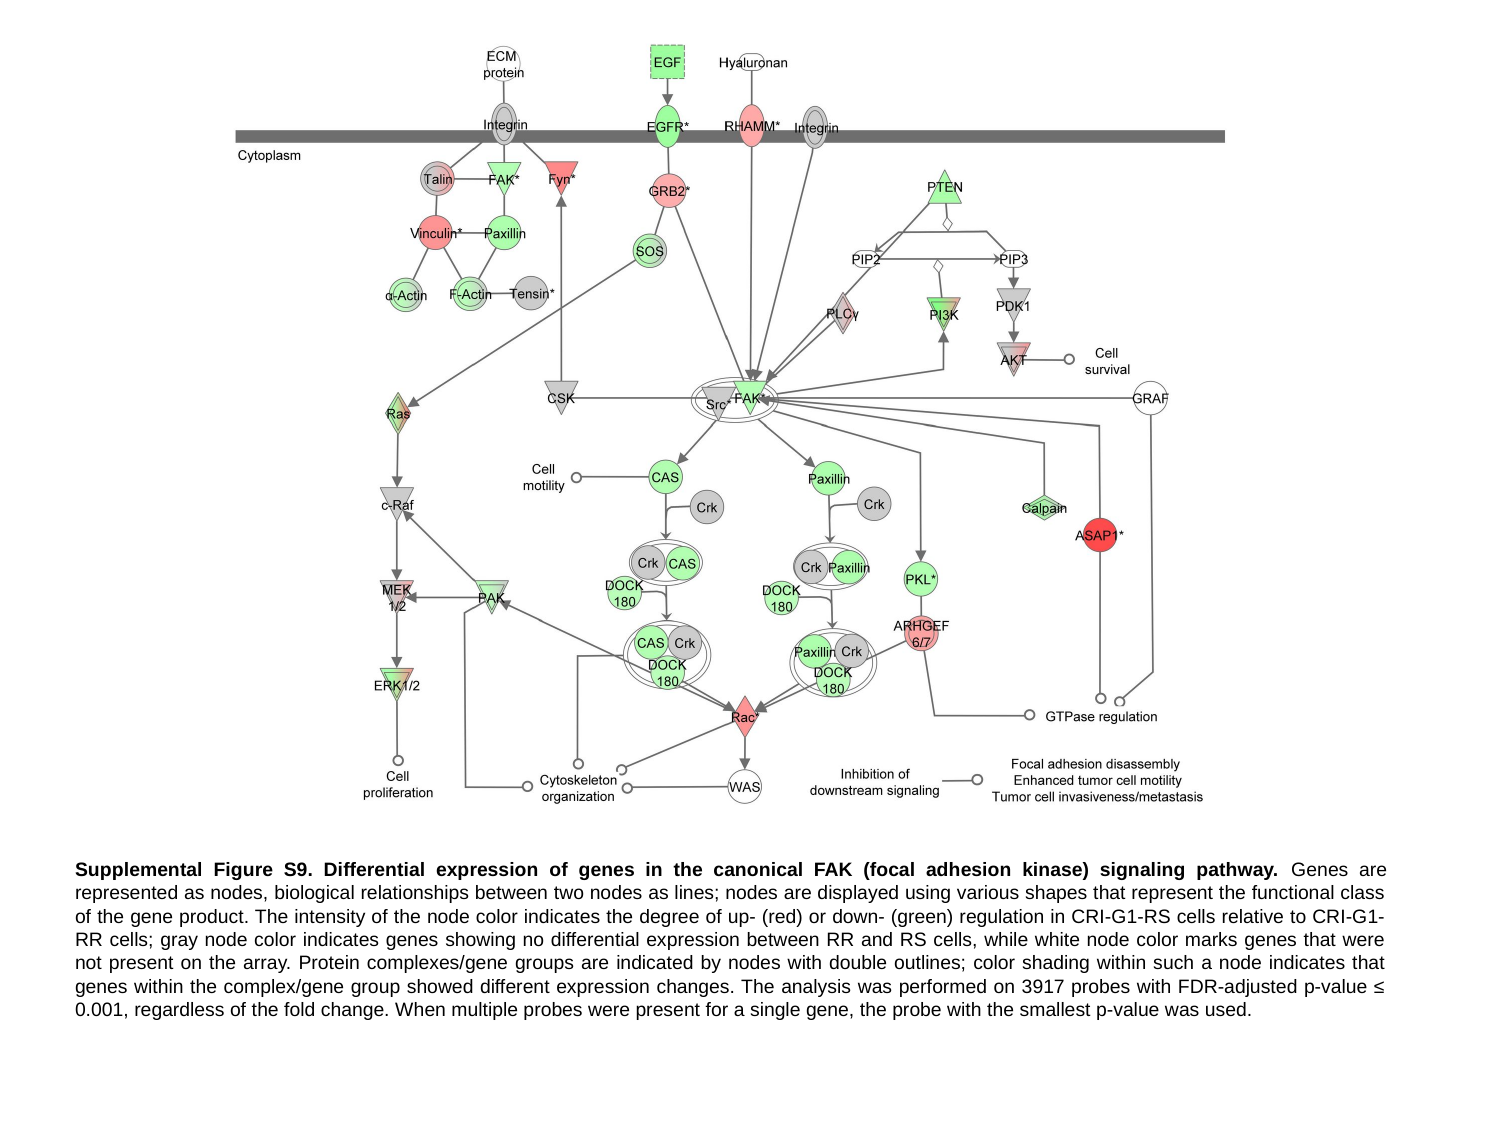

# Supplemental Figure S9. Differential expression of genes in the canonical FAK (focal adhesion kinase) signaling pathway. Genes are represented as nodes, biological relationships between two nodes as lines; nodes are displayed using various shapes that represent the functional class of the gene product. The intensity of the node color indicates the degree of up- (red) or down- (green) regulation in CRI-G1-RS cells relative to CRI-G1-RR cells; gray node color indicates genes showing no differential expression between RR and RS cells, while white node color marks genes that were not present on the array. Protein complexes/gene groups are indicated by nodes with double outlines; color shading within such a node indicates that genes within the complex/gene group showed different expression changes. The analysis was performed on 3917 probes with FDR-adjusted p-value ≤ 0.001, regardless of the fold change. When multiple probes were present for a single gene, the probe with the smallest p-value was used.

# Supplementary material for: Molecular Basis for Vulnerability to Mitochondrial and Oxidative Stress in a Neuroendocrine CRI-G1 Cell Line
**Source:** PLoS One. 2011 Jan 4;6(1):e14485. doi: 10.1371/journal.pone.0014485
**Supplement:** Figure S10 — (0.08 MB PPT)

## Slide 1
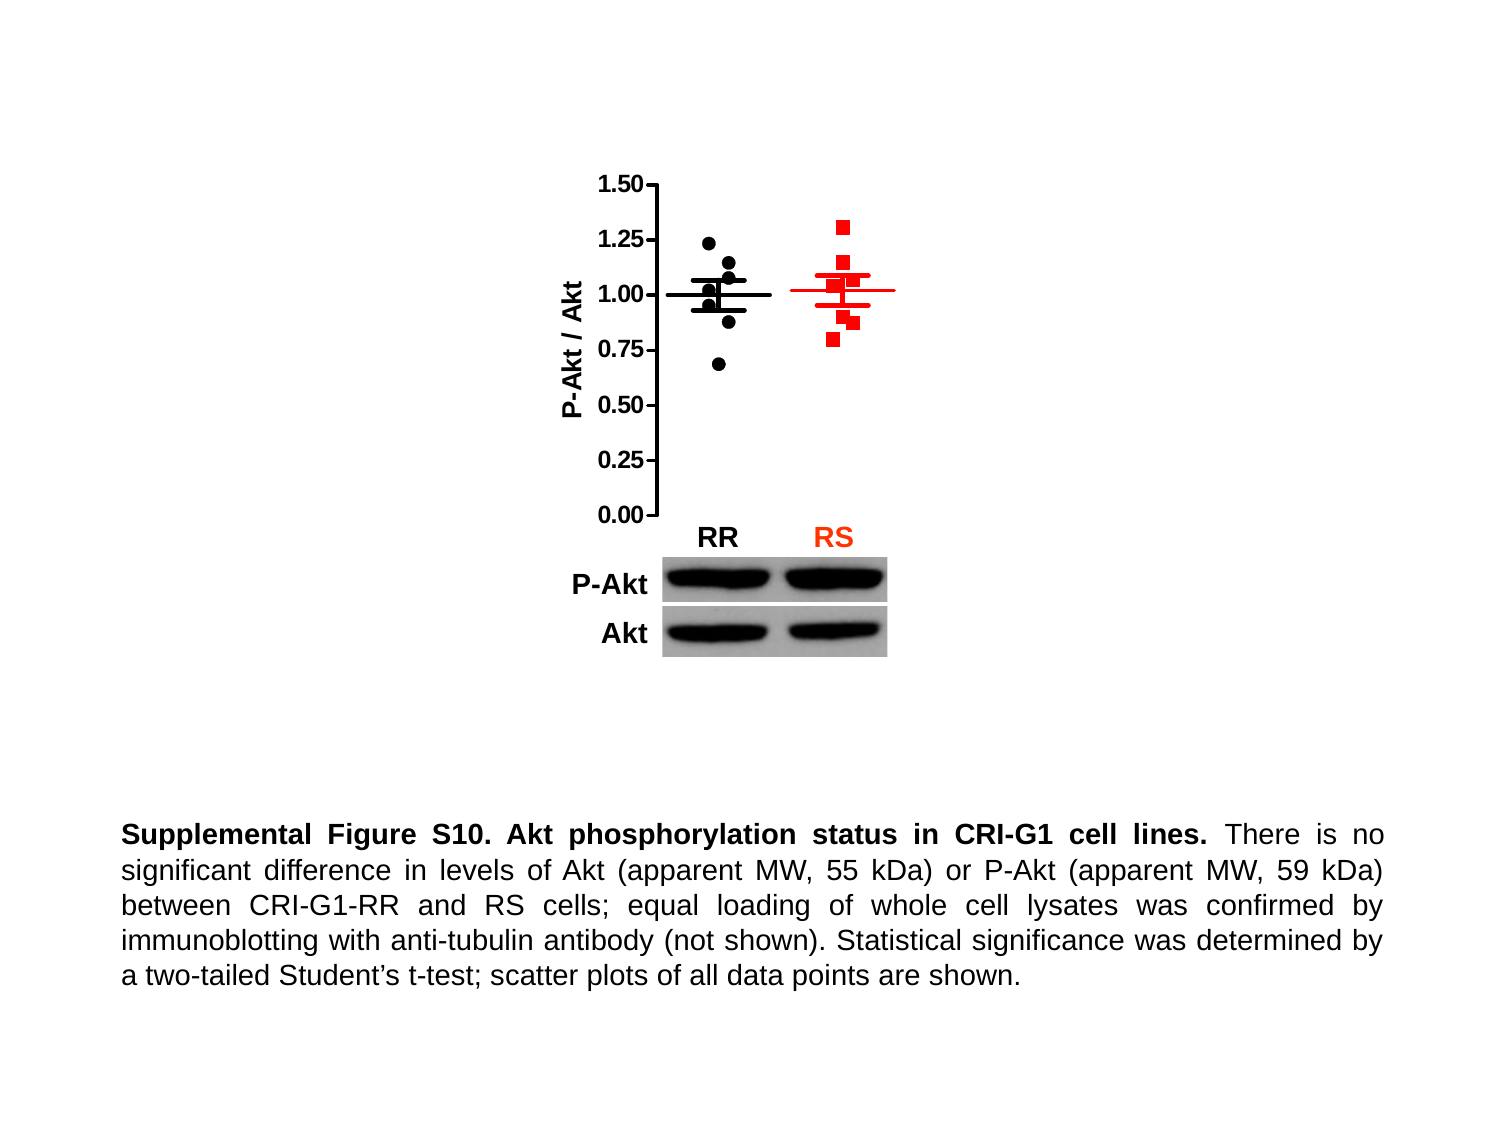

RR
RS
P-Akt
Akt
	Supplemental Figure S10. Akt phosphorylation status in CRI-G1 cell lines. There is no significant difference in levels of Akt (apparent MW, 55 kDa) or P-Akt (apparent MW, 59 kDa) between CRI-G1-RR and RS cells; equal loading of whole cell lysates was confirmed by immunoblotting with anti-tubulin antibody (not shown). Statistical significance was determined by a two-tailed Student’s t-test; scatter plots of all data points are shown.

How the deposited data were processed for this re-analysis (not part of the article)

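Gene expression was measured in 6 samples of CRI-G1-RR and 6 of CRI-G1-RS cells on 12 Affymetrix Rat 230 2.0 arrays. The values used are linear signal intensities per probe set and array as deposited by the authors, for which the submitters' processing notes name GCOS 1.4. The values show that they had been scaled so that the trimmed mean of each array is about the same. The settings had been fixed for log2 values of robust multi-chip averaging, with a stated change for linear ones, which was applied: quantile normalization between arrays, log2(signal + 16), and limma (version 3.58.1, R 4.3.3) with cell type as the only term. P-values were adjusted over all 31099 probe sets, and no filter on low signal was used. The thresholds were an adjusted p of 0.05, with at least a 2-fold change for the second count, and an adjusted p of 0.001 for the third. Arrays give no counts, so their number limits the precision, and detection calls and scan dates were not used here. The fit was tested on simulated data of 6 arrays against 6: of 50 probe sets changed 1.5-fold 41 were recovered, of 50 changed 2-fold 49, and 7 false calls were made among 31099. The median simulated log2 changes were 0.585 and 0.997, without the shrinkage that a pseudocount of 16 gives dim genes. These rates therefore do not cover dim probe sets.

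For 28 gene lists written after reading the paper and before the data were examined, the members higher and lower in RS cells were counted, and the lists were tested by camera with a preset correlation of 0.01 and with an estimated correlation, adjusted over the lists. With the preset, 6 lists passed, and with an estimated correlation none did. Fry was also run and gave an adjusted p under 0.05 for most lists. The exceptions were Nrf2 regulators (0.327), acinar markers (0.115), fibroblast markers (0.127), integrins and focal adhesion (0.196) and apoptosis genes (0.184). Lists past 0.05 by fry but not by camera include antioxidant enzymes (2.54e-09), islet transcription factors (5.97e-04) and cytosolic and mitochondrial chaperones (1.92e-04). The calls in the text are those of camera. Several lists hold genes that the paper names from the same arrays. Genes with values were chosen by a rule set before the data were examined: the 15 genes of largest change in each direction among those whose arrays do not overlap, every gene the paper names for the arrays, and up to 4 members of each list with the largest change in each direction. The values in the paper's tables and figures had been seen. Values of 1 gene that this rule covers are not reported here. Gene neighbourhoods, which were examined only after the results were seen, use the gene order of GRCr8. They take up to 50 nearest genes with a mean signal of at least 100. Their medians leave out dimmer genes.

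The alternatives were another centring, a low-signal filter, leaving out cross-hybridising probe sets, the replicate number as a block, an intensity trend, array weights, another probe set per gene, another pseudocount, a test against the fold threshold, and leaving out each array; deposited scaling alone was added after seeing the data. The sample labels state that passages were taken in pairs with 1 sample per line, but not that the replicate number gives the pair, so the number entered only as an alternative, under which 2692 in place of 4648 probe sets passed an adjusted p of 0.001. The pathway and gene ontology analyses of the paper were not repeated, since their gene sets were not used here, and protein, viability and secretion experiments were not analysed here.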

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

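The tests of random gene order, of genes 25 places apart, of DNA copy number and of Ins1 without normalization were chosen only after the results were seen, as were the 3 patterns weighed here. All 3 were found and tested on the same arrays.

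Neighbouring genes shifted together. In the order of 8657 genes with a mean signal of at least 100 on the GRCr8 assembly, neighbours had a Spearman rho of 0.278 between their log2 fold changes, and in the stretch from Fbxo7 to Ptdss1 the median over 51 genes reached -1.11, a pattern that the paper did not analyse. Random orders of the genes gave at most 0.0324 (0 of 1000 as high), and genes 25 places apart still had a rho of 0.136, which argues against pairs of related or co-regulated neighbours as the whole cause. Of 100 splits of the arrays, 1 gave a rho as high, the real one, but the highest other reached 0.277, since splits that keep most arrays of a line together carry part of the same difference, and the 52 splits with 3 arrays of each line per side reached at most 0.110. A difference in DNA copy number between the lines may account for such stretches, and 79.8% of 124 genes from Fbxo7 to Ptdss1 lay below -0.5, but the stretch was found by its low median, so this share cannot tell copy number apart from regional silencing, and copy number was not measured. The minimum signal, the window, the bounds and the minimum of 10 genes per stretch were also set after an exploratory look at these data; 10 stretches with 740 genes met them, and Txnrd1, Keap1, Ucp2 and Ins2 lie in such stretches, Ins2 against the direction of its neighbours.

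Ins1 was level between the lines in these signals, while the paper's own array value, 0.4069, and its qRT-PCR find it higher in RS cells. Without normalization between arrays its log2 fold change was -0.14, which argues against that normalization as the cause. Its signal is the 29th brightest, and the SD of log2 fold changes over the 100 brightest probe sets was 0.231 times that of probe sets with mean signals of 1000 to 3000, but these 100 were chosen by their mean over both lines, which keeps out probe sets with large changes, so the ratio cannot tell whether the response is compressed near the top of the signal range. The paper's value comes from the same arrays, and the cause of the difference stays open; the way probes are summarised was not tested. On CRI-G1-RS replicate 2 the Ins1 signal of 8383 lay apart from the other RS arrays (5831 to 6516).

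Replicate 2 of CRI-G1-RS stood apart, with a mean correlation of 0.980 with the other RS arrays. It also held 10 of the 25 outlying gene values, among 286 groups of 6 arrays tested, where chance gives about 1 in 20. RNA from RR cells is not a likely source: over 29 probe sets at least 10 times brighter in RR cells its median share toward RR was -0.271%, within the range of the other RS arrays (-0.917% to 0.627%). Differences of that culture, its processing or its scan stay open and untested, and without this array 10010 probe sets passed an adjusted p of 0.05 and 1239 also a 2-fold change.

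Outlying values were sought in 142 genes only. Among these, the values of replicate 2 of CRI-G1-RS that lay far from the other 5 RS arrays were, besides Ins1, Txn1 at 7019, Me1 at 1032, Eif2b5 at 543, Elavl3 at 343, Gjd2 at 71.7, Hyou1 at 588, Idh2 at 2972, Ncs1 at 359 and Zyx at 1034. The list is not complete for other genes. Eif4g1, which was not tested, had 2031 on this array and 1031 to 1139 on the other RS arrays. Arhgef7, also not tested, had 448 on it and 285 to 323 on the others. In replicate 4 of CRI-G1-RS, Nqo2 had 50.5, Ephx1 119.6, Nqo1 365 and Ddit3 231. In replicate 3 of CRI-G1-RS, Aldh2 had 172, Cldn7 15.6, Igfbp3 255 and Maf 96.2. In replicate 1 of CRI-G1-RS, Chordc1 had 938 and Hnf4a 33.5, and in replicate 6 Syvn1 had 889. Among CRI-G1-RR arrays, Txn1 had 6489 in replicate 5, Pcsk2 1186 in replicate 6, and Slc30a5 and Tff3 941.7 and 4394 in replicate 4.

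Gene lists outside the paper's discussion, or discussed there only in part, also shifted. The median log2 fold change was -0.44 for markers of duct and intestinal epithelium, -0.0936 for markers of hepatocytes, 0.16 for neuronal genes and 0.18 for glycolysis, and none of the 4 calls held with an estimated correlation. Without 1 array, these medians ran in the same order from -0.475 to -0.383, -0.165 to -0.0106, 0.142 to 0.256 and 0.162 to 0.201. The size of the hepatocyte and neuronal shifts thus depends on single arrays. The duct and intestinal, hepatocyte and neuronal lists hold genes that the paper names from these arrays.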

How the results depend on the processing

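Deposited scaling without further normalization was the alternative chosen after seeing the data. The counts, gene lists, clustering, Table 1, correlations with qRT-PCR, figure tallies, genes of the 4 antioxidant lists, stretches of neighbouring genes and named genes were recomputed under the settings fixed in advance and without each of the 12 arrays in turn; the medians over the 50 nearest genes, the exact p-values and camera with an estimated correlation were not. A further quantile normalization is identical to the one already applied and was not run, and the list of acinar markers has no members left after the low-signal filter. The directions of the 20 genes of Table 1 past the threshold and the separation of the lines in clustering were kept in each of these settings. The rho of neighbouring genes was 0.269 to 0.282 without 1 array, and the stretches, figure tallies and antioxidant genes stayed within 1.5-fold of their numbers in every setting.

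Testing against the 2-fold threshold itself left 414 probe sets. With a pseudocount of 1, 1965 probe sets passed at least 2-fold, and the hepatocyte list had a median of -0.0349 (adjusted p = 0.0919). With the replicate number as a block, 2692 probe sets passed an adjusted p of 0.001; arrays sharing a number had deviations correlated above 0.1 in 0 of 6 cases, which gives no sign that the numbers pair the samples. Of 289 named genes, 12 lost their call with that block and 8 to 15 without 1 array. Centring each array on its median gave the β cell list 0.19 and glycolysis 0.14 (both adjusted p = 0.0601), and the low-signal filter gave the β cell list 0.21 (adjusted p = 0.108). With the probe set of smallest p per gene, 3 lists passed, the genes normally repressed in β cells reached -0.32 (adjusted p = 0.0431), and the β cell list at 0.23 (0.0655), hepatocytes at -0.13 (0.0533), neuronal genes at 0.16 (0.0655) and glycolysis at 0.15 (0.0886) no longer passed; Fkbp5 turned to 0.52, Cul3 to -0.39 and Nfe2l1 to -0.43. Deposited scaling only gave the β cell list 0.21 and glycolysis 0.16 (both 0.0696). Leaving out 1 array gave 9162 to 10010 probe sets past 0.05, 1190 to 1274 at 2-fold, 769 to 813 genes, 3875 to 4565 probe sets past 0.001, 4 to 6 lists and 16 to 17 genes of Table 1. The β cell list was lost without CRI-G1-RR replicate 1 or 3 and the hepatocyte list without CRI-G1-RR replicate 1, 2 or 6. Over all 12 fits without 1 array, the β cell list had medians of 0.19 to 0.27 (camera, adjusted p 0.0281 to 0.0667). The hepatocyte list had medians of -0.165 to -0.0106 over the same fits (camera, adjusted p 0.0281 to 0.0889). The cause of these shifts was not tested, apart from the smaller number of arrays. Signals near background limit what can be seen: a pseudocount of 16 shrinks the changes of dim genes.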

Differences from the paper's values

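The linear signals used here are not the values of the paper's robust multi-chip averaging. A count is taken as differing from the paper's beyond a limit of 1.5-fold, and a log2 fold change beyond a limit of 1 residual SD of its probe set, which is smaller for some genes than for others. At the paper's thresholds, 382 genes were at least 2-fold higher in RS cells, and the paper's count is 216; the low-signal filter, at 270, comes within the limit, and no other alternative fixed before the data were examined does. The rule by which the paper counts genes and its gene annotation may differ from those used here, so the gene counts compare only roughly. The lowest log2 fold change was -5.19, where the paper's is -5.57, and a pseudocount of 1 comes within the limit. For Gpx2 the log2 fold change was -5.17 and the paper's is -5.4946, with no alternative within the limit. Nqo2 had -2.56 against the paper's -3.0212, and a pseudocount of 1 comes within it. Park7 had -0.25 against the paper's -0.4464, with no alternative within the limit. Ins1 had -0.0610 against the paper's 0.4069, and the alternatives ranged from -0.16 to -0.05.

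The paper draws Ins1 as higher and Gcg and Igf1 as lower in RS cells in Fig. 9; here their log2 fold changes were -0.06 (adjusted p = 0.408), -0.07 (adjusted p = 0.327) and 0.05 (adjusted p = 0.892), while 12 of the 13 genes drawn as higher and 7 of the 9 drawn as lower had the drawn direction. In Fig. 5C Ppp2r2c had -0.04 (adjusted p = 0.668) and in Fig. 5D Acot1 had 0.06 (adjusted p = 0.78), both at background, where the figure's probe sets may be others than those measured here. Fig. 6 was drawn at an adjusted p of 0.001 or less, a stricter limit than the 0.05 used here. In Fig. 6, 5 of the 6 genes drawn as higher were higher here, 7 of the 9 measured ones drawn as lower were lower, and 9 of the 10 measured grey ones did not pass. Of those counted as lower, Eif2ak3 (0.0011), Clpp (0.0027) and Cat (0.0011) did not reach 0.001. The grey gene that passed, Gclm (0.037), did not reach it either. Fkbp5 is drawn as higher there, while it had -0.29 (adjusted p = 0.00419) at its brightest probe set and 0.52 with the probe set of smallest p. Of the genes drawn as lower there, Erp29 had -0.06 (adjusted p = 0.545) and Abcc1 -0.28 (adjusted p = 0.0619); Abcc1 passed with the low-signal filter, with an intensity trend, with array weights, without CRI-G1-RR replicate 3 and without CRI-G1-RS replicate 2. In Figs. S8 and S9, Fyn had 0.04 (adjusted p = 0.651) and Grb2 -0.08 (adjusted p = 0.235), and both passed as higher with the probe set of smallest p (0.65 and 0.33). Abl1 and Ilk, drawn as lower, had -0.15 (adjusted p = 0.238) and -0.10 (adjusted p = 0.271). The text names Nqo1 among the top genes of Fig. 5D, which shows Nqo2; here both were lower. For Park7 the text and Table 1 give qRT-PCR changes of opposite sign, and the array value here was negative.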

Other observations

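The medians over neighbouring genes and the divisions of the arrays within a line were chosen only after the results were seen; the gene lists and the regroupings of the arrays were planned. Tomm70, a receptor of the outer mitochondrial import complex, had a log2 fold change of 0.40 (adjusted p = 1.09e-04), and Timm9, a small import chaperone, one of 0.39 (adjusted p = 3.44e-04). Mitochondrial import and mass markers had 7 higher and 1 lower of 23 (8 higher and 1 lower when adjusted over the list alone; camera, adjusted p = 0.0779; adjusted p = 0.32 with an estimated correlation), and respiratory chain subunits 14 higher and 17 lower of 71 (14 higher and 18 lower when adjusted over the list alone; camera, adjusted p = 0.578; adjusted p = 0.846 with an estimated correlation). Cox4i1, a subunit of cytochrome oxidase, had a log2 fold change of 0.06 (adjusted p = 0.415). Proteasome subunits had 12 higher and 5 lower of 38 (12 higher and 5 lower when adjusted over the list alone; camera, adjusted p = 0.519; adjusted p = 0.846 with an estimated correlation), with Psmd13 at -0.54 (adjusted p = 1.44e-05), and its 50 nearest genes on GRCr8 had a median of -0.39. Peroxisomal and fatty acid oxidation enzymes had 5 higher and 13 lower of 34 (7 higher and 13 lower when adjusted over the list alone; camera, adjusted p = 0.0945; adjusted p = 0.472 with an estimated correlation); Acot4, a peroxisomal thioesterase, had -2.83 (adjusted p = 3.86e-08) and Slc25a20, the carnitine carrier, 0.58 (adjusted p = 8.44e-06). That list holds genes the paper names from these arrays.

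Bik, a pro-apoptotic BH3 protein, rose from 260.1 ± 20.3 (SD, n = 6) in RR cells to 873 ± 65.3 (SD, n = 6) in RS cells, with a log2 fold change of 1.68 (adjusted p = 2.63e-09). Apaf1, the scaffold of the apoptosome, had -0.89 (adjusted p = 2.47e-07), with a median of -1.07 over its 50 nearest genes on GRCr8. Apoptosis genes had 9 higher and 6 lower of 36 (11 higher and 7 lower when adjusted over the list alone; camera, adjusted p = 0.954; adjusted p = 0.955 with an estimated correlation). Ccna2, a cyclin of S phase, had 0.62 (adjusted p = 1.40e-04), and cell cycle genes had 8 higher and 8 lower of 42 (8 higher and 8 lower when adjusted over the list alone; camera, adjusted p = 0.748; adjusted p = 0.847 with an estimated correlation). Markers of fibroblasts and mesenchyme had 6 higher and 3 lower of 25 (6 higher and 3 lower when adjusted over the list alone; camera, adjusted p = 0.656; adjusted p = 0.682 with an estimated correlation), with S100a4 at -3.17 (adjusted p = 7.70e-07) and Fn1, fibronectin, at 1.05 (adjusted p = 2.93e-04), against a median of -0.38 over the 50 genes nearest to Fn1. Acinar markers had 0 higher and 0 lower of 18 (0 higher and 0 lower when adjusted over the list alone; camera, adjusted p = 0.578; adjusted p = 0.602 with an estimated correlation).

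Chance can be excluded for the counts by regrouping the 12 arrays into 2 groups of 6, in 100 splits. Only the real split (1 of 100) gave as many as 9860 probe sets past an adjusted p of 0.05, and the highest other gave 8. It was also the only one (1 of 100) with 1229 probe sets at 2-fold, the highest other giving 2, with 789 genes, the highest other giving 2, and with 4648 probe sets past 0.001, the highest other giving 0. For the 6 lists called, 3 of 100 splits, the real one included, called as many, and the highest other also called 6.

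Among the 6 CRI-G1-RR arrays, several genes had higher signals on replicates 1 to 3 than on 4 to 6, which was noticed in a plot. In order of replicate number, Hspb8 had 100, 83.2, 130, 2.18, 5.00 and 3.65, Ins2 860, 778, 1041, 543, 541 and 571, Mafa 555, 498, 590, 283, 296 and 337 and Cbs 549, 475, 501, 264, 382 and 302. The dendrogram of the paper's Fig. 5B also joins RR replicates 1 to 3 and 4 to 6 on separate branches. The labels state that passages were taken in pairs with 1 sample per line, and neither they nor the Methods name another batch. Over all 31099 probe sets, this division of the RR arrays left 4108 probe sets without overlap, the division of replicates 1, 2 and 6 from 3, 4 and 5 left 4477, and the other 8 left 2385 to 3228. In RS cells the 10 divisions left 2663 to 3510. The mean correlation with the RS arrays was 0.9625 to 0.9630 for RR replicates 1 to 3 and 0.9570 to 0.9586 for RR replicates 4 to 6. The SDs and p-values given here take the 6 RR arrays as 1 group with the spread among these arrays included.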
